# Loss of Cyclin C or CDK8 provides ATR inhibitor resistance by suppressing transcription-associated replication stress

**DOI:** 10.1093/nar/gkab628

**Published:** 2021-07-30

**Authors:** Rebecca L Lloyd, Vaclav Urban, Francisco Muñoz-Martínez, Iñigo Ayestaran, John C Thomas, Christelle de Renty, Mark J O’Connor, Josep V Forment, Yaron Galanty, Stephen P Jackson

## Abstract

The protein kinase ATR plays pivotal roles in DNA repair, cell cycle checkpoint engagement and DNA replication. Consequently, ATR inhibitors (ATRi) are in clinical development for the treatment of cancers, including tumours harbouring mutations in the related kinase ATM. However, it still remains unclear which functions and pathways dominate long-term ATRi efficacy, and how these vary between clinically relevant genetic backgrounds. Elucidating common and genetic-background specific mechanisms of ATRi efficacy could therefore assist in patient stratification and pre-empting drug resistance. Here, we use CRISPR–Cas9 genome-wide screening in ATM-deficient and proficient mouse embryonic stem cells to interrogate cell fitness following treatment with the ATRi, ceralasertib. We identify factors that enhance or suppress ATRi efficacy, with a subset of these requiring intact ATM signalling. Strikingly, two of the strongest resistance-gene hits in both ATM-proficient and ATM-deficient cells encode Cyclin C and CDK8: members of the CDK8 kinase module for the RNA polymerase II mediator complex. We show that Cyclin C/CDK8 loss reduces S-phase DNA:RNA hybrid formation, transcription-replication stress, and ultimately micronuclei formation induced by ATRi. Overall, our work identifies novel biomarkers of ATRi efficacy in ATM-proficient and ATM-deficient cells, and highlights transcription-associated replication stress as a predominant driver of ATRi-induced cell death.

## INTRODUCTION

Ataxia telangiectasia and Rad3-related (ATR) is a fundamental DNA damage response (DDR) protein kinase involved in DNA double-strand break (DSB) signalling and cell cycle checkpoint engagement, and is also an apical regulator of the replication stress response (RSR) (1–3). ATR’s roles in the stabilisation and restart of stalled DNA replication forks are important for maintaining genomic integrity since, in the absence of ATR function, stalled replication forks are converted into cytotoxic DSBs through replication fork collapse. ATR also plays pivotal roles in unperturbed S-phase by regulating dormant replication-origin firing and controlling the S/G2 cell cycle transition (4). Importantly, replication stress (5) has been identified as a hallmark of cancer (6). While this may be in-part due to faster proliferation rates and nucleotide shortages in S-phase, amplification of the oncogenes *CCNE1* and *MYC* specifically induce replication stress by shortening G1 and promoting firing of intragenic origins that would otherwise be repressed by near-completed transcription (7). This also increases conflicts between DNA replication and transcription (8), with such collisions causing genome instability through replication fork collapse (9,10). Replication stress, particularly in the absence of replication fork protection, can also lead to exhaustion of replication protein A (RPA). This results in insufficient RPA to coat the single-stranded DNA (ssDNA) that arises during replication fork stalling or the uncoupling of the DNA helicase and DNA polymerase, ultimately leading to global replication fork collapse and replication catastrophe (11). Importantly, ATR’s fundamental roles in the RSR, including limiting origin firing and promoting nucleotide synthesis, act to prevent RPA exhaustion and replication catastrophe, and likely present a key survival mechanism for cancer cells with high endogenous replication stress.

Exploiting this concept, ATR inhibitors (ATRi) are in clinical development for the treatment of cancers (12) including those with mutations in the related kinase ataxia telangiectasia mutated (ATM) (13–16), or high endogenous replication stress (17–20). The latter is also a biomarker for hypersensitivity towards inhibitors of CHK1 and WEE1 kinases, both of which also play key roles in the RSR (17). Recent studies using CRISPR–Cas9 and siRNA screening methodologies identified loss of POLE3/4, RNASEH2A/B, and ERCC1 as additional biomarkers of ATRi hypersensitivity (21–23). Similarly, loss of the cyclin-dependent kinase (CDK)-regulator phosphatase CDC25A was found to promote ATRi resistance, implicating abrogation of the G2/M checkpoint as a major driver of ATRi efficacy (24). However, these studies have thus far been performed in wild-type (WT) or *TP53* knockout cells to facilitate screen performance. This may mean that identified hits do not fully reflect the drivers of cell death in tumours harbouring specific genetic defects, such as mutations in *ATM*, that are likely to be targeted with ATR inhibitors in the clinic. In particular, the hypersensitivity of *ATM*-mutated cancers to ATR inhibition (13–16) could be driven by over-lapping and redundant functions of ATM and ATR kinases, given that there are over 700 suggested ATM/ATR substrates harbouring S/T-Q motifs (25–27). ATM and ATR signalling are already known to crosstalk to regulate processes including DNA repair, cell senescence and apoptosis, and cell cycle checkpoint control (28–31), with roles for ATM in regulating DNA replication having also been reported (32–35). It is therefore likely that drivers of ATRi sensitivity and resistance will differ between ATM-proficient and ATM-deficient cells, meaning that elucidating both common and genetic background-specific mechanisms of ATRi efficacy will be critical for accurately stratifying patients and pre-empting innate or acquired drug resistance.

To address the above issues, in this study we examine genetic drivers of ATRi efficacy by performing pooled CRISPR–Cas9 screens in *Atm* WT and *Atm* knockout (KO) mouse embryonic stem cells (mESCs) using the ATRi, ceralasertib (AZD6738) (36). Our ensuing data reveal how drivers of ATRi efficacy depend on functional ATM expression, thereby providing further insight into how ATR and ATM cooperate to maintain genomic integrity. Furthermore, by focusing on the strongest resistance-gene hits in both ATM-proficient and ATM-deficient cells, we investigate the mechanism by which loss of Cyclin C or CDK8, members of the CDK8 kinase module of the RNA polymerase II (RNAPII) mediator complex, promote resistance to ATR and CHK1 inhibition by limiting DNA:RNA hybrid formation in S-phase and transcription-associated replication stress. These findings also suggest new therapeutic opportunities for ATR inhibitors and provide insights for better stratifying patients and pre-empting innate or acquired drug resistance.

## MATERIALS AND METHODS

### Cell lines and compounds

Cell line origins and their cell growth media can be found in Supplementary Methods Table S1. mESC, FaDu and A549 *ATM*-knockout cell lines were generated as described before (37,38). mESC *Cdc25a* KO clones #4/5 were kindly provided by Oscar Fernández-Capetillo (24) and U2-OS T-Rex GFP-RNase H1(D210N) (RNH1(D210N)-GFP) or GFP-RNase H1 (RNH1-GFP) cells by Pavel Janscak (39). mESCs were cultured on 0.1% gelatin-coated tissue culture flasks, and Cas9-expressing cell lines were maintained in blasticidin (10 μg/ml mESC and U2-OS, 5 μg/ml HAP-1). AZD6738 and AZD1775 were made by AstraZeneca. DRB (5,6-dichloro-1-beta-ribo-fuanosyl benzimidazole), actinomycin D, aphidicolin, hydroxyurea, carboplatin and etoposide were obtained from Sigma-Aldrich. XL413 (S7547), VE-822 (S27102), LY2603618 (S2626) and LY2606368 (S7178) were obtained from SelleckChem. CX-5461 (509265) was obtained from Merck Millipore, and BRD-6989 (6438) from Tocris. Final assay DMSO concentrations were normalised to 1:1000 as required. Recombinant human IFNγ was obtained from Peprotech (300–02) and used at a final concentration of 2.5 ng/ml.

### *In vitro* growth and cell viability assays

#### MTT cell proliferation assays

For each biological replicate (*n* = 3) cells were seeded as technical replicates at 5000 cells per well of a 96-well plate, 16 h prior to drug treatment. Following treatment, medium was replaced with 50 μl 0.5 mg/ml MTT (3-[4,5-dimethylthiazol-2-yl]-2,5- diphenyltetrazolium bromide; thiazolyl blue) in growth media and cells incubated for a further 4 h. 50 μl 10% SDS was then added to the cells and incubated at 37°C overnight before reading absorbance at 595 nm.

#### Clonogenic survival assays

For each biological replicate (*n* = 3), 16 h prior to treatment cells were seeded in triplicate in 6-well plates at 500 cells/well (mESC, A549, U2-OS, HAP-1) or 1500 cells/well (FaDu). *ATM* KO FaDu cells were seeded in conditioned media. Cells were incubated with the drug for 6 (mESC, HAP-1) or 9 days (A549, FaDu, U2-OS) before methanol fixation (mESC) and crystal violet staining. The number of colonies (defined as containing > 30 cells) were counted blind and normalised to the untreated conditions to account for variations in plating efficiencies. For short-term treatments, cells were washed three times with fresh drug-free media following treatment.

#### Incucyte cell confluency

For each biological replicate, cells were seeded as technical replicates at 5000 cells per well of a 96-well plate. Live-cell imaging was acquired at 10× magnification every 2 h, and percentage phase confluency was quantified using Incucyte ZOOM 2018A software (Essen Bioscience). Doubling times were calculated in GraphPad prism V.8 during the exponential growth phase using the exponential growth equation.

#### CRISPR–Cas9 screen for resistance and sensitivity to AZD6738

1 × 10^8^*Atm* WT or KO mESCs were independently infected with a pre-packaged lentiviral library at a MOI (multiplicity of infection) of 0.1, giving a library coverage of ∼1000×. The Kosuke Yusa murine v2 sgRNA library was used (40). After 48 h, 1 × 10^8^ cells/genotype were collected for sequencing and a further 1 × 10^8^ cells treated with puromycin (2 μg/ml) for 12 days to select for cells with the stably integrated sgRNA cassette. Following establishment of puromycin resistance (day 6) cells were partitioned into three technical replicates and at least 5 × 10^7^ cells (500×) per sample were maintained in culture for the remainder of the screen. A total puromycin selection period of 12 days ensured that even slow-turnover proteins were depleted and allowed technical replicates to become established as independent samples. On day 14, 5 × 10^7^ cells/replicate were collected for sequencing and 5 × 10^7^ cells/replicate plated for each genotype and treatment condition. Sixteen hours later, cells were treated with either DMSO, IC_10_ AZD6738 (100 nM *Atm* KO; 350 nM WT) or IC_90_ AZD6738 (350 nM *Atm* KO; 900 nM WT) for 6 days and then replated in drug-free medium for 48 h recovery. A 6-day treatment period was chosen to allow the controlled induction of ATRi-driven cell death through multiple rounds of cell division, using ATR-selective concentrations of AZD6738, while minimising the time for genetic drift to occur. IC_10_ and IC_90_ are the inhibitory doses that result in a 10% or 90% reduction in cell number respectively when assessed in screening format. On days 2 and 5 of treatment (every 3 days), cells were passaged and 5 × 10^7^ cells per treatment condition were re-seeded to ensure that cells were maintained in optimal conditions and below confluency throughout the screen. Surviving cells were separately pooled for each condition and replicate and pelleted for DNA extraction and next-generation sequencing. DNA was extracted at 55°C in TAIL buffer (17 mM Tris pH 7.5, 17 mM EDTA, 170 mM NaCl, 0.85% SDS, 1 mg/ml proteinase K), isopropanol precipitated, purified in 70% ethanol, and dissolved to 200 ng/μl in H_2_O. DNA was amplified by PCR (2 μg × 96 reactions, or 960 reactions for 48-hour samples; approximately 319× representation) using Q5 high fidelity polymerase and extended primers containing Illumina adaptors and barcodes for multiplexing. To reduce PCR bias, the number of cycles was limited to 26, and multiple PCR reactions were performed in parallel. The product was cleaned using SPRIselect beads (Beckman Coulter, B23317) and column purification (Qiagen, 28106), and all samples of the same genotype multiplexed using q-PCR NEBNext library quant kit (E7630). The 19 bp sgRNA (along with 1 bp on either side) and 8 bp barcode were sequenced on an Illumina Hiseq1500 system using single-ended reads. An in-house script was used to count the number of each sgRNA per pool, and enriched or depleted genes determined by comparison of control and treated samples using the software package MAGeCK (0.5.5). WT IC_10_ technical replicate 1 was excluded from the analyses due to principal component analysis (PCA) indicating that this sample closely resembled the DMSO-treated samples. Given the data represent technical replicates, data were independently analysed by both summing the replicates, and by using the MAGeCK replicate function. Due to noise in low read count essential genes sometimes confounding drug-treatment results, sgRNAs with low read counts in the DMSO control were excluded prior to analysis (41). No sgRNAs were excluded for essential gene comparisons between 48 h and day 14 (pre-treatment) samples. For summed analyses, sgRNAs with DMSO read counts <30 after combining the replicates were excluded (SUM < 30ex). For replicates analyses, sgRNAs with DMSO read counts of 0 in any 2 replicates and <10 in the third were excluded (REP < 10ex). Drop-out and enrichment hits were determined using each method at both IC_10_ and IC_90_ doses (Supplementary Table S1), and the analyses which provided the greatest number of significant hits (false discovery rate (FDR) < 0.1) are visualised in the main figure panels. The most significant hits were determined to have a FDR of <0.1, but hits with a *P*-value <0.001 were also assessed as potential candidates.

Format of MAGeCK commands used:

Summed analysis: mageck test -k counts.csv -c DMSO -t ATRi -n results.csv

Replicates analysis: mageck test -k counts.csv -c ‘DMSO1’,‘DMSO2’,‘DMSO3’ -t ‘ATRi1’,‘ATRi2’,‘ATRi3’ -n results.csv

Essential gene analysis: mageck test -k counts.csv -c 48h -t D14 -n results.csv

#### Flow cytometry

Cells were seeded at 500 000 cells/well in 6-well plates 18 h prior to treatment. Cells were incubated with compounds and EdU (5-ethynyl-2′-deoxyuridine; 10 μM; Sigma-Aldrich 900584) or EU (5-ethynyl uridine; 1 mM; ab146642) as indicated and fixed in 70% ice-cold ethanol. Antibody stainings were performed in 1 mg/ml BSA-PBS as required using the antibodies listed in Supplementary Methods Table S2. The click reactions were subsequently performed as previously reported (42) before staining with 1 μg/ml DAPI in PBS containing 250 μg/ml RNase A. All samples were acquired using Aurora (Cytek Biosciences), Fortessa (BD biosciences) or Cytoflex (Beckman Coulter) flow cytometers, and analysed in FlowJo (Tree Star).

#### Western blot analyses

Cells were lysed in 50 mM Tris pH 7.5, 2% SDS, 10 mM N-ethylmaleimide supplemented with protease inhibitors (Roche) and phosphatase inhibitors (Sigma-Aldrich), and heated to 95°C for 5 min. For chromatin fractionations, cells were lysed in CSK buffer (10 mM PIPES, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 0.7% Triton X-100, supplemented with protease and phosphatase inhibitors) for 30 min on ice and centrifuged for 10 min max speed at 4°C, with the supernatant removed as the soluble fraction. The pellet was washed twice in ice-cold PBS, resuspended in CSK buffer and syringed to produce the chromatin fraction. Equal amounts of lysates were separated on 4–12% Bis-Tris NuPAGE gels and analysed by standard immunoblotting using the antibodies listed in Supplementary Methods Table S2.

#### Immuno-fluorescence

Cells were plated in 96-well plates (20 000 cells/well U2-OS, 50 000 cells/well HAP-1) 16 h prior to treatment. For U2-OS RNH1-GFP cells, 12 000 cells/well were plated and induced 16 h later with 1 ng/ml doxycycline for 24 h prior to treatment. Cells were incubated with compounds, EdU (10 μM) or EU (1 mM) as indicated, and fixed in 4% PFA for 15 min at room temperature (RT). For γH2AX and RPA32 staining, cells were pre-extracted in ice-cold 0.2% Triton-PBS for 10 min on ice prior to fixation. Cells were permeabilised in 0.5% Triton-PBS for 15 min and blocked in 5% BSA in 0.1% PBS–tween (PBST). As required, the click reactions were performed as previously reported (42) before antibody staining. For antibody staining, primary antibodies were incubated at 4°C O/N using the antibodies listed in Supplementary Methods Table S2. Cells were washed 3× in PBST before incubation with Alexa Fluor secondary antibodies for 1 h at RT in the dark, followed by DAPI staining (1 μg/ml) for 20 min at RT. Plates were imaged using an Opera Phenix spinning disc confocal microscope (PerkinElmer) at 40× magnification. All data were imported into Harmony image analysis software (PerkinElmer) for subsequent analyses.

#### Defining and counting nuclei

Nuclei were defined based on DAPI intensity. Border objects were removed from analyses.

#### Defining and counting micronuclei

Micronuclei were initially defined based upon the DAPI stain using Harmony's ‘find micronuclei’ function, and further refined based upon the following parameters: fraction of nucleus area <0.33, roundness >0.75, area >2 μm^2^, fraction of nucleus intensity >0.25, intensity DAPI CV (%) <36 and distance from nucleus 0.6–10 μm.

#### Calculating nuclear intensities

Mean intensities were calculated in pre-defined nuclei and used to define EdU positive nuclei for further analyses as required.

#### Counting nuclear foci

The ‘find spots’ function was used to identify foci in pre-defined nuclei, and foci were subsequently refined to exclude spots <1 px^2^.

#### Proximity ligation assays

The PLA assays were performed as previously described (43), with 20 000 cells/well plated in 96-well plates 16 h prior to treatment. Plates were imaged using an Opera Phenix spinning disc confocal microscope (PerkinElmer) at 40× magnification. All data were imported into Harmony image analysis software (PerkinElmer) for subsequent analyses.

#### DsiRNA transfections

DsiRNAs (27-mer Dicer-substrate short interfering RNAs) were obtained from IDT and transfected using Lipofectamine RNAiMAX (Invitrogen) according to manufacturer's protocol. The non-targeting siRNA (NTsi) NC was obtained from IDT and used as the control. Cells were plated for assays 48 h later. DsiRNA sequences can be found in Supplementary Methods Table S3.

#### RNH1(D210N)-GFP reporter assay (39)

RNH1(D210N)-GFP cells were transfected with the indicated DsiRNAs. Twenty-four hours post transfection, cells were seeded in 96 well plates in the presence of doxycycline (1 ng/ml) to induce expression of GFP-RNase H1(D210N) and treated with inhibitors after 24 h. For analyses of cell cycle distributions, EdU was added to cell culture medium at a final concentration of 10 μM for 30 min prior to fixation. Cells were pre-extracted (25 mM HEPES–NaOH pH 7.5, 50 mM NaCl, 1 mM EDTA, 3 mM MgCl_2_, 0.3 M sucrose and 0.5% Triton X-100) for 4 min on ice before fixation in 4% PFA. EdU click reactions were performed in buffer containing 100 mM Tris–HCl (pH 8.5), 2 mM CuSO_4_, 100 mM sodium ascorbate and 5 μM Alexa Fluor 647 azide (Thermo Fisher Scientific) for 20 min, and DNA was counterstained with 1 μg/ml DAPI. Image acquisition was performed on a WiScan Hermes system (IDEA Bio-Medical) equipped with 40×/0.75 NA air objective, and nuclear GFP foci counts were analysed using integrated WiSoft Athena software.

#### Stable cell line generation

Lentivirus-based CDK8-GFP and CDK8(D173A)-GFP plasmids were obtained from VectorBuilder, packaged in HEK293-lentiX cells using second generation packaging plasmids, and the lentivirus used to infect HAP-1 cells. Forty-eight hours later, cells with the integrated plasmids were selected in puromycin (0.5 μg/ml) for 7 days prior to single-cell plating and clonal expansion. For gene knockouts using CRISPR, synthetic crRNA (CRISPR RNA) and tracrRNAs (trans-activating RNA) were obtained from IDT (Supplementary Methods Table S4), duplexed and transfected into Cas9-expressing cells using RNAiMAX according to the manufacturer's instructions. Pooled editing efficiencies were assessed after 72 h and cells plated for single-cell expansion. Individual clones were tested for successful and complete KO via western blotting. All KO clones used in this study were genotype validated (Supplementary Table S2) by either TIDe (44) or TOPO-cloning (Thermofisher, K28002) following genomic DNA extraction and PCR amplification of the sgRNA-targeted loci (associated primers can be found in Supplementary Methods Table S4).

#### RT-qPCR

RNA was extracted using a RNeasy kit with on column DNase digestion according to the manufacturer's protocol (Qiagen, 74106). 3 μg total RNA (quantified using a NanoDrop spectrophotometer) was used for reverse transcription using SuperScriptIII first-strand synthesis reagents and oligo dT according to the manufacturer's protocol (Invitrogen, 18080051). cDNA was diluted in a final volume of 200 μl nuclease-free water and further diluted one in five prior to amplification, resulting in Ct values in the range of 20–30 cycles. Quantitative PCR was performed using 2× Fast SYBR Green Master mix (Thermo Fisher Scientific, 4385612) in a final volume of 20 μl, using 2 μl cDNA (post one in five dilution). For each biological replicate, individual amplification reactions were performed in technical triplicates, and primers targeting the house-keeping gene *Gapdh* were included in separate wells for each condition to normalise transcript levels. Primers were designed to span an exon-exon junction using primer-BLAST, and synthesised by Sigma-Aldrich. Sequences can be found in Supplementary Methods Table S5. The StepOne Plus Real Time PCR system (Thermo Fisher Scientific) was used to obtain raw Ct values, and the comparative Ct method 2^–ΔΔCt^ used to quantify transcript levels.

#### CRISPR-based cell competition assays

Synthetic crRNA and tracrRNAs were obtained from IDT (Supplementary Methods Table S4), duplexed and transfected into Cas9-expressing mESCs using RNAiMAX according to manufacturer's protocol. Cells were cultured for 7 days to allow gene editing and protein depletion to occur, resulting in a mixed population of edited and non-edited cells. 5 × 10^5^ cells were then plated per 10 cm dish and treated with either DMSO or 1.5 μM AZD6738 for 5 days, including passaging as required. 1.5 μM AZD6738 had been optimised to kill ∼95% of non-edited control cells in this assay format, thereby strongly enriching for resistant cells. A sgRNA targeting *Lrrc29* was used as a negative control as our screen outcomes did not predict this gene to influence ATRi sensitivity in *Atm* WT mESCs. Genomic DNA from surviving cells, alongside from non-transfected control cells, was extracted (Invitrogen, K1820) and the sgRNA-target loci PCR amplified using the associated primers in Supplementary Methods Table S4. The forward primer was used for Sanger sequencing of the PCR product. Sequence traces between transfected and non-transfected cells were compared using TIDe software (3.2.0) (44), and used to calculate the % of each InDel (–50 bp to + 50 bp) per sample. To account for in-frame mutations likely having minimal impact on protein expression, InDels were classified as in-frame or out-of-frame based on whether the size of the InDel was a multiple of 3. Undefined InDels could be the result of noise in the Sanger sequencing trace, or InDels outside the range –50 bp to +50 bp.

#### RNA-seq

RNA sequencing (RNA-seq) was performed in mESCs using two WT biological replicates and three independent *Ccnc* KO and *Cdk8* KO clones. Cells were treated for 4 h with either DMSO or 900 nM AZD6738 prior to sample collection. A 4-hour timepoint gave the biggest window in *Ccnb1* mRNA expression, which has been shown to be prematurely upregulated upon ATR inhibition (4) (data not shown). RNA was extracted using a RNeasy kit with on column DNase digestion according to the manufacturer's protocol (Qiagen, 74106). RNA integrity was confirmed using Agilent Tapestation RNA screentape, showing two sharp peaks representing the 18S and 28S ribosomal subunits, with a 28S:18S ratio of approximately 2 (RINe > 9). Using 5 μg input RNA, mRNA was isolated from ribosomal RNA using the NEBNext Poly(A) mRNA magnetic isolation module (E7490) according to the manufacturer's instructions. Following two rounds of enrichment, successful isolation and sample integrity (RINe 2–3) were confirmed using high sensitivity Agilent Screen tape. Library preparation was performed using the NEBNext Ultra II directional library prep kit (E7760) according to the manufacturer's instructions for ‘purified RNA or clean RNA’, and using NEBnext multiplex oligos (E7335). cDNA concentrations were measured using the Qubit dsDNA assay kit (Q32854), and molar concentrations calculated using the average DNA fragment size following analyses on the Agilent Tapestation with high sensitivity DNA screentape (D1000). Equal molar concentrations were multiplexed at a final concentration of 10 nM and sequenced using single-ended reads on an Illumina Hiseq4000 system. Due to limitations in the number of samples that could be combined in a single multiplex for sequencing, WT samples were independently multiplexed with *Ccnc* KO samples, and again with *Cdk8* KO samples, in order to eliminate any sequencing-run bias.

#### RNA-seq data analysis

FASTQ files were first checked with FASTQC (version 0.11.5, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (45)) for quality control. The adaptor sequences were then removed using Trimmomatic (version 0.38 (46)), specifying the TruSeq3-SE.fa:2:30:10 adapters in the ILLUMINACLIP argument. The trimmed sequences were then aligned to the reference *Mus musculus* genome and annotation (build GRCm38.p6, NCBI:GCA_000001635.8) using HISAT2 (version 2.1.0 (47)) with default settings. Gene expression levels were then quantified from the aligned reads using featureCounts (version 2.0.1 (48)) with the options –ignoreDup and -s 2. Reference annotation GTF file was also obtained from genome build GRCm38.p6. Lastly, the R package DESeq2 (49) was used for exploratory data analysis and visualisation, as well as differential expression analyses. Reference genome sequence and annotation files were obtained from Ensembl (50).

#### Statistical analyses

Statistical tests were performed as indicated in the figure legends to determine statistical significance in replicate comparisons. A *P*-value < 0.05 was deemed statistically significant.

## RESULTS

### Identification and validation of factors influencing ATRi sensitivity in ATM-proficient and ATM-deficient cells

To systematically interrogate drivers of ATRi efficacy in a clinically relevant genetic background, we performed whole genome CRISPR–Cas9 genetic screens in an isogenic pair of *Atm* WT and KO mESCs with a view to finding gene-products that, when lost, caused either hypersensitivity or resistance to the ATRi AZD6738 (36) (Figure 1A). We chose mESCs as our cell model in part because, compared to other cell models that we tested, ATM loss had minimal impact on cell proliferation rates (Supplementary Figure S1A), thereby facilitating the comparison of hits obtained between each genotype. Furthermore, the faster proliferation rates of mESCs ensured that cells underwent multiple rounds of replication and cell divisions in a 6-day treatment window. This was important because ATRi efficacy is likely to be influenced by S-phase drug exposure and subsequent mitotic entry (Supplementary Figure S1A). To enhance our prospects for uncovering both resistance and sensitivity factors, and to facilitate comparisons between both genetic backgrounds, we performed parallel screens at doses of AZD6738 that we had determined to equate to the IC_10_ and IC_90_ values for each cell line (as expected, *Atm* KO mESCs were significantly more sensitive to AZD6738 treatment than their WT counterparts; Supplementary Figure S1B). Following successful quality control (QC) of our screens (Supplementary Figure S1C–H), ensuing MAGeCK (51) bioinformatics analyses revealed a variety of factors and pathways predicted to contribute to ATRi hypersensitivity or resistance (Figure 1B, Supplementary Figure S2A, Supplementary Table S1). Furthermore, previously reported genes modulating sensitivity in *Atm* WT cells served as positive controls, indicating the reliability of our screens (*Cdc25a* for resistance (24); *Atm* and *Trp53* for sensitivity (14–16,52)). Notably, some gene-products whose inactivation was recently reported to hypersensitise cells to ATR inhibition (RNASEH2A, RNASEH2B, ERCC1, POLE3 and POLE4 (21–23)) behaved as essential in our screening conditions in mESCs, likely explaining our inability to detect these (Supplementary Figure S2B). To more easily compare hits obtained through our screens in *Atm* KO versus WT mESCs, we directly compared the *P*-values for each gene between both genotypes (Figure 1C) and generated a comprehensive list of genes predicted to enhance or suppress ATRi efficacy in *both* ATM-deficient and ATM-proficient cells (Supplementary Table S3).

**Figure 1.**
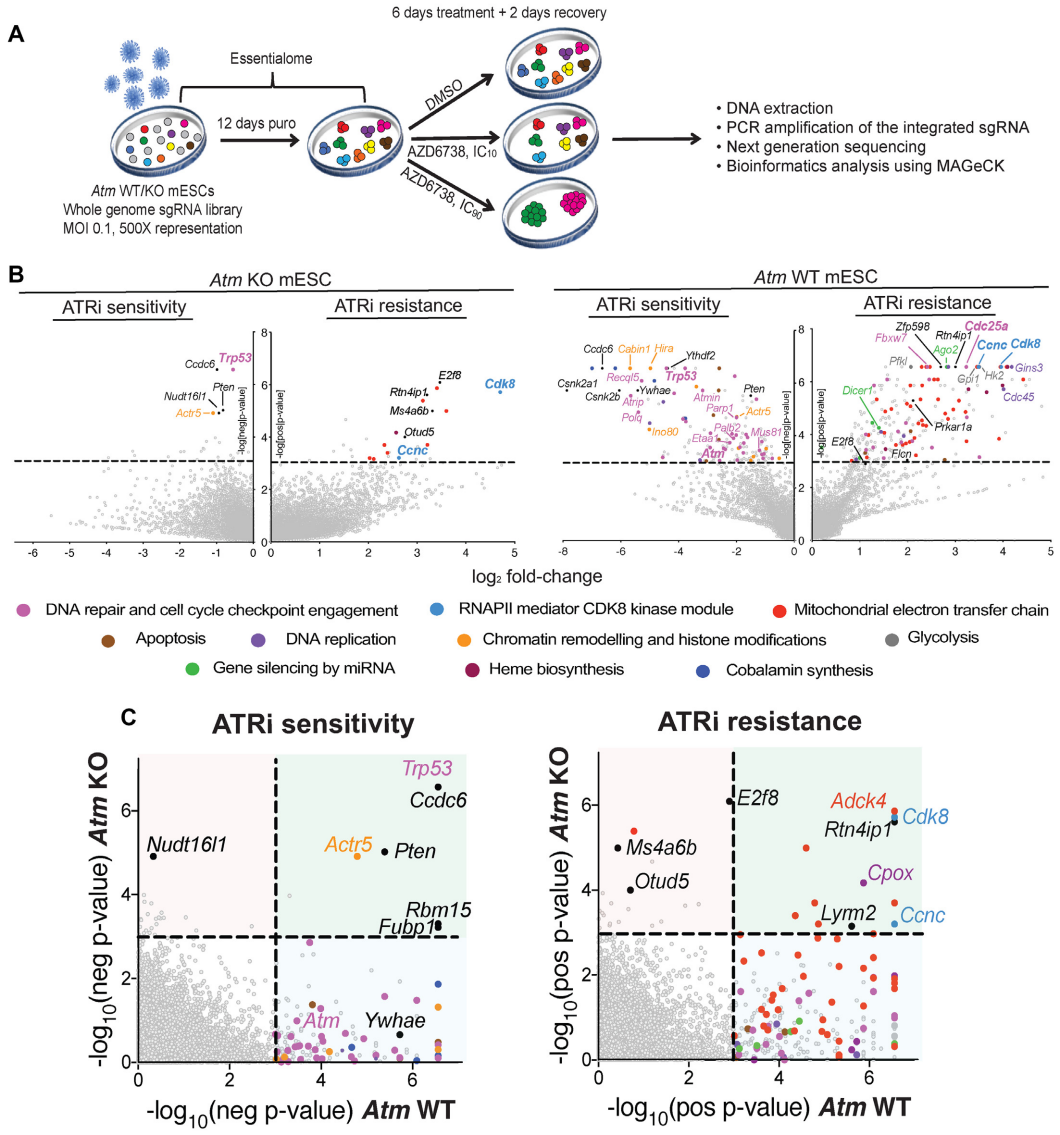
CRISPR–Cas9 screens using AZD6738 in *Atm* WT and KO mESCs. (**A**) Schematic of CRISPR–Cas9 screens performed in this study. (**B**) Drop-out and enrichment analyses following AZD6738 treatment in *Atm* WT and KO mESCs. Genes were statistically ranked using MAGeCK analysis software, and top hits with a *P*-value < 0.001 classified into related pathways and complexes. Dashed line = *P*-value of 0.001. Two MAGeCK analysis methods were performed for both IC_10_ and IC_90_ doses, and all analyses can be found in Supplementary Table S1 and Supplementary Figure S2A. The analyses that provided the greatest number of significant drop-out or enrichment hits (FDR < 0.1) for each genotype are presented. (**C**) Drop-out and enrichment analyses following AZD6738 treatment from Figure 1B, comparing MAGeCK *P*-values for each gene between *Atm* WT and *Atm* KO mESCs. A *P*-value of 0.001 is indicated by the dotted line. Genes in the upper right quadrant were hits in both cells lines, upper left quadrant were hits only in *Atm* KO cells, and those in the bottom right quadrant were hits only in *Atm* WT cells. Top hits in one or both cell lines are colour coded based on the same classification as Figure 1B.

Two of the strongest resistance gene hits in the *Atm* KO mESCs were *Ccnc* and *Cdk8*, which encode two components of the same complex that regulates RNAPII-mediated transcription. Single guide-RNAs (sgRNAs) targeting both genes were also strongly enriched in the screen outputs from *Atm* WT cells, thereby highlighting the importance of this pathway in driving AZD6738 efficacy across multiple genetic backgrounds. Using CRISPR-based cell-growth competition assays (44,53), we provisionally validated both genes alongside various other resistance-gene hits from the *Atm* WT screens that commonly acquire missense mutations and/or reduced expression in cancer (*Prkar1a* (54–56)*, Flcn* (57,58)*, E2f8, Ccnc* (59) and *Cdk8* (60)) (Figure 2A). We therefore speculate that such mutations might represent secondary mutations in tumours that may appear unconnected to DNA replication and repair yet limit ATRi efficacy in the clinic.

**Figure 2.**
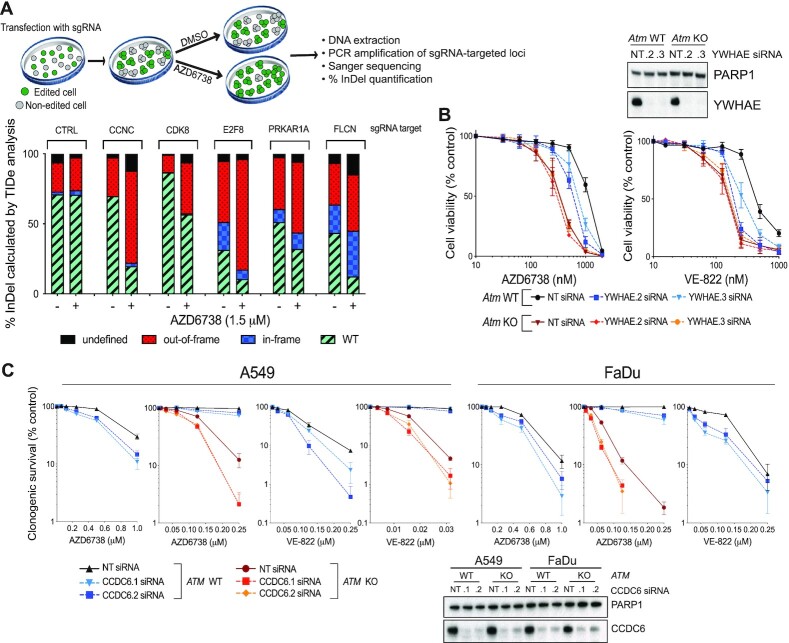
Validation of hits identified through our CRISPR–Cas9 screens. (**A**) Competition assays between CRISPR–Cas9 edited and non-edited cells in response to AZD6738 treatment. Cas9-expressing mESCs were transfected with synthetic sgRNAs against the target loci, resulting in a mixed pool of edited and non-edited cells after 7 days. Each pooled population was treated for 5 days with DMSO or 1.5 μM AZD6738, with a high dose strongly enriching for resistant cells. Genomic DNA was extracted and the sgRNA-targeted loci PCR amplified to allow editing efficiencies and % InDels (–50 bp to +50 bp) to be calculated using TIDe software (3.2.0) (44). The control sgRNA targeted *Lrrc29* which was not predicted to influence ATRi sensitivity in *Atm* WT mESCs according to our screening data. (**B**) Results of MTT cell proliferation assays in *Atm* WT and KO mESCs following siRNA-depletion of YWHAE, in response to two chemically distinct ATR inhibitors (AZD6738 and VE-822). Error bars = mean ± SEM (biological *n* = 3). (**C**) Clonogenic survivals of *ATM* WT and KO A549 and FaDu cells following siRNA-depletion of CCDC6, in response to two chemically distinct ATR inhibitors (AZD6738 and VE-822). Error bars = mean ± S.D (biological *n* = 3). FaDu *ATM* KO cells are inherently extremely sensitive to doses of VE-822 which effectively inhibit ATR kinase activity, therefore precluding analysis of further reductions in clonogenic survival upon CCDC6 depletion.

Notably, we identified substantially more sensitiser and resistance hits in the *Atm* WT background than in the *Atm* KO mESCs (Figure 1C). Importantly, this was not due to an inability to detect changes in cell fitness in *Atm* KO cells upon gene editing, since genes encoding DNA-PK (*Prkdc*) and components of the Fanconi anaemia pathway (FA) had a greater impact on cell fitness in *Atm* KO versus *Atm* WT mESCs in accordance with existing literature (37,61,62) (Supplementary Figure S2C). Moreover, we validated the ATM-status dependency of ATRi sensitivity using small interfering RNAs (siRNAs) against *Ywhae* (14–3–3ϵ) (one of the strongest dropouts in WT cells only) and *Ccdc6* (one of the strongest dropouts in both *Atm* WT and KO cells) in various ATM-deficient models, using two independent ATR inhibitors (AZD6738 and VE-822; Figure 2B and C). These data also supported the relevance of our screening outputs in mESCs for understanding ATRi efficacy in human cancer cell models. Mechanistically, hits that we selectively detected in *Atm* WT mESCs could indicate proteins involved in ATM-regulated pathways that are therefore epistatic with ATM loss. Alternatively, finding fewer resistance hits in *Atm* KO compared to WT cells may highlight the existence of numerous pathways that are responsible for ATRi hypersensitivity in ATM-deficient cells. This in turn would suggest that patients with tumours harbouring ATM defects will be less likely to possess innate or readily acquire resistance to AZD6738 treatment through downregulation of, or loss-of-function mutations in, a single other gene.

Taken together, these data underscored successful systematic identification of factors and pathways promoting sensitivity and resistance to AZD6738, and highlighted how these vary depending on the cell's ATM status.

### Loss of Cyclin C or CDK8 provides ATRi resistance

For ensuing mechanistic follow up studies, we focussed on two of the strongest resistance gene hits that were common genetic modulators of ATRi efficacy in both *Atm* KO and WT backgrounds: the genes encoding Cyclin C (*Ccnc)* and cyclin-dependent kinase 8 (*Cdk8)*, which comprise part of the CDK8 kinase module (CKM) for the RNAPII mediator complex (Figure 1C). *De novo* CRISPR-mediated gene KO of either *Ccnc* or *Cdk8* in both *Atm* WT and KO mESCs (Supplementary Figure S3A–C) produced resistance to AZD6738 treatment, thereby further validating our screening results (Figure 3A, Supplementary Figure S3D). Importantly, concomitant knockout of *Ccnc* and *Cdk8* yielded no additive resistance, suggesting that they function in a common pathway (Figure 3B, Supplementary Figure S3E). Supporting this, we noticed that *Cdk8* KO cells also had reduced Cyclin C levels (Supplementary Figure S3A, B), consistent with a previous report showing that CDK8 is required for Cyclin C stability, but not vice-versa (63).

**Figure 3.**
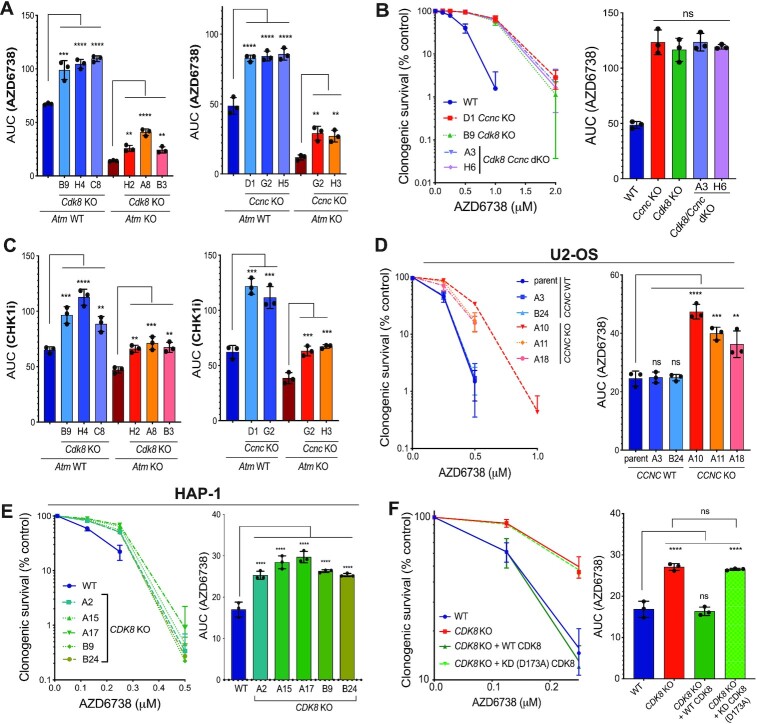
Loss of Cyclin C/CDK8 provides ATRi and CHK1i resistance. (**A**) Clonogenic survivals of *Ccnc*/*Cdk8* WT/KO *Atm* WT/KO mESCs treated with AZD6738, represented as AUCs (areas under the curve). Error bars = mean ± S.D (biological n = 3). Survival curves can be found in Supplementary Figure S3D. (**B**) Clonogenic survivals of WT and *Ccnc*/*Cdk8* single and dual KO mESCs treated with AZD6738. Data also represented as AUCs. Error bars = mean ± SD (biological *n* = 3). (**C**) Clonogenic survivals of *Ccnc*/*Cdk8* WT/KO *Atm* WT/KO mESCs treated with the CHK1 inhibitor LY2603618, represented as AUCs. Error bars = mean ± SD (biological *n* = 3). Survival curves can be found in Supplementary Figure S3F. (**D**) Clonogenic survivals of WT and *CCNC* KO U2-OS cells in response to AZD6738 treatment. A3/B24 clones were confirmed as WT by immunoblot analyses and genotyping after single-cell expansions of sgRNA-transfected cells. Data also represented as AUCs. Error bars = mean ± SD (biological *n* = 3). (**E**) Clonogenic survivals of WT and *CDK8* KO HAP-1 cells in response to AZD6738 treatment. Data also represented as AUCs. Error bars = mean ± SD (biological *n* = 3). (**F**) Clonogenic survivals of WT and *CDK8* KO HAP-1 cells, complemented with WT or kinase dead (D173A) CDK8-GFP, treated with AZD6738. Data also represented as AUCs. Error bars = mean ± SD (biological *n* = 3). Additional clones are shown in Supplementary Figure S5A and B. All statistical analyses were performed using a one-way ANOVA test with multiple comparisons. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant.

Furthermore, we found that loss of Cyclin C or CDK8 conferred resistance to a clinical ATRi, VE-822, that is chemically distinct from AZD6738, as well as towards the CHK1i (LY2603618) or WEE1i (AZD1775), but not towards various DNA-damaging agents that we tested: ionising radiation (IR) which causes various forms of DNA damage, the strong apoptosis inducers etoposide and carboplatin, as well as hydroxyurea (HU) or aphidicolin which induce DNA replication stress by impairing DNA polymerase processivity (Figure 3C, Supplementary Figure S3F–J). This indicated that the resistance mechanism afforded by loss of Cyclin C or CDK8 appeared specific to inhibition of the RSR but did not act more generally in response to other sources of replication stress or DNA damage. Notably, Cyclin C and CDK8 have been reported to upregulate the transcription of a subset of p53-dependent genes (64). However, rather than causing resistance, p53 loss caused sensitivity to AZD6738, consistent with previous reports (15,16,52). Given that CKM positively regulates the p53 downstream responses, this is unlikely to underpin the mechanism of ATRi resistance driven by CKM loss. To further support this notion, we deleted *CCNC* or *CDK8* in human U2-OS and HAP-1 cells respectively (Supplementary Figure S3K-L)—two cell lines that display dysfunctional p53 signalling (Supplementary Figure S3M). Loss of Cyclin C or CDK8 in these cell lines also caused AZD6738 resistance (Figure 3D and E), thereby supporting a p53-independent mechanism and corroborating our findings in human cancer cell lines. Importantly, unperturbed Cyclin C- or CDK8-deficient cells showed no discernible difference in cell cycle profiles or growth kinetics compared to their WT counterparts in all three cellular backgrounds (Supplementary Figure S4A–C).

To assess whether CDK8 kinase activity is required for AZD6738 treatment response, we complemented *CDK8* KO HAP-1 cells with either a WT CDK8-GFP construct, or one bearing a D173A mutation that inactivates CDK8 catalytic activity (65). We observed that the D173A mutant provided ATRi resistance comparable to complete CDK8 loss, suggesting that CDK8 kinase activity is critical for its function in regulating ATRi sensitivity (Figure 3F, Supplementary Figure S5A-B). Accordingly, we observed that CDK8 kinase activity was abrogated to a similar extent in both Cyclin C and CDK8 deficient cells, as measured by probing for phosphorylation of CDK8 targets STAT1 (pS727) and STAT5 (pS726) (66,67) (Supplementary Figure S5C; as expected, CDK8 activity was also restored by complementing cells with WT, but not D173A mutant, CDK8).

### Cyclin C/CDK8 loss modulates ATRi sensitivity independently of CDC25A and G2/M checkpoint function

CDC25A loss has been reported to provide ATRi resistance by opposing the G2/M checkpoint override and premature mitotic entry caused by ATRi treatment (24). We therefore sought to establish whether Cyclin C and CDK8 were epistatic with CDC25A regarding ATRi sensitivity. Firstly, we assessed *Cdc25a* transcript levels in *Cdk8* KO and *Ccnc* KO mESCs, and found no change compared with the WT cells (Figure 4A). Furthermore, *de novo* CRISPR-mediated knockout of *Cdc25a* in *Ccnc* WT or *Ccnc* KO backgrounds demonstrated a clear additive effect of inactivating each gene on AZD6738 resistance, consistent with Cyclin C and CDC25A acting in different pathways to promote AZD6738 resistance (Figure 4B). To test whether loss of Cyclin C/CDK8 suppressed AZD6738-induced G2/M checkpoint abrogation via an alternate pathway, we performed pulse-chase experiments with the nucleotide analogue EdU (Figure 4Ci). As expected, incubation with AZD6738 caused faster progression of cells though mitosis and into G1 phase, as indicated by the boxes in Figure 4Ci, and quantified in Figure 4Cii-iii). Importantly, progression rates from G2 to G1 were not discernibly different between WT, *Ccnc* KO and *Cdk8* KO mESCs, when assessed in either the presence or absence of AZD6738 (Figure 4Cii–iii). However, despite the G2/M checkpoint being equally defective, we noted that micronuclei levels following 24 h treatment with AZD6738 were significantly reduced in *CCNC* KO U2-OS cells as compared to WT controls (Figure 4D). These data therefore suggested that when ATR is inhibited, Cyclin C/CDK8 promote increased DNA damage that persists until mitosis, wherein it leads to increased micronuclei formation.

**Figure 4.**
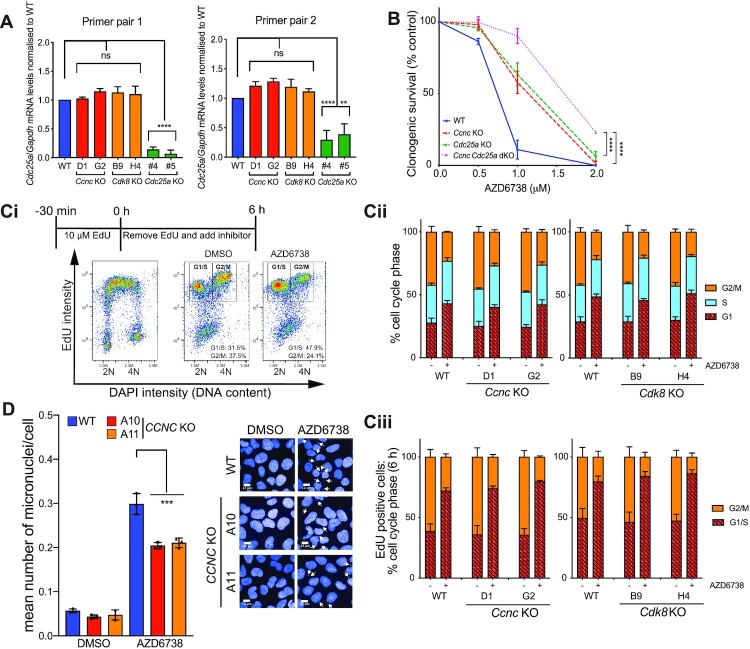
Loss of Cyclin C/CDK8 promotes ATRi resistance independent of CDC25A or G2/M checkpoint regulation. (**A**) *Cdc25a* mRNA transcript levels in WT and *Ccnc/Cdk8* KO mESCs as assessed by RT-qPCR using two independent primer pairs. Transcript levels are normalised to the house-keeping gene *Gapdh*. *Cdc25a* KO mESCs (24) were used as a control. Error bars = mean ± SEM (biological *n* = 4 WT, *Cdk8* KO, *Ccnc* KO; *n* = 2 *Cdc25a* KO). (**B**) Clonogenic survivals of isogenic WT and *de novo* generated *Ccnc*/*Cdc25a* single and dual KO mESCs treated with AZD6738. Error bars = mean ± SD (biological *n* = 3). (**C**) Actively replicating S-phase *Ccnc* and Cdk8 WT and KO mESCs were pulse-labelled with 10 μM EdU for 30 min prior to release into media containing DMSO or 900 nM AZD6738 for 6 h. Error bars = mean ± SEM (biological *n* = 3 *Ccnc* KO, *n* = 4 *Cdk8* KO). (i) Schematic of experimental design and gating strategy using FACS profiles in WT mESCs. (ii) Cell cycle distributions based on DAPI histograms. iii) Distribution of EdU positive cells between G1/S and G2/M 6 h after removal of EdU. DNA content 2N = G1, 4N = G2/M. EdU positive cells were actively replicating at the time of EdU labelling. (**D**) Mean number of micronuclei/cell after 24 h treatment with DMSO or 1.5 μM AZD6738 in U2-OS *CCNC* WT and KO cells. Error bars = mean ± SD (biological *n* = 3). Arrows indicate micronuclei in the representative images. Representative images were taken at 40× magnification, scale bars = 12 μm. All statistical analyses were performed using a one-way ANOVA test with multiple comparisons, except in Figure 3B where a two-way ANOVA test was used. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant.

### Cyclin C loss reduces basal and ATRi/CHK1i-induced DNA:RNA hybrids

CDK8 kinase activity is primarily associated with phosphorylating the C-terminal domain (CTD) of RNAPII and various transcription factors (68), therefore pointing towards transcriptional control as the mechanism by which Cyclin C/CDK8 loss promotes ATRi resistance. Previous studies on CKM in mammalian cells have established that its depletion leads to transcriptome changes but not a genome-wide reduction in RNAPII activity (69–71). In line with this, we observed no consistent reduction in mRNA synthesis or abundance of elongating RNAPII in our Cyclin C/CDK8-deficient cells as compared to controls (Supplementary Figure S6A-F). We therefore probed for specific changes in the transcriptome by performing RNA-seq in WT, *Cdk8* KO and *Ccnc* KO mESCs following DMSO or AZD6738 treatment. 

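RNA was taken from mouse embryonic stem cells (mESCs), pluripotent cells grown from the early embryo, after 4 h in DMSO or in 900 nM AZD6738, an inhibitor of the ATR kinase. There were 2 biological replicates of WT cells, 3 *Ccnc* KO clones (D1, G2 and H5) and 3 *Cdk8* KO clones (B9, H4 and C8), each with both treatments. One multiplex, a set of libraries sequenced together, held the WT and *Ccnc* KO libraries. The other held the same WT libraries, sequenced again, with the *Cdk8* KO libraries, so that each multiplex had 10 libraries, read on 2 lanes. Messenger RNA was selected by its poly(A) tail and sequenced from one end with the strand kept. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with HISAT2 and counted them on genes by strand with featureCounts, set to leave out reads marked as duplicates. They deposited the counts of each lane for 55536 genes, without normalization, and the same tables after the rlog transformation of DESeq2.

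In the *Ccnc* multiplex, between 33540088 and 48651569 reads per library were counted on genes in *Ccnc* KO cells under DMSO, with a median of 36433281, and between 35913858 and 42918853 under AZD6738, with a median of 42850081. The WT libraries held 46391197 reads (replicate 1) and 38510478 reads (replicate 2) under DMSO, and 49053522 reads (replicate 1) and 37378430 reads (replicate 2) under AZD6738. In the *Cdk8* multiplex, *Cdk8* KO libraries held between 30899823 and 48096617 reads under DMSO, with a median of 36879053, and between 44884021 and 67274049 under AZD6738, with a median of 48557628. There, the WT libraries held 48650315 reads (replicate 1) and 32483964 reads (replicate 2) under DMSO, and 41095033 reads (replicate 1) and 33038351 reads (replicate 2) under AZD6738. The lanes of one library differed by little more than the sampling noise, with a chi-square per degree of freedom between 1.31 and 1.43 over genes, and were summed and counted as 1 library. The same WT library in the 2 multiplexes gave values between 1.75 and 2.16, while the 2 WT replicates under DMSO gave 13.2 and 12.4. Under AZD6738 the 2 WT replicates gave 92.6 in the *Ccnc* multiplex and 83.2 in the *Cdk8* multiplex.

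Each knockout was tested against the WT libraries of its own multiplex with edgeR's quasi-likelihood test on counts normalized by the TMM method, and levels are given as CPM, the share of a library's counts scaled to a fixed total. The tests covered the genes that passed edgeR's expression filter, 18577 in the *Ccnc* multiplex and 18721 in the *Cdk8* multiplex. The paper left out WT replicate 2 under AZD6738, so values are given first without it, which leaves 1 WT library under AZD6738, and then with it. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, and for knockout against WT also at a fold change above 2 or below 0.5, the paper's thresholds. Because the WT libraries are the same in both multiplexes, the tests of the 2 knockouts share their controls and their chance errors. To check the labels, the targeted transcripts were examined first. *Ccnc* was lower in every *Ccnc* KO library than in every WT library, and *Cdk8* was lower in every *Cdk8* KO library than in every WT library that the paper used, whereas WT replicate 2 under AZD6738 lay within the range of the *Cdk8* KO libraries.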

While quality control metrics and biological controls supported the reliability of our data (Supplementary Figure S6G–J), we did not identify any transcripts that were significantly differentially regulated upon AZD6738 treatment in both *Ccnc* and *Cdk8* KO, but not WT, cells (Supplementary Table S4). Similarly, Gene Ontology analyses of proteins whose transcripts were upregulated or downregulated in a treatment-independent manner in both *Cdk8* and *Ccnc* KO clones compared to WT mESCs did not provide a clear explanation why the *Ccnc*/*Cdk8* KO cells are ATRi resistant (Supplementary Table S4).

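A response to AZD6738 that differs between knockout and WT cells was tested as the interaction of genotype and treatment. No gene passed an adjusted p-value of 0.05 in *Ccnc* KO cells, where 395 of 18577 genes had an unadjusted p-value under 0.05, and none passed in *Cdk8* KO cells, where 255 of 18721 genes had one (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes tested in both multiplexes, 13 had an unadjusted p-value under 0.05 and the same direction in both knockouts. The interaction log2 fold changes of the 2 knockouts had a correlation of 0.17 across 18130 genes, which are not independent replicates. Unchanged groups simulated against the same WT libraries gave correlations between 0.37 and 0.42, since the groups share their controls. The observed value lay below all of these, so the simulations did not match the data in this measure. In counts simulated at this design with 200 genes changed by at least 2-fold, the interaction test called 195 of them. The simulation used the *Ccnc* multiplex, changed only its better expressed genes and held no differences between clones. It does not show how many changes would be missed among genes with few counts, in *Cdk8* KO cells or where clones differ. With WT replicate 2 under AZD6738 included, again no gene was called, and 871 genes in *Ccnc* KO cells and 232 in *Cdk8* KO cells had an unadjusted p-value under 0.05, of which 56 changed the same way in both.

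The setting that moved these counts most was DESeq2 with each lane entered as a separate library, which was chosen after the data had been seen and treats 2 lanes of one library as replicates. It called 40 genes in *Ccnc* KO cells and 10 in *Cdk8* KO cells, and 2 genes in both. These were *Top2a*, with log2 fold changes of -0.20 (DESeq2 adjusted p = 0.0471) in *Ccnc* KO cells and -0.17 (DESeq2 adjusted p = 0.0115) in *Cdk8* KO cells, and *2410002F23Rik*, with 0.24 in both (DESeq2 adjusted p = 0.0471 and 0.00637). Both are among the genes that Supplementary Table S4 lists for a response selective to *Cdk8* KO cells, and exons of *2410002F23Rik* overlap other genes on the same strand. When each clone was taken as a block, edgeR called 4 genes in *Cdk8* KO cells, all with a lower response than in WT cells, and none in *Ccnc* KO cells, where 414 had an unadjusted p-value under 0.05. Named after their values were seen, these were *Gm8659* (-1.82), *Gm5276* (-1.69), *mt-Rnr2* (-0.95) and *Gm13340* (-0.56), with edgeR adjusted p-values of 0.00702, 0.00839, 0.00702 and 0.0404.

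Within the *Ccnc* KO clones alone, 15 genes changed with AZD6738, of which 6 were raised and 9 were lowered. Within the *Cdk8* KO clones alone, no gene passed the threshold and 1020 genes had an unadjusted p-value under 0.05. With each clone as a block, these tests called 109 genes in *Ccnc* KO clones and 1193 genes in *Cdk8* KO clones. A gene called within the knockout clones is not thereby shown to respond differently from WT cells, which the interaction tests.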

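Independently of treatment, 121 of the 18130 genes tested in both multiplexes were called in the same direction in both knockouts, with 104 raised and 17 lowered. In 20 simulations of unchanged knockout groups against the same WT libraries, at most 2 genes were called in either knockout and none in both. In 20 further simulations, added after these values had been seen, the estimated changes of each knockout were permuted among genes of similar level, so that the knockouts shared no changes, and between 52 and 76 genes were called in both, out of 650 to 721 and 802 to 868 called in each. The log2 fold changes of the 2 knockouts had a correlation of 0.70 across genes and the same sign for 73.8% of them, while the simulations of unchanged groups reached at most 0.41 and 67.8%. By ratio, the setting that moved the number of shared genes most within the same thresholds was the use of DMSO libraries alone, which called 4 genes in both, while DESeq2 with lanes as separate libraries, added later, called 241, edgeR with lanes as separate libraries 233 and a filter of at least 1 count in any library 203. Named after their values were seen, the 4 genes with DMSO libraries alone were *Col4a1*, *Col4a2* and *P4ha2*, which were raised, and *Ntn1*, which was lowered. With the clone as a random effect (limma voom), 54 genes were called in both, and with WT replicate 2 under AZD6738 included, 147. Without clone C8, 73 genes were called in both knockouts, against 181 without B9 and 166 without H4. Without WT replicate 2, 75 were called in a fit added after the data had been seen. A deviation of that replicate cannot be told apart there from the loss of a library in the test.

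*Srgn*, which encodes the proteoglycan serglycin, lies on chromosome 10 of GRCm38 from 62493833 to 62527451, on the minus strand. Under DMSO it had 10.7 ± 3.49 CPM (SD, n = 3) in *Ccnc* KO clones and 18.1 ± 9.08 (SD, n = 3) in *Cdk8* KO clones, against 1.38 ± 0.0037 and 1.00 ± 0.0438 (SD, n = 2) in WT cells of the same multiplexes. Its log2 fold change was 3.26 (standard error 0.25, adjusted p = 1.95e-06) in *Ccnc* KO cells and 4.13 (standard error 0.42, adjusted p = 0.00185) in *Cdk8* KO cells by edgeR's quasi-likelihood test. Among the other genes with the largest changes, *Aqp8* (4.35 and 3.84), *Nxf7* (3.44 and 3.90), *Glipr1* (3.42 and 3.66) and *Nostrin* (3.29 and 3.75) had raised log2 fold changes in *Ccnc* KO and *Cdk8* KO cells, in that order. *S100g*, *Capn6* and *Vnn1* had 3 counts or fewer in every WT library that the paper used, so that only a lower bound can be given. *S100g* was at least 5.14-fold higher in *Ccnc* KO cells and at least 11.3-fold higher in *Cdk8* KO cells, *Capn6* at least 8.32-fold and at least 9.84-fold higher, and *Vnn1* at least 4.20-fold and at least 5.09-fold higher. *Ankrd1* had a log2 fold change of 3.18 in *Ccnc* KO cells and was at least 23.4-fold higher in *Cdk8* KO cells. These bounds cover the clones together, and the *Cdk8* KO clones differed. *Ankrd1* had 3.45 CPM (DMSO) and 3.65 CPM (AZD6738) in H4, against 0.60 to 1.27 in B9 and C8. *S100g* had 1.55 CPM (DMSO) and 1.86 CPM (AZD6738) in C8, against 0.23 to 0.60 in B9 and H4. The gene listed as CAAA01147332.1, on an unplaced scaffold, had 3 counts or fewer in every knockout library and was at least 9.39-fold and at least 9.03-fold lower, although its WT libraries ranged from 3 to 61 counts in the *Ccnc* multiplex and from 6 to 49 in the *Cdk8* multiplex. *Capn6* shares exons with another gene on its strand. Without WT replicate 2, in a fit added later, *Aqp8* (edgeR adjusted p = 0.106), *S100g* (0.112) and *Ankrd1* (0.0806) were not called in *Cdk8* KO cells, and the others were called in both knockouts.

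**Figure D1:**
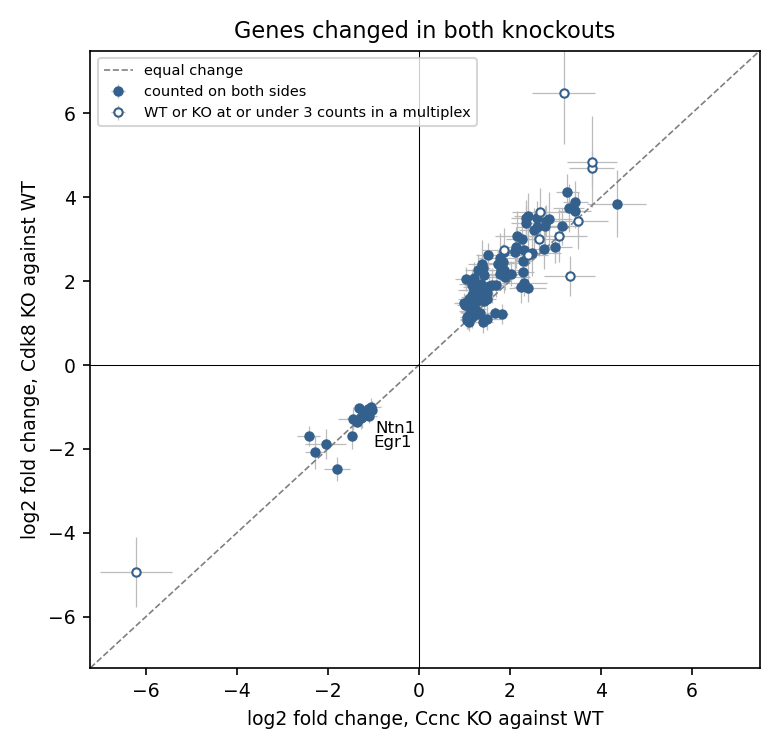
Treatment-independent log2 fold changes of the 121 genes called in both knockouts, with *Ccnc* KO against WT cells on the x axis and *Cdk8* KO against WT cells on the y axis. Each point is 1 gene, and open circles mark the 11 genes with 3 counts or fewer in every WT library or every knockout library of a multiplex, whose fold changes depend on the prior count. The 104 raised genes lie at the upper right and the 17 lowered genes at the lower left.

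Gene Ontology terms were not used here, and 10 lists of genes were tested instead with limma's camera. For the genotype effect, these tests took the DMSO and AZD6738 libraries of a clone as independent. No fit of the lists allowed for that pairing, so their p-values may be too small. Genes of primitive endoderm were higher in both knockouts, with a median log2 fold change of 1.29 in *Ccnc* KO cells (29 of 31 genes higher, camera adjusted p = 3.19e-18) and 1.85 in *Cdk8* KO cells (30 of 31 genes, 2.14e-26). Actin and SRF target genes were also higher, with medians of 0.99 (23 of 25 genes, camera adjusted p = 6.25e-09) and 1.54 (25 of 26 genes, 1.18e-06), as were interferon response genes, with medians of 0.45 (29 of 33 genes, 1.17e-06) and 0.67 (35 of 39 genes, 1.37e-07). In *Cdk8* KO cells 3 interferon response genes had 3 counts or fewer in every WT library, and with these at their bound the median of edgeR's fold changes moved from 0.74 to 0.70. The clones differed in the actin list, whose medians under DMSO were 0.13 in B9, 0.99 in C8 and 2.74 in H4, and without H4 the median in *Cdk8* KO cells was 0.91 (22 of 25 genes higher, camera adjusted p = 3.22e-05). Neuroectoderm genes were lower, with medians of -0.38 (4 of 25 genes higher, camera adjusted p = 1.21e-06) and -0.34 (7 of 27 genes, 0.000842), and so were genes of naive pluripotency, with medians of -0.24 (7 of 26 genes, 0.000417) and -0.30 (3 of 26 genes, 1.34e-07). The lists of primitive endoderm, neuroectoderm, interferon and actin genes were written with Supplementary Table S4 at hand, whose genotype sheets hold 23 of the 33, 10 of the 30, 13 of the 42 and 13 of the 26 genes as listed, so their results are not independent evidence. The changes of cell cycle genes were small, with medians of 0.16 and 0.10 for G1/S genes (37 of 40 genes higher in both, camera adjusted p = 2.94e-07 and 0.000274) and -0.06 and -0.05 for G2/M and mitosis genes (19 and 18 of 67 genes higher, 0.0217 and 0.0204). The 7 genes of the CDK8 kinase module, which include the targeted genes, had medians of -0.12 (camera adjusted p = 0.0233) and -0.07 (0.218). Without the gene that each knockout targets, a test added later, the other 6 genes were not called, with medians of -0.11 (1 of 6 genes higher, camera adjusted p = 0.174, and 0.443 under fry) and -0.03 (3 of 6, 0.550, and 0.586 under fry), so the call of this list in *Ccnc* KO cells rests on *Ccnc*. Targets of p53 (-0.07 and 0.03, camera adjusted p = 0.0840 and 0.240) and immediate early genes (-0.10 and -0.02, 0.218 and 0.385) were not called. After removal of a trend with GC content and gene length, G1/S genes were no longer called in *Cdk8* KO cells (median 0.01, 22 of 40 genes higher, camera adjusted p = 0.140), nor was the kinase module in *Ccnc* KO cells (-0.14, 0.0591). The medians of G2/M genes were then -0.11 and -0.14 (8 and 3 of 67 genes higher, 0.000171 and 1.63e-06), and p53 targets were called in *Ccnc* KO cells (-0.12, 0.0316).

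The fry test asks whether the genes of a list changed, and camera whether they changed more than other genes, so their calls answer different questions. Under fry, primitive endoderm and interferon genes were called in both knockouts, the actin, neuroectoderm, naive pluripotency and G1/S lists, and the kinase module with *Ccnc* in it, were called in *Ccnc* KO cells alone, and the G2/M list in neither. With an estimated correlation in camera, none of the lists was called. Leaving out 1 clone removed the calls of G2/M genes (without G2, camera adjusted p = 0.101, and without B9, 0.107), of G1/S genes in *Cdk8* KO cells (without B9, median 0.06, 0.0578) and of the kinase module with all 7 genes (without D1, 0.0653). Leaving out WT replicate 2, a fit added later, also removed the call of the kinase module in *Ccnc* KO cells (median -0.07, camera adjusted p = 0.0814), and the median of p53 targets there was -0.02. Leaving out 1 clone added the calls of p53 targets (without H5, median -0.13, 0.0253, and without H4, -0.10, 0.00252) and of immediate early genes in *Cdk8* KO cells (without H4, median -0.12, 0.0337). Medians of lists that were not called moved as well, in *Cdk8* KO cells to 0.06 for p53 targets (without C8), to 0.05 (without B9) and 8.9e-05 (without C8) for immediate early genes and to -0.15 (without B9) and -0.02 (without C8) for the kinase module, and in *Ccnc* KO cells to -0.07 for immediate early genes (without H5). By adjusted p-value, edgeR called 25 primitive endoderm genes over all genes tested in each knockout, and 27 in *Ccnc* KO and 29 in *Cdk8* KO cells when adjusted over the list alone. For the other lists, the numbers over all genes and adjusted over the list alone in *Ccnc* KO cells were 17 and 20 for actin, 12 and 16 for interferon, 13 and 20 for neuroectoderm, 11 and 15 for naive pluripotency, 14 and 21 for G1/S, 2 and 1 for G2/M, 2 and 2 for the kinase module, 7 and 9 for p53 targets and 4 and 5 for immediate early genes. In *Cdk8* KO cells they were 2 and 15, 7 and 17, 2 and 8, 6 and 16, 3 and 4, 0 and 0, 2 and 3, 4 and 6, and 3 and 5, in the same order, and for the kinase module without the targeted gene 1 and 1 in *Ccnc* KO cells and 1 and 2 in *Cdk8* KO cells, where the 0 for G2/M genes stands beside 10 genes with an unadjusted p-value under 0.05. From the lack of a shared AZD6738-dependent transcript, and of a clear explanation among treatment-independent genes, the paper turns to collisions of transcription with replication. It speculates that loss of Cyclin C or CDK8 may make these fewer when ATR is inhibited.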

Instead, we speculated that loss of Cyclin C/CDK8 may reduce collisions between the transcription and replication machineries upon ATR inhibition, whereby transcription-replication conflicts are associated with DNA:RNA hybrid formation and genome instability, primarily through causing replication fork collapse (9,72). We therefore used a reporter system employing catalytically dead RNase H1 (RNH1(D210N) (39))—which binds to but does not process DNA:RNA hybrids - to quantify DNA:RNA hybrid levels in response to ATR or CHK1 inhibition following depletion of Cyclin C. Since CDK8 depletion caused significant accumulation of U2-OS cells in G1 and also reduced Cyclin C protein levels (63) (Supplementary Figure S3A-B and Supplementary Figure S7A and B), we focused largely on Cyclin C loss for further studies. Strikingly, this revealed that both basal and ATRi/CHK1i-induced DNA:RNA hybrid levels were markedly reduced in cells depleted of Cyclin C (Figure 5A; as shown in Supplementary Figure S7C, DNA:RNA hybrids formed in each case in S-phase cells). In light of these data, we hypothesised that Cyclin C loss alleviated the rate of transcription-replication encounters that are enhanced upon ATRi or CHK1i treatment, as opposed to promoting DNA:RNA hybrid resolution. Supporting this, RECQL5, which is reported to limit and resolve transcription-replication conflicts (73,74), was identified as an ATRi sensitiser in our CRISPR–Cas9 screens (Figure 1B). Depletion of RECQL5 enhanced sensitivity to AZD6738 and rescued the ATRi resistance observed upon Cyclin C loss, with *CCNC*-knockout RECQL5-depleted cells showing equivalent sensitivity to WT cells transfected with a control siRNA (Figure 5B). Taken together, these results showed that Cyclin C loss counteracts DNA:RNA hybrid formation caused by ATR and CHK1 inhibition in S-phase, suggesting that counteracting or reducing transcription-replication conflicts improved cell survival.

**Figure 5.**
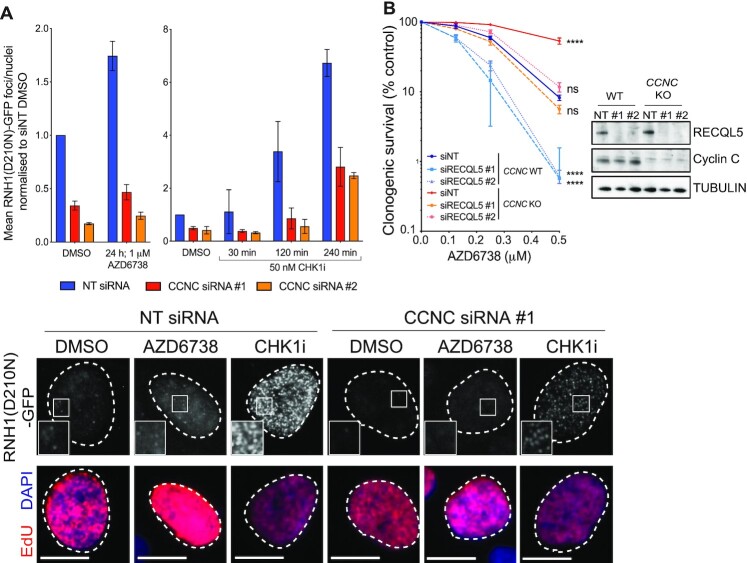
Cyclin C loss supresses DNA:RNA hybrid formation in response to ATRi and CHK1i. (**A**) Mean number of RNH1(D210N)-GFP foci/nuclei normalised to untreated NT siRNA levels in response to AZD6738 or CHK1i (LY2606368) treatment, following siRNA-depletion of Cyclin C. Error bars = mean ± SD (biological *n* = 2). Representative images are of RNH1(D210N)-GFP foci in EdU positive cells, following treatment with DMSO, AZD6738 for 24 h, or CHK1i for 4 h. Scale bars = 12 μm. A full field of view is provided in Supplementary Figure S7C which also highlights the heterogeneity of foci induction in Cyclin C-depleted cells treated with CHK1i. SiRNAs targeting CDK8 were also tested but resulted in the accumulation of cells in G1 which may bias the experimental outcome (Supplementary Figure S7A and B). (**B**) Clonogenic survivals of RECQL5-depleted WT and *CCNC* KO U2-OS cells treated with AZD6738. Error bars = mean ± SD (biological *n* = 3). Statistical analyses were performed using a two-way ANOVA test by comparison to *CCN*C WT cells transfected with the control (NT) siRNA. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant.

### Loss of Cyclin C suppresses replication stress in response to ATR or CHK1 inhibition

Both transcription-replication conflicts and DNA:RNA hybrids have been established as sources of genome instability, largely through promoting replication fork stalling and collapse into single-ended DSBs (seDBSs) (9,10). In the absence of replication fork protection, replication stress can also cause RPA exhaustion, leading to nuclease processing of exposed ssDNA, global replication fork breakage and ATM activation (11). Importantly, ATR and CHK1 play pivotal roles in counteracting this phenomenon, known as replication catastrophe, by limiting global origin firing and promoting nucleotide synthesis. We therefore assessed whether Cyclin C loss decreased replication stress and ultimately prevented replication catastrophe in the presence of ATRi or CHK1i. To assess this, we monitored RPA32 chromatinisation and histone H2AX Ser-139 phosphorylation (γH2AX) over time in *CCNC* WT and KO U2-OS cells treated with ATRi or CHK1i. RPA32 hyper-positive cells were indicative of replication stress, while pan-nuclear RPA32 and γH2AX dual-positive cells detected at later time points suggested replication catastrophe (11) (Figure 6A). As expected, we found that RPA32 and γH2AX accumulation occurred primarily in EdU positive cells, confirming that active DNA replication in S-phase is required for DNA damage generation. We observed that Cyclin C loss reduced replication stress (RPA chromatinisation) induced by either ATR or CHK1 inhibition (Figure 6Bi; Supplementary Figure S8A and B). In *CCNC* KO cells, ATRi-induced replication stress remained below that observed in WT cells for the full 24 h treatment window tested (Supplementary Figure S8C), with this reduction presumably sufficient to limit under-replicated DNA from entering mitosis as indicated by the reduced micronuclei formation in *CCNC* KO cells at 24 h (Figure 4D). On the other hand, CHK1i-induced replication stress resulted in replication catastrophe, consistent with the more potent induction of DNA:RNA hybrid formation following treatment with CHK1i compared with ATRi treatment. In agreement with the reduction in DNA:RNA hybrids observed in Cyclin C-depleted cells, we observed a delayed induction of replication catastrophe in *CCNC* KO compared to WT cells upon CHK1 inhibition (Figure 6Bi-ii). In line with this, in *CCNC* KO cells we observed delayed kinetics of RPA32 phosphorylation on Ser-4/8, which has been associated with replication fork collapse and seDSB (single-ended DSB) formation (11,75), as well as delayed ATM activation detected by its auto-phosphorylation on Ser-1981 (Figure 6C). This occurred in a dose-dependent manner, with *CCNC* KO cells experiencing a delayed onset of DNA damage by several hours at lower CHK1i doses (Supplementary Figure S8D and E). A similar delay in γH2AX formation and Ser-4/8 RPA32 phosphorylation was observed in *Ccnc* and *Cdk8* KO mESCs as compared to WT control cells (Supplementary Figure S8F). Importantly, given that Cyclin C loss only delayed the onset of CHK1i-induced replication catastrophe, we assessed whether this was sufficient to increase cell survival. Indeed, short-term treatment with either ATRi or CHK1i still induced cell death in *CCNC* WT cells, whereas *CCNC* KO cells retained the resistance phenotype observed with continuous ATRi or CHK1i treatment (Figure 6D and E, Supplementary Figure S8G and H).

**Figure 6.**
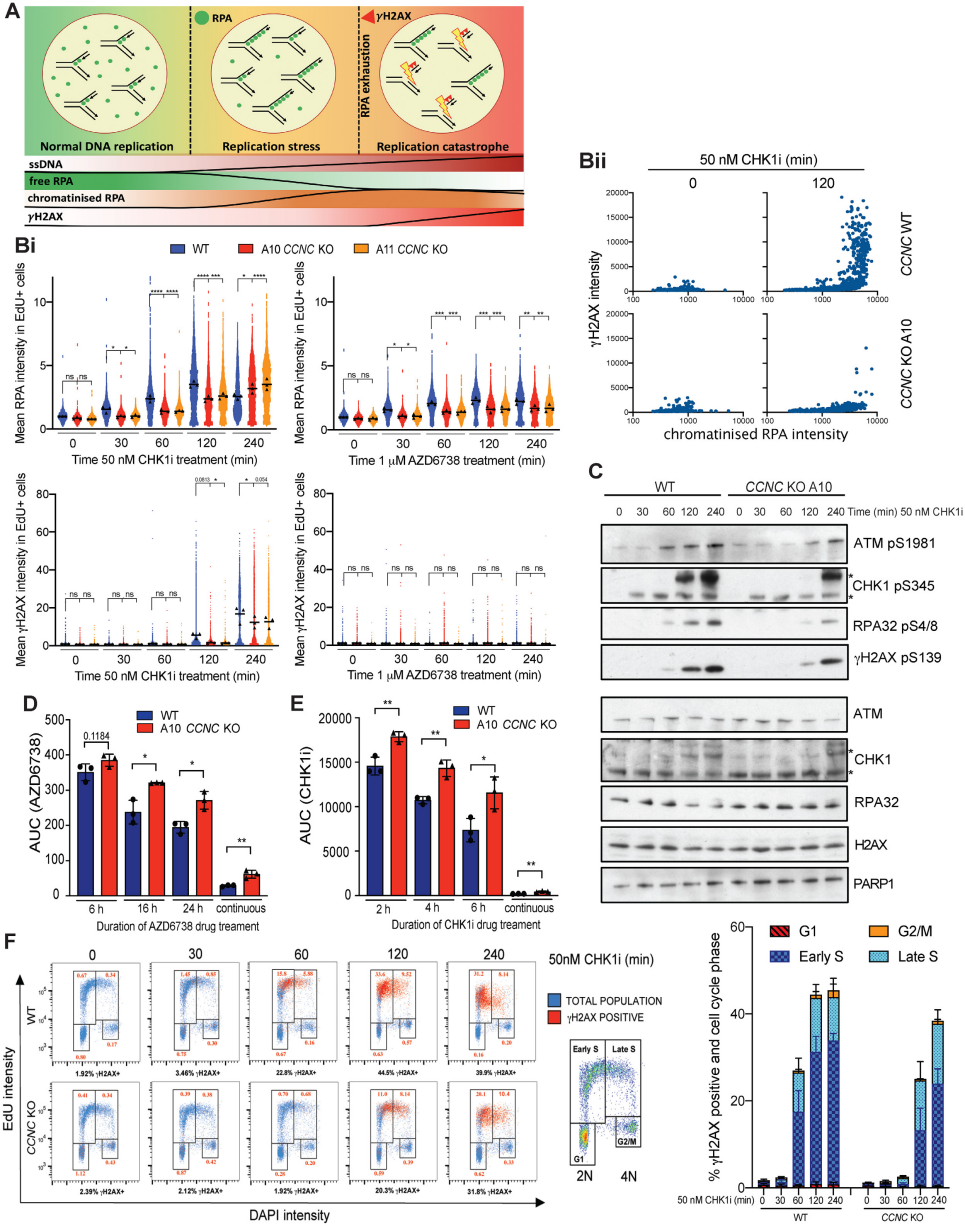
Cyclin C loss supresses replication stress in response to ATRi and CHK1i. (**A**) Schematic of replication stress and replication catastrophe, which can be monitored by increased RPA32 chromatinisation (replication stress), followed by detection of γH2AX in RPA32 hyper-positive cells at later time points (replication catastrophe). (**B**) Chromatinised RPA32 and γH2AX intensities in EdU positive nuclei measured by immunofluorescence in *CCNC* WT and KO U2-OS cells. S-phase cells were labelled with 10 μM EdU for 30 min prior to pre-extraction and fixation. Representative images can be found in Supplementary Figure S8A. (i) Mean intensities normalised to non-treated WT cells, following 0–240 min treatment with 50 nM CHK1i (LY2603638) or 1 μM AZD6738 (biological *n* = 3). Mean intensities for each replicate are displayed as black triangles and were used for the overall mean calculations and statistical analyses. Mean intensities for each individual cell were normalised to the mean intensity of non-treated WT cells in each replicate, and all three replicates overlaid in blue (*CCNC* WT), red (*CCNC* KO A10) or orange (*CCNC* KO A11) for visualisation of single-cell data. These data are also normalized to the non-treated conditions of each individual cell line (Supplementary Figure S8B) to highlight that the suppression of replication stress upon ATRi/CHK1i in *CCNC* KO cells is independent of any differences in basal intensities. Statistical analyses were performed using one-way ANOVA analyses with multiple comparisons. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant. ii) Representative example of replication catastrophe occurring in *CCNC* WT, but not KO, cells following 120 min CHK1i treatment. Mean chromatinised RPA32 and γH2AX intensities for each EdU-positive cell are presented as a scatter plot. (**C**) Immunoblots for markers of DSB formation, indicative of replication catastrophe. *CCNC* WT and KO U2-OS cells were treated for 0–240 min with 50 nM CHK1i (LY2603638) prior to lysis. *Both bands are modified forms of CHK1 as indicated by the shift in total protein. (**D**) Clonogenic survivals of *CCNC* WT and KO U2-OS cells treated with AZD6738 for 6, 16 or 24 h prior to drug wash-out, represented as AUCs. Error bars = mean ± SD (biological *n* = 3). Survival curves can be found in Supplementary Figure S8G. Statistical analyses were performed using a two-tailed unpaired Student's *t*-test. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant. (**E**) Clonogenic survivals of *CCNC* WT and KO U2-OS cells treated with CHK1i LY2603638 for 2, 4 or 6 h prior to wash-out, represented as AUCs. Error bars = mean ± SD (biological *n* = 3). Survival curves can be found in Supplementary Figure S8H. Statistical analyses were performed using a two-tailed unpaired Student's *t*-test. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant. (**F**) Representative FACS plots gated for cell-cycle phase using EdU versus DAPI intensity (blue), overlaid with γH2AX positive cells (red) after 0–240 min treatment of *CCNC* WT and KO U2-OS cells with 50 nM CHK1i (LY2603638). DNA content 2N = G1, 4N = G2/M. S-phase cells are EdU positive following 30 min treatment with 10 μM EdU, and are gated into early (2N–3N) or late (3N–4N) S-phase. Numbers in red indicate the % of the total population that are γH2AX positive and in the associated cell-cycle phase. A representative gating strategy for γH2AX positive cells is shown in Supplementary Figure S8I. Quantification of % cells that are γH2AX positive and in the associated cell-cycle phase in *CCNC* WT and KO cells following CHK1i treatment is also provided. Error bars = mean ± SD (biological *n* = 3).

To assess at which stage in S-phase DNA damage was occurring in our studies, we probed for γH2AX following CHK1 inhibition using flow cytometry and gated the cells as early or late S-phase based on EdU and DAPI intensity. This revealed that CHK1i-treated *CCNC* WT cells accumulated with DNA damage in early S-phase, whereas in *CCNC* KO cells γH2AX formed only at later time points and in both early and late S-phase (Figure 6F, Supplementary Figure S8I). In *CCNC* WT cells, this was associated with a dramatic reduction in EdU incorporation by 240 minutes, indicating that any cells capable of entering mitosis would do so with an under-replicated genome. Conversely, despite accumulating DNA damage (γH2AX) by 240 min, *CCNC* KO cells appeared more likely to enter mitosis with a near-fully replicated genome, therefore supporting a model in which a delay in replication catastrophe is sufficient to promote cell survival. Together, these data suggested that Cyclin C loss in S-phase alleviates replication stress induced by ATR or CHK1 inhibition, and that this enhances cell survival.

### Cyclin C loss alleviates transcription-associated replication stress

Although DNA:RNA hybrid formation and transcription-replication conflicts are often linked, they are not a single event or interchangeably defined, with both being able to promote genome instability through replication fork collapse. Furthermore, DNA:RNA hybrids and transcription-replication conflicts can be both caused by, or cause, the other, and various sources of DNA:RNA hybrids have been identified (76). We therefore deemed it important to distinguish whether the Cyclin C associated replication stress arising from ATRi or CHK1i treatment was caused by collisions between transcription and replication machineries, the DNA:RNA hybrids, or both. To investigate whether the DNA:RNA hybrids were themselves the cause, we assessed the impact on ATRi/CHK1i-induced replication stress of overexpressing RNase H1 which degrades DNA:RNA hybrids (Supplementary Figure S9A). Through these experiments, we observed no significant impact of RNase H1 overexpression on cell survival, replication stress or replication catastrophe following CHK1i or ATRi treatment in the presence or absence of Cyclin C (Figure 7A–C, Supplementary Figure S9B). These data therefore indicated that the DNA:RNA hybrids themselves were likely not directly responsible for ATRi or CHK1i-induced replication stress and cell death, but instead suggested that the upstream physical collisions between transcription and replication machineries were promoting genome instability. Furthermore, Cyclin C depletion similarly rescued the impact of ATRi or CHK1i treatment in both RNase H1 un-induced and RNase H1 overexpressing cells, thereby supporting the idea that Cyclin C loss acts upstream to limit DNA:RNA hybrid formation rather than acting at the level of their resolution.

**Figure 7.**
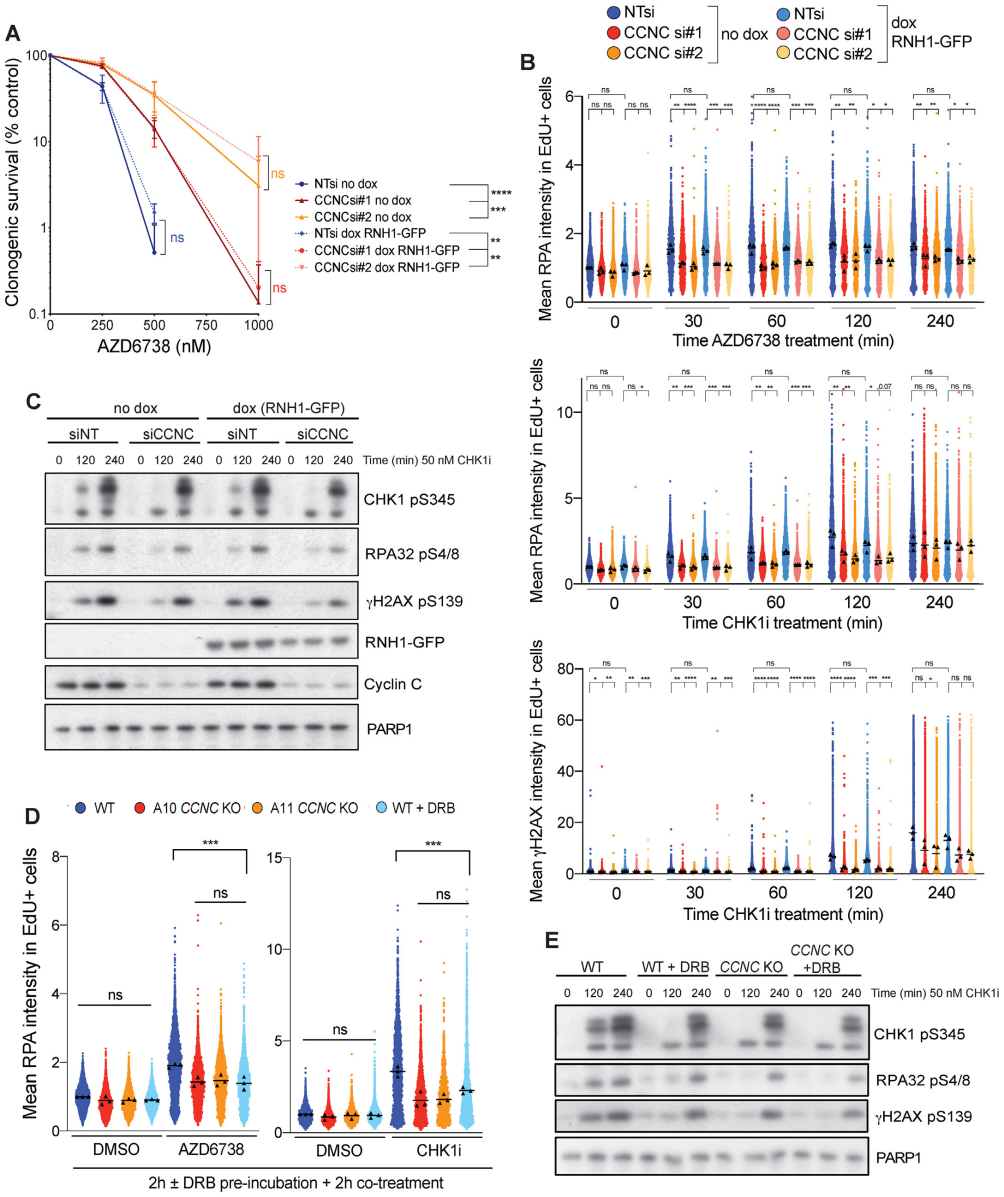
Cyclin C-associated replication stress is transcription-dependent. (**A**) Clonogenic survivals of U2-OS cells ± Cyclin C depletion ± doxycycline induction of RNH1-GFP, treated with AZD6738. Error bars = mean ± SD (biological *n* = 3). Statistical analyses were performed using two-way ANOVA analyses. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant. (**B**) Mean chromatinised RPA32 and γH2AX intensities in EdU positive nuclei measured by immunofluorescence in WT or Cyclin C-depleted U2-OS cells, ± doxycycline-induced RNH1-GFP expression, treated for 0–240 min with 50 nM CHK1i (LY2603638) or 1 μM AZD6738. S-phase cells were labelled with 10 μM EdU for 30 min prior to pre-extraction and fixation. Mean intensities for each replicate are displayed as black triangles and were used for the overall mean calculations and statistical analyses. Mean intensities for each individual cell were normalised to the mean intensity of non-targeted siNT cells in each replicate, and all three replicates overlaid for visualisation of single-cell data. Statistical analyses were performed using one-way ANOVA analyses with multiple comparisons. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant. (**C**) Immunoblots for markers of DSB formation, indicative of replication catastrophe. U2-OS cells were siRNA-depleted of Cyclin C, or transfected with the control NT siRNA, and RNH1-GFP expression induced by the addition of doxycycline 24 h prior to treatment with 50 nM CHK1i (LY2603638) for 0, 2 or 4 h. CCNC siRNA #1 was used here, and the results obtained using siRNA #2 are provided in Supplementary Figure S9B. (**D**) Mean chromatinised RPA32 intensities in EdU positive nuclei measured by immunofluorescence in *CCNC* WT and KO U2-OS cells, normalised to non-treated WT cells (biological *n* = 3). Cells were pre-incubated with DMSO or 100 μM DRB for 2 h prior to 2 h co-treatment with DMSO, 1 μM AZD6738 or 50 nM CHK1i (LY2603638). S-phase cells were labeled with 10 μM EdU for 30 min prior to pre-extraction and fixation. Mean intensities for each replicate are displayed as black triangles and were used for the overall mean calculations and statistical analyses. Mean intensities for each individual cell were normalised to the mean intensity of non-treated WT cells in each replicate, and all three replicates overlaid for visualisation of single-cell data. Statistical analyses were performed using one-way ANOVA analyses with multiple comparisons. *P*-values < 0.05 (*), 0.01 (**), 0.001 (***) and 0.0001 (****) were deemed statistically significant. (**E**) Immunoblots for markers of DSB formation, indicative of replication catastrophe. *CCNC* WT and KO U2-OS cells were pre-incubated with 100 μM DRB for 2 h prior to co-treatment with 50 nM CHK1i (LY2603638) for the time-periods indicated. Control cells were treated with DMSO in parallel with the 4 h CHK1i incubation.

Finally, to assess a role for transcription-replication collisions in Cyclin C-associated replication stress, we pre-incubated cells with the transcription inhibitor DRB (7,77–79) at a dose and time-points that reduced transcription-replication collisions as indicated by a proximity ligation assay (PLA) between RNAPII and the DNA replication component PCNA, yet had minimal or no impact on the cell cycle (Supplementary Figure S9C–E). Accordingly, we found that DRB pre-treatment reduced ATRi- and CHK1i-induced RPA chromatinisation in *CCNC* WT cells to levels similar to those observed in *CCNC* KO cells (Figure 7D, Supplementary Figure S9F). We also observed a similar delay in the kinetics of γH2AX, CHK1 pSer-345 and RPA pSer-4/8 following CHK1i treatment in DRB pre-treated *CCNC* WT cells comparable with *CCNC* KO cells (Figure 7E). Notably, Cyclin C loss or DRB pre-treatment did not impact on IR-induced DNA damage as indicated by similar levels of γH2AX, CHK1 pSer-345 and ATM pSer-1981 (Supplementary Figure S9G). This is consistent with our extended cell survival data (Supplementary Figure S3J) and underlines a specific impact of Cyclin C on replication stress-induced DNA damage. Overall, these data supported a major role for transcription-associated replication stress in driving ATR and CHK1 inhibitor efficacy and highlight Cyclin C and CDK8 as key factors capable of modulating this response.

## DISCUSSION

ATR inhibitors are in clinical trials for the treatment of cancers (12), with patient selection hypotheses including ATM deficiency (13–16) and high replication stress (17–20). To identify mechanisms of ATRi efficacy in cells with clinically relevant mutations, we performed the first whole-genome ATRi CRISPR–Cas9 screens in paired isogenic ATM-proficient and ATM-deficient cells. Through this approach, we identified known as well as novel factors which, when lost, provided either sensitivity or resistance to ATRi in one or both genetic backgrounds. Of these hits, several modulated ATRi sensitivity independent of ATM expression, including *Trp53* and *Ccdc6* (sensitivity) and *Ccnc* and *Cdk8* (resistance). These genes highlight mechanisms of ATRi efficacy that may drive cell death across multiple tumour types. Notably, we identified substantially fewer gene hits in *Atm* KO compared to WT cells, which may reflect the numerous interplays between ATR and ATM to regulate DNA repair, DNA replication and cell cycle checkpoint engagement. It is therefore plausible that loss of a single protein is in most instances insufficient to promote ATRi resistance in ATM-deficient cells, as cell death can still be driven through deregulation of another critical pathway. By highlighting that it may be difficult to generate resistance phenotypes in this setting, our findings therefore support the targeted use of ATRi against tumours with impaired ATM function, and propose the attraction of inhibiting ATR rather than other DDR factors such as PARP in ATM-deficient tumours, where resistance can be imparted by single inactivation of various genes due to one primary mode of cell death (38). Alternatively, certain hits arising in our screens that increased sensitivity in *Atm* WT but not *Atm* KO cells may encode proteins that act in the same pathway as ATM to modulate ATRi efficacy, and therefore exhibit an epistatic relationship with ATM loss. Such components represent candidates for identifying ATM-mediated back-up pathways that can compensate in the absence of functional ATR. We note however that, in some cases, an increased impact on cell fitness in *Atm* KO mESCs may have affected our ability to detect drug-dependent changes in the sgRNA abundances of certain genes in *Atm* KO cells. We therefore encourage the cross-referencing of ATM-dependant hits with our essential-gene screen outcomes when prioritising candidates for further study. Nevertheless, through validating several such factors and their ATM-status dependency, we believe that our data provide a resource to inform future studies into interplays between the ATR and ATM kinases, as well as the clinical use of ATR inhibitors.

Our studies have shown that loss of Cyclin C or CDK8 provides ATRi resistance in both ATM-proficient and ATM-deficient cells. Cyclin C and CDK8 form part of the CDK8 kinase module of the RNAPII mediator complex, and deregulation of either gene has functional consequences for cancer development (59,60,80,81). We found that Cyclin C- or CDK8-deficient cells were selectively resistant to inhibitors of the RSR (ATR, CHK1 and WEE1) but did not function via regulation of CDC25A or re-establishment of the G2/M checkpoint (24). Instead, we discovered that depletion of Cyclin C (which is also destabilised in the absence of CDK8) reduced basal levels and ATRi- or CHK1i-induced DNA:RNA hybrids in S-phase. We predict that the reduction in DNA:RNA hybrids upon Cyclin C depletion reflects fewer collisions between transcription and replication machineries, which can cause genome instability through replication fork collapse and seDSB formation (9). Notably, eukaryotic transcription and replication are normally spatio-temporally co-ordinated in S-phase (82–85), and the location and regulation of DNA replication origins are also critical for limiting transcription-replication conflicts (7,72). By deregulating dormant-origin firing, ATRi or CHK1i are therefore likely to increase the probability of transcription-replication collisions and promote genome instability. Furthermore, abrogated ATR or CHK1 activity may exacerbate the DNA damage by increasing replication fork stalling (86) or by preventing effective replication fork stabilisation and restart, whereby ATR is activated at R-loop-stalled replication forks and is required for cell survival (43). Interestingly, we also identified that loss of factors such as YTHDF2 and RECQL5 increased ATRi sensitivity in our screens. These hits therefore support a general connection between the regulation of DNA:RNA hybrids and/or transcription-replication collisions and ATRi efficacy, since YTHDF2 regulates DNA:RNA hybrid stability to prevent their accumulation (87), and RECQL5 promotes the resolution of transcription-replication conflicts (73,74). Given that Cyclin C depleted cells had reduced basal levels of DNA:RNA hybrids, correlating with reduced ATRi/CHK1i-induced hybrid formation, it is possible that basal DNA:RNA hybrid levels could be used as a phenotypic biomarker in patient tumour samples to predict ATR and CHK1 inhibitor efficacy.

Correlating with reducing DNA:RNA hybrid formation, Cyclin C or CDK8 loss lowered ATRi- or CHK1i-induced replication stress. Consequently, we found that Cyclin C loss lowered ATRi-induced micronuclei formation, presumably as the reduction in replication stress was sufficient to limit under-replicated DNA from entering mitosis, which would be exacerbated upon G2/M checkpoint abrogation. On the other hand, CHK1 inhibition induced replication catastrophe, which was delayed in *CCNC* KO compared with WT cells. Notably, this delay was sufficient to promote cell survival in *CCNC* KO cells, emphasising how modulating the extent of replication stress in S-phase is sufficient to influence ATRi- and CHK1i-induced cell death. Importantly, we found that the impact of Cyclin C loss on replication stress and/or replication catastrophe could be phenocopied by pre-incubating cells with the transcription inhibitor DRB, but not by overexpressing RNase H1, therefore further highlighting a partial transcription-dependency of ATRi or CHK1i-induced replication stress that is alleviated by Cyclin C loss. Our data therefore highlight an important, and regulatable, role of transcription-associated replication stress that contributes to overall ATRi or CHK1i efficacy. We hypothesise that this is due to Cyclin C/CDK8 loss limiting transcription-replication conflicts, which otherwise increase upon inhibition of the RSR and potentiate genome instability and cell death. Correspondingly, Cyclin C loss did not rescue sensitivities towards aphidicolin or hydroxyurea, which cause replication stress yet reduce transcription-replication encounters (72), thereby supporting a specific role for Cyclin C loss in counteracting replication stress associated with transcription. Interestingly, although Cyclin C and CDK8 have largely been associated with transcriptional roles that could underpin this mechanism, both proteins have been recently implicated in DNA replication origin firing (88,89), which could contribute to the reduction in transcription-replication conflicts upon Cyclin C/CDK8 loss. Furthermore, although we did not observe a global reduction in RNAPII activity upon Cyclin C or CDK8 loss, local transcriptional control is now well documented in response to various DNA lesions including DSBs (76,90). The ATR homologue (Mec1) in budding yeast has also been reported to promote RNAPII degradation via INO80/PAF1 upon replication stress in order to limit transcription-replication conflicts (91). It is therefore intriguing to speculate that Cyclin C/CDK8 may provide an additional avenue of such regulation, for example through negative regulation by ATR to coordinate transcription with ongoing replication or replication stress. While such a model will require further investigation, we note that conserved ATM/ATR SQ phosphorylation motifs exist at the extreme C-terminus of Cyclin C and provide attractive targets for regulation by ATR.

In summary, our studies have provided a comprehensive overview of genes that, when inactivated, enhance or diminish ATRi efficacy, and highlighted how in some instances, but not others, these effects depend on functional ATM signalling. Further studies of various factors identified by our screens could facilitate successful stratification of cancer patients and/or elucidate new ATM-dependent pathways that compensate in the absence of functional ATR. Crucially, our results have highlighted the role of the RSR pathway in curtailing replication stress associated with transcription-replication encounters, and have shown that factors that either alleviate or enhance transcription-associated replication stress significantly influenced sensitivity to ATRi or CHK1i in ways that might in due course be exploitable in the clinical arena.

## DATA AVAILABILITY

RNA-seq: GEO accession number GSE165359 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165359).

CRISPR–Cas9 screens: https://doi.org/10.5061/dryad.2v6wwpzm9.

Flow cytometry (https://flowrepository.org/): Repository IDs FR-FCM-Z3ES (Figure 4C), FR-FCM-Z3EM (Figure 6F, Supplementary Figure S8I), FR-FCM-Z3EX (Supplementary Figure S4A, Supplementary Figure S4C), FR-FCM-Z3EQ (Supplementary Figure S6D), FR-FCM-Z3NE (Supplementary Figure S9D).

## Supplementary Material

gkab628_Supplemental_Files Click here for additional data file.

# Supplementary material for: Loss of Cyclin C or CDK8 provides ATR inhibitor resistance by suppressing transcription-associated replication stress
**Source:** Nucleic Acids Res. 2021 Jul 30;49(15):8665–83. doi: 10.1093/nar/gkab628
**Supplement:** gkab628_Supplemental_Files

**Loss of Cyclin C or CDK8 provides ATR inhibitor resistance by suppressing transcription-associated replication stress**

Rebecca L. Lloyd, Vaclav Urban, Francisco Muñoz-Martínez, Iñigo Ayestaran, John C. Thomas, Christelle de Renty, Mark J. O'Connor, Josep V. Forment, Yaron Galanty and Stephen P. Jackson

**This PDF file includes:**

Supplementary Figures 1-9 and figure legends

Supplementary Table 1-4 legends

References for Supplementary Information

Supplementary Tables 1-4 and Supplementary Methods Tables are provided separately

## Supplementary figures and figure legends:

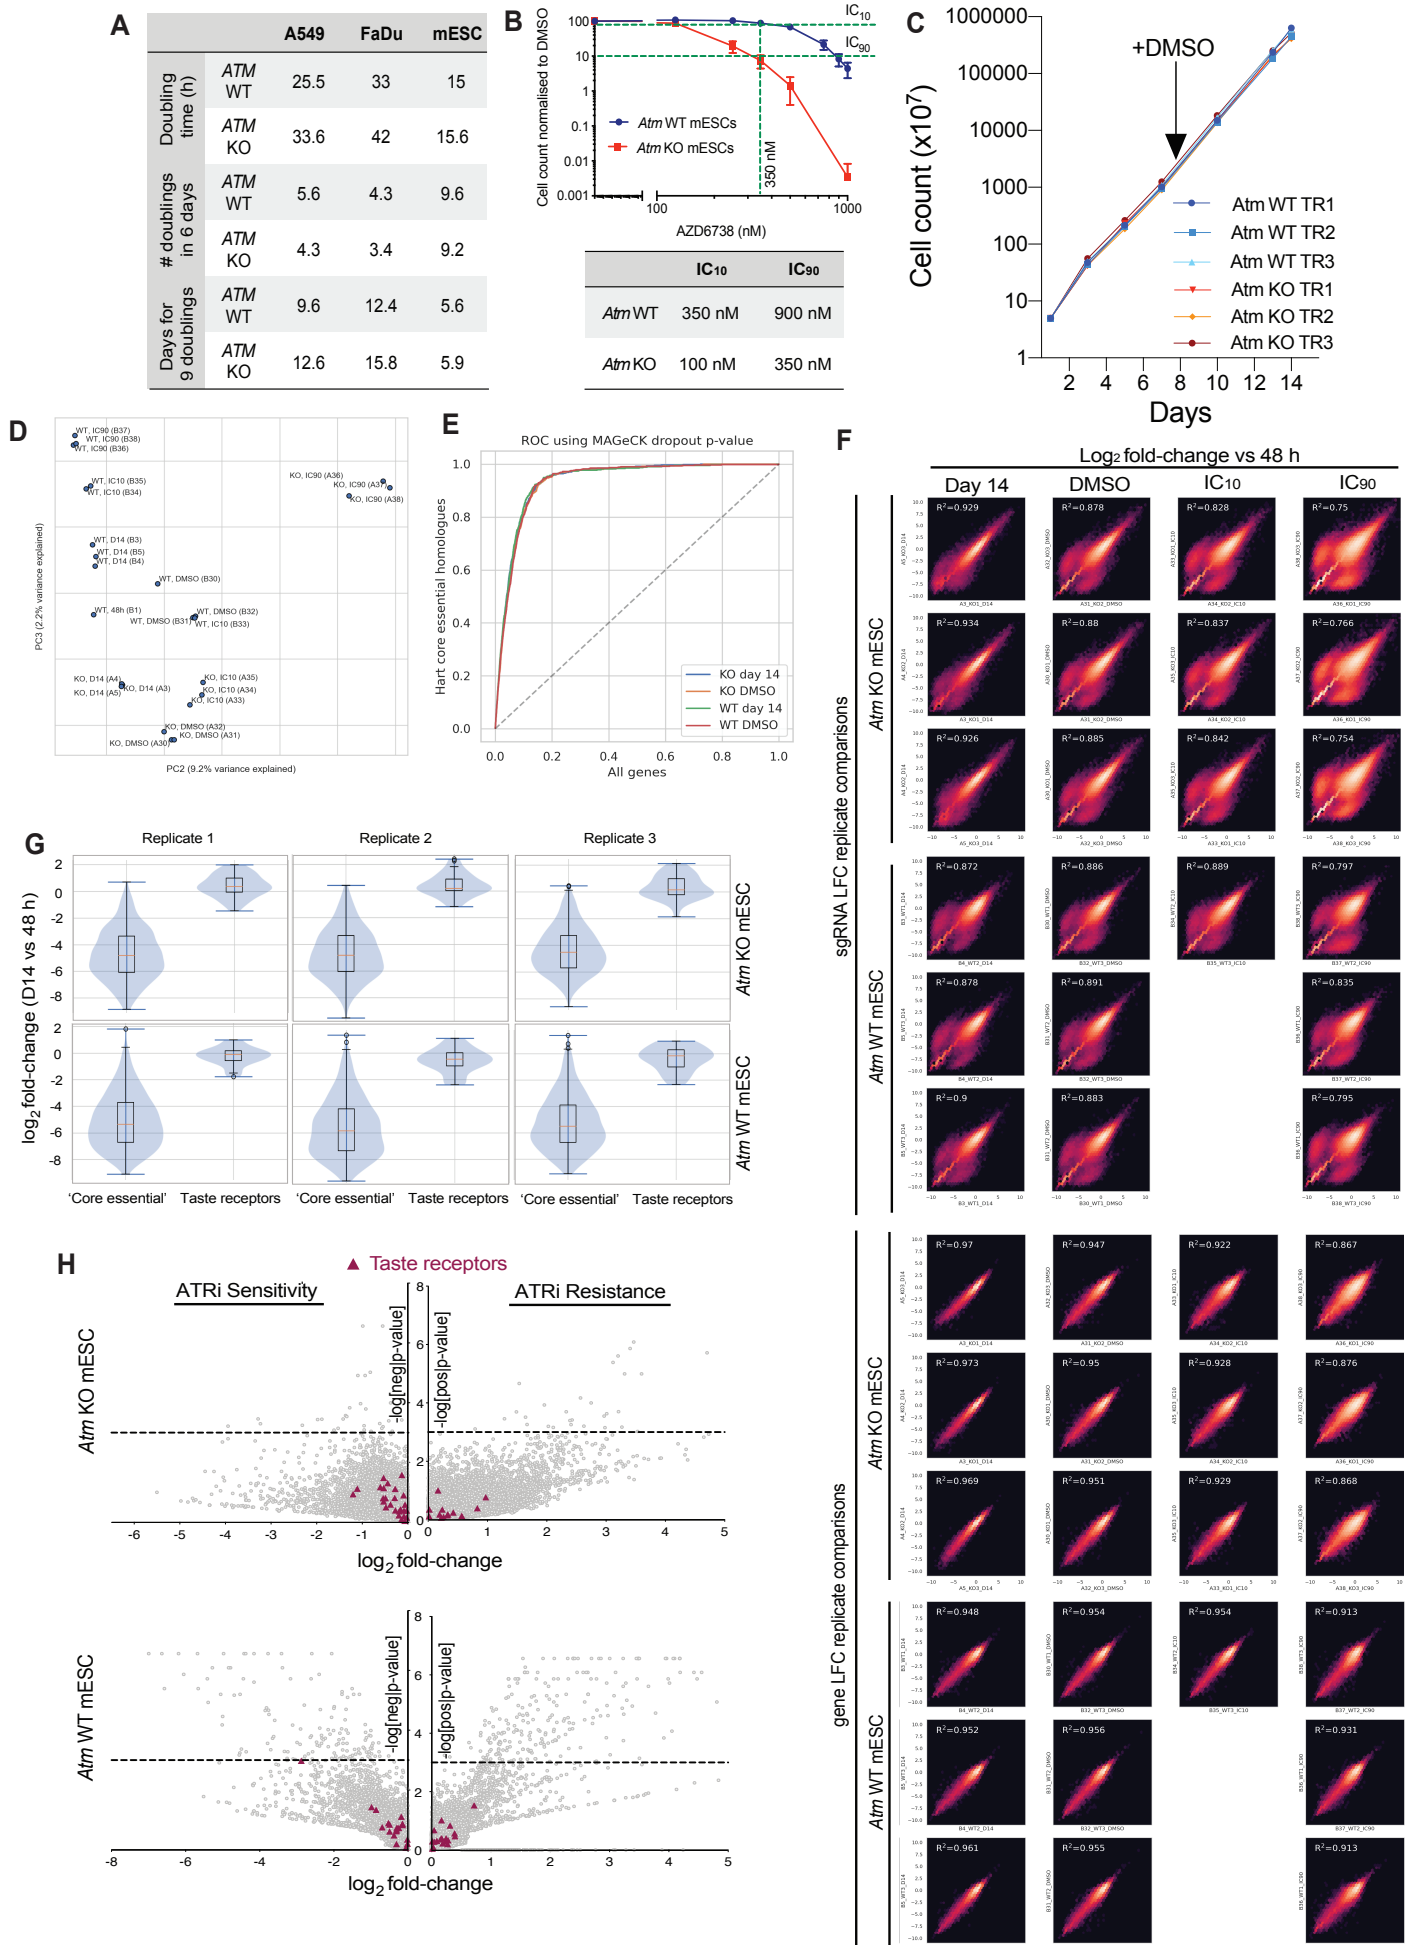

### Supplementary Figure 1: Optimisation and quality control of CRISPR-Cas9 screens.

- A) Doubling times including lag-phase for WT and ATM-deficient cells, calculated by counting cells during standard cell culture procedures.
- B) Cell counts of *Atm* WT and KO mESCs after 6 days DMSO or AZD6738 treatment in screening format, used to calculate the respective IC<sub>10</sub> and IC<sub>90</sub> doses shown in the adjacent table. IC<sub>10</sub> and IC<sub>90</sub> doses are the inhibitory doses that resulted in a 10% or 90% reduction in cell count respectively. Error bars = mean  $\pm$  S.D (biological n=2).
- C) Cumulative cell counts of *Atm* WT and KO mESCs during the CRISPR-Cas9 screens, indicating comparable growth rates between the two genotypes. Cell counts are presented following the establishment of technical replicates (TR) until the end of DMSO treatment.
- D) Principal component analysis using abundance normalised read counts, indicating that technical replicate 1 for IC<sub>10</sub>-treated *Atm* WT mESCs (B33) clustered with DMSO-treated samples, and was thus excluded from subsequent analyses. Principal components 2 and 3 are shown. Principal component 1 primarily explained the impact of treatment in *Atm* KO mESCs and so is not shown.
- E) Receiver operating characteristic (ROC) curves of MAGeCK p-values, discriminating between the mouse homologues of 'core essential' genes (1) and other genes in the library. Essential genes were identified in *Atm* WT or KO mESCs by comparing day 14 (pre-treatment) or DMSO-treated samples with the initial library representation at 48 h.
- F) Scatter plots of Log<sub>2</sub> fold-changes for each sgRNA or gene, comparing individual replicates. Log<sub>2</sub> fold-changes were calculated by comparison to the initial library representation at 48 h, and R<sup>2</sup> values were calculated to indicate the strength of the correlation. The cloud of sgRNAs with negative Log<sub>2</sub> fold-changes are largely indicative of variations in low-read counts of statistically significant drop-outs.
- G) Log<sub>2</sub> fold-changes for the mouse homologues of 'core essential' genes and genes encoding taste receptors, comparing day 14 and 48 h samples for each replicate and genotype, with taste receptors acting as negative controls.
- H) Drop-out and enrichment MAGeCK analyses following AZD6738 treatment in *Atm* WT and KO mESCs, as shown in Figure 1B, highlighting genes encoding taste receptors (purple triangles) as negative controls. Statistically significant hits are above the dotted line (p-value <0.001), and taste receptors (negative controls) were not detected as hits in any of our screen outcomes (Supplementary Table 1).

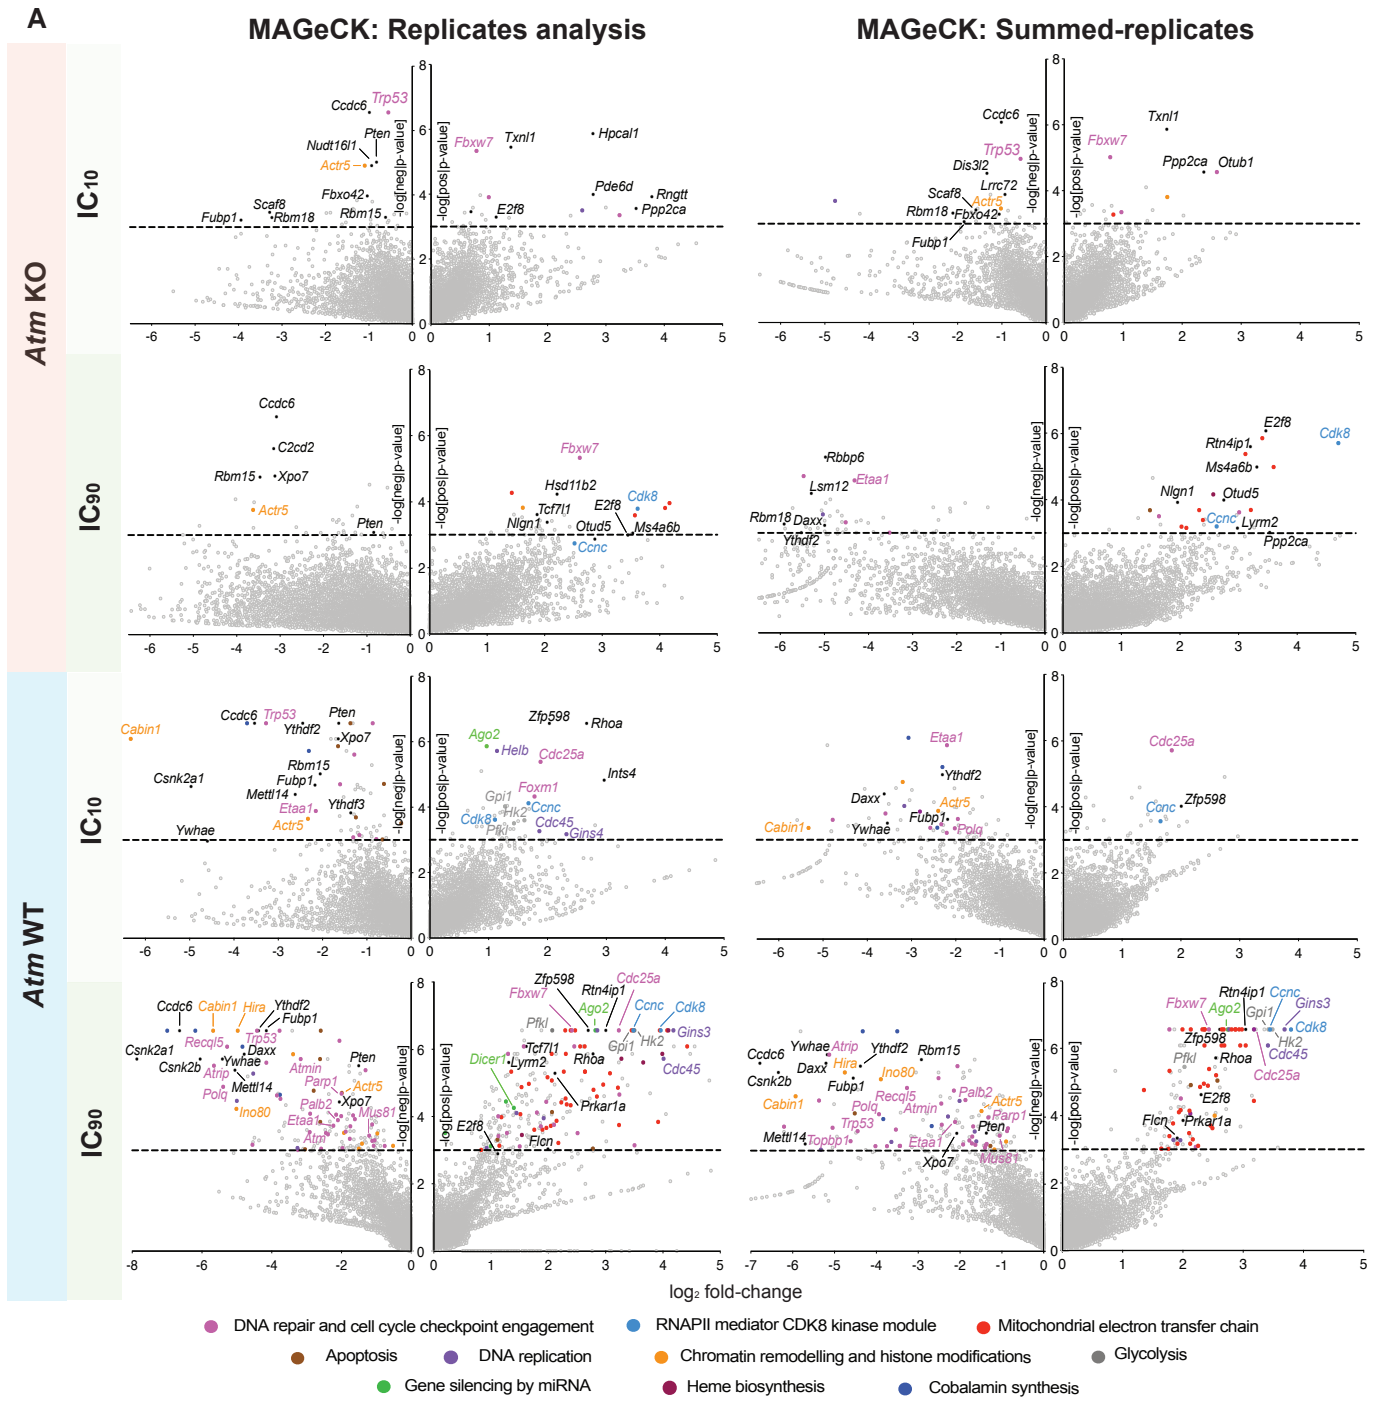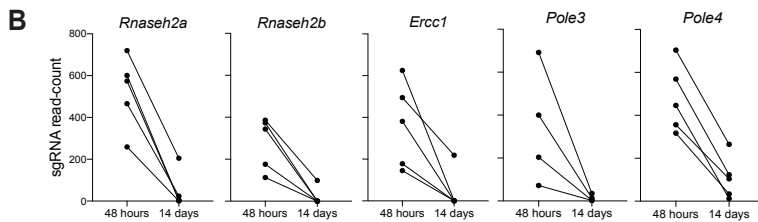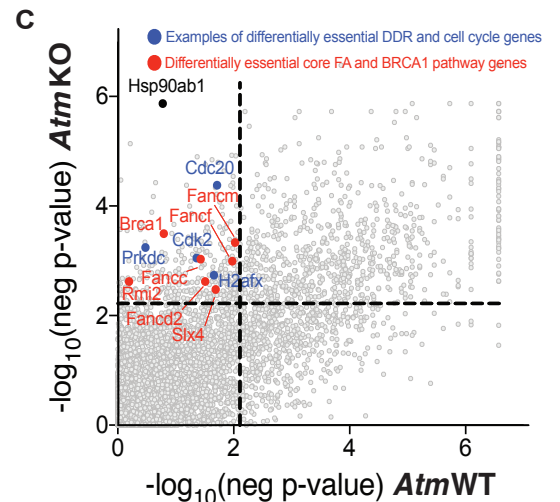

## Supplementary Figure 2: CRISPR-Cas9 screen outcomes.

- A) Drop-out and enrichment analyses following IC<sub>10</sub> or IC<sub>90</sub> AZD6738 treatments in *Atm* WT or KO mESCs. Genes were statistically ranked using MAGeCK analysis software following two approaches. 'Replicates analysis' used the built-in replicates function in MAGeCK, accounting for changes in read counts for all three replicates independently. For 'Summed-replicates', read counts for all three replicates were summed together prior to analysis. Top hits with a p-value <0.001 (dashed line) were classified into related pathways. The analyses which resulted in the greatest number of significant drop-out or enrichment hits (FDR <0.1) for each genotype are also shown in Figure 1B. Corresponding MAGeCK output files can be found in Supplementary Table 1.
- B) Abundance-normalised sgRNA read counts for *Rnaseh2a*, *Rnaseh2b*, *Ercc1*, *Pole3* and *Pole4* in WT mESCs at 48 hours and 14 days (pre-treatment) post infection with the lentivirus sgRNA library. Read counts for day 14 samples are a mean of the 3 technical replicates. Each line represents a different sgRNA in the library.
- C) Drop-out analyses comparing essential genes in *Atm* WT and KO mESCs, calculated between 48 h and day 14 (pre-treatment) samples. Genes were statistically ranked using MAGeCK analysis software. A selection of genes with an FDR < 0.1 in the *Atm* KO, but not WT, cells are labelled. Dashed lines indicate an FDR of 0.1.

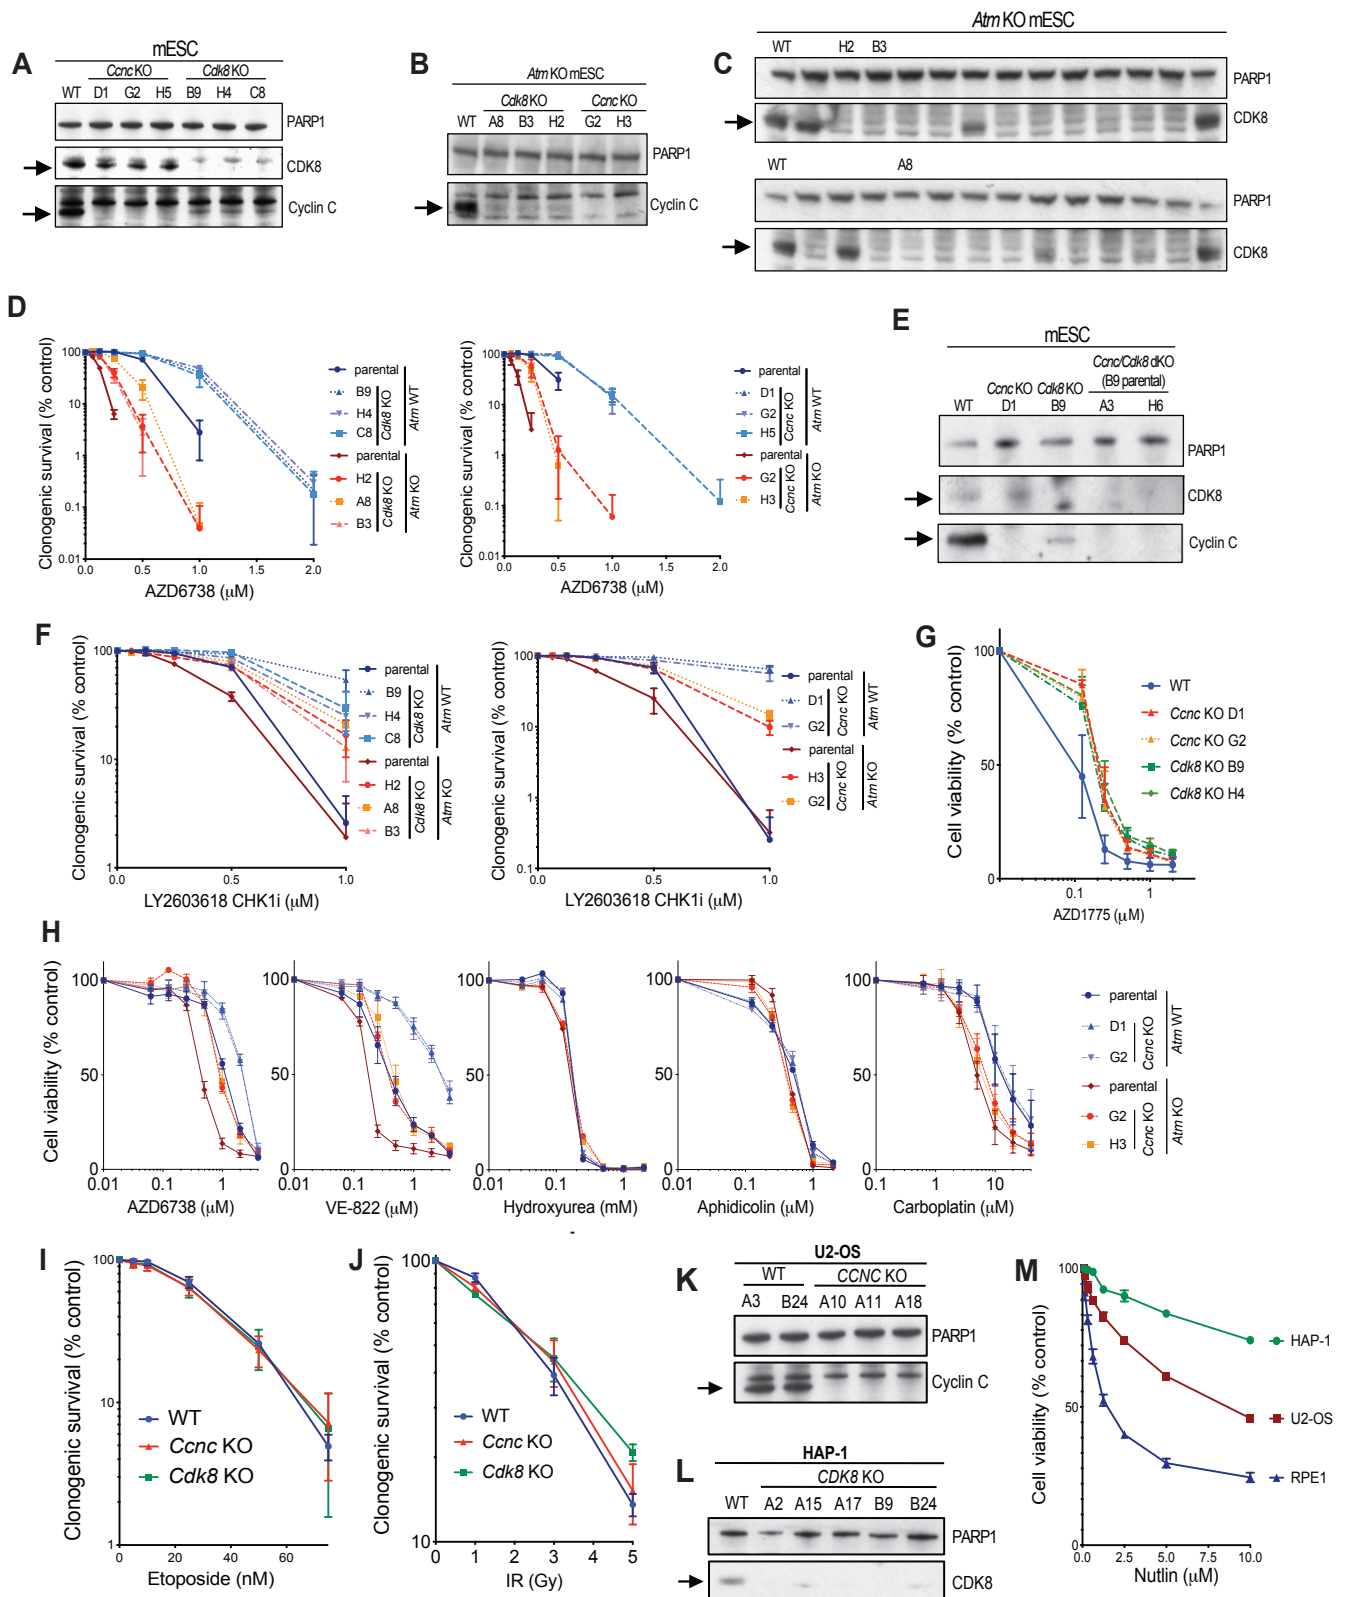

**Supplementary Figure 3: Additional validation that Cyclin C/CDK8 loss selectively provides resistance to inhibitors of the RSR.**

- A) Immunoblots validating Cyclin C and CDK8 protein levels in *Atm* WT mESCs following CRISPR-mediated gene knockout.
- B) Immunoblots of Cyclin C protein levels in *Atm* KO mESCs following CRISPR-mediated gene knockout of *Ccnc* or *Cdk8*.

- C) Immunoblots screening for *Cdk8* knockout clones in *Atm* KO mESCs following CRISPR-mediated gene knockout. Clones used for further study are labelled.
- D) Related to Figure 3A. Clonogenic survivals of *Ccnc/Cdk8* WT/KO *Atm* WT/KO mESCs treated with AZD6738. Error bars = mean  $\pm$  S.D (biological n=3).
- E) Immunoblots validating Cyclin C and CDK8 protein levels in single and double *Ccnc/Cdk8* KO mESCs following CRISPR-mediated gene knockout.
- F) Related to Figure 3C. Clonogenic survivals of *Ccnc/Cdk8* WT/KO *Atm* WT/KO mESCs treated with the CHK1 inhibitor LY2603618. Error bars = mean  $\pm$  S.D (biological n=3).
- G) Results of MTT cell proliferation assays in *Ccnc/Cdk8* WT and KO mESCs after 4 days treatment with WEE1 inhibitor AZD1775. Error bars = mean  $\pm$  S.E.M (biological n=3).
- H) Results of MTT cell proliferation assays in *Ccnc* WT/KO *Atm* WT/KO mESCs after 4 days treatment with carboplatin, aphidicolin, hydroxyurea, or two independent ATR inhibitors (AZD6738, VE-822) which both inhibit ATR kinase activity in an ATP-competitive manner. Error bars = mean  $\pm$  S.E.M (biological n=2-3).
- I) Clonogenic survivals of WT and *Ccnc/Cdk8* KO mESCs in response to etoposide treatment. Error bars = mean  $\pm$  S.D (biological n=3).
- J) Clonogenic survivals of WT and *Ccnc/Cdk8* KO mESCs in response to IR treatment. Error bars = mean  $\pm$  S.D (biological n=3).
- K) Immunoblots validating Cyclin C protein levels in U2-OS cells following CRISPR-mediated gene knockout.
- L) Immunoblots validating CDK8 protein levels in HAP-1 cells following CRISPR-mediated gene knockout.
- M) Results of MTT cell proliferation assays in RPE-1, U2-OS and HAP-1 cells after treatment with nutlin, which prevents the negative regulation of p53 by MDM2. Error bars = mean  $\pm$  S.D (n=3).

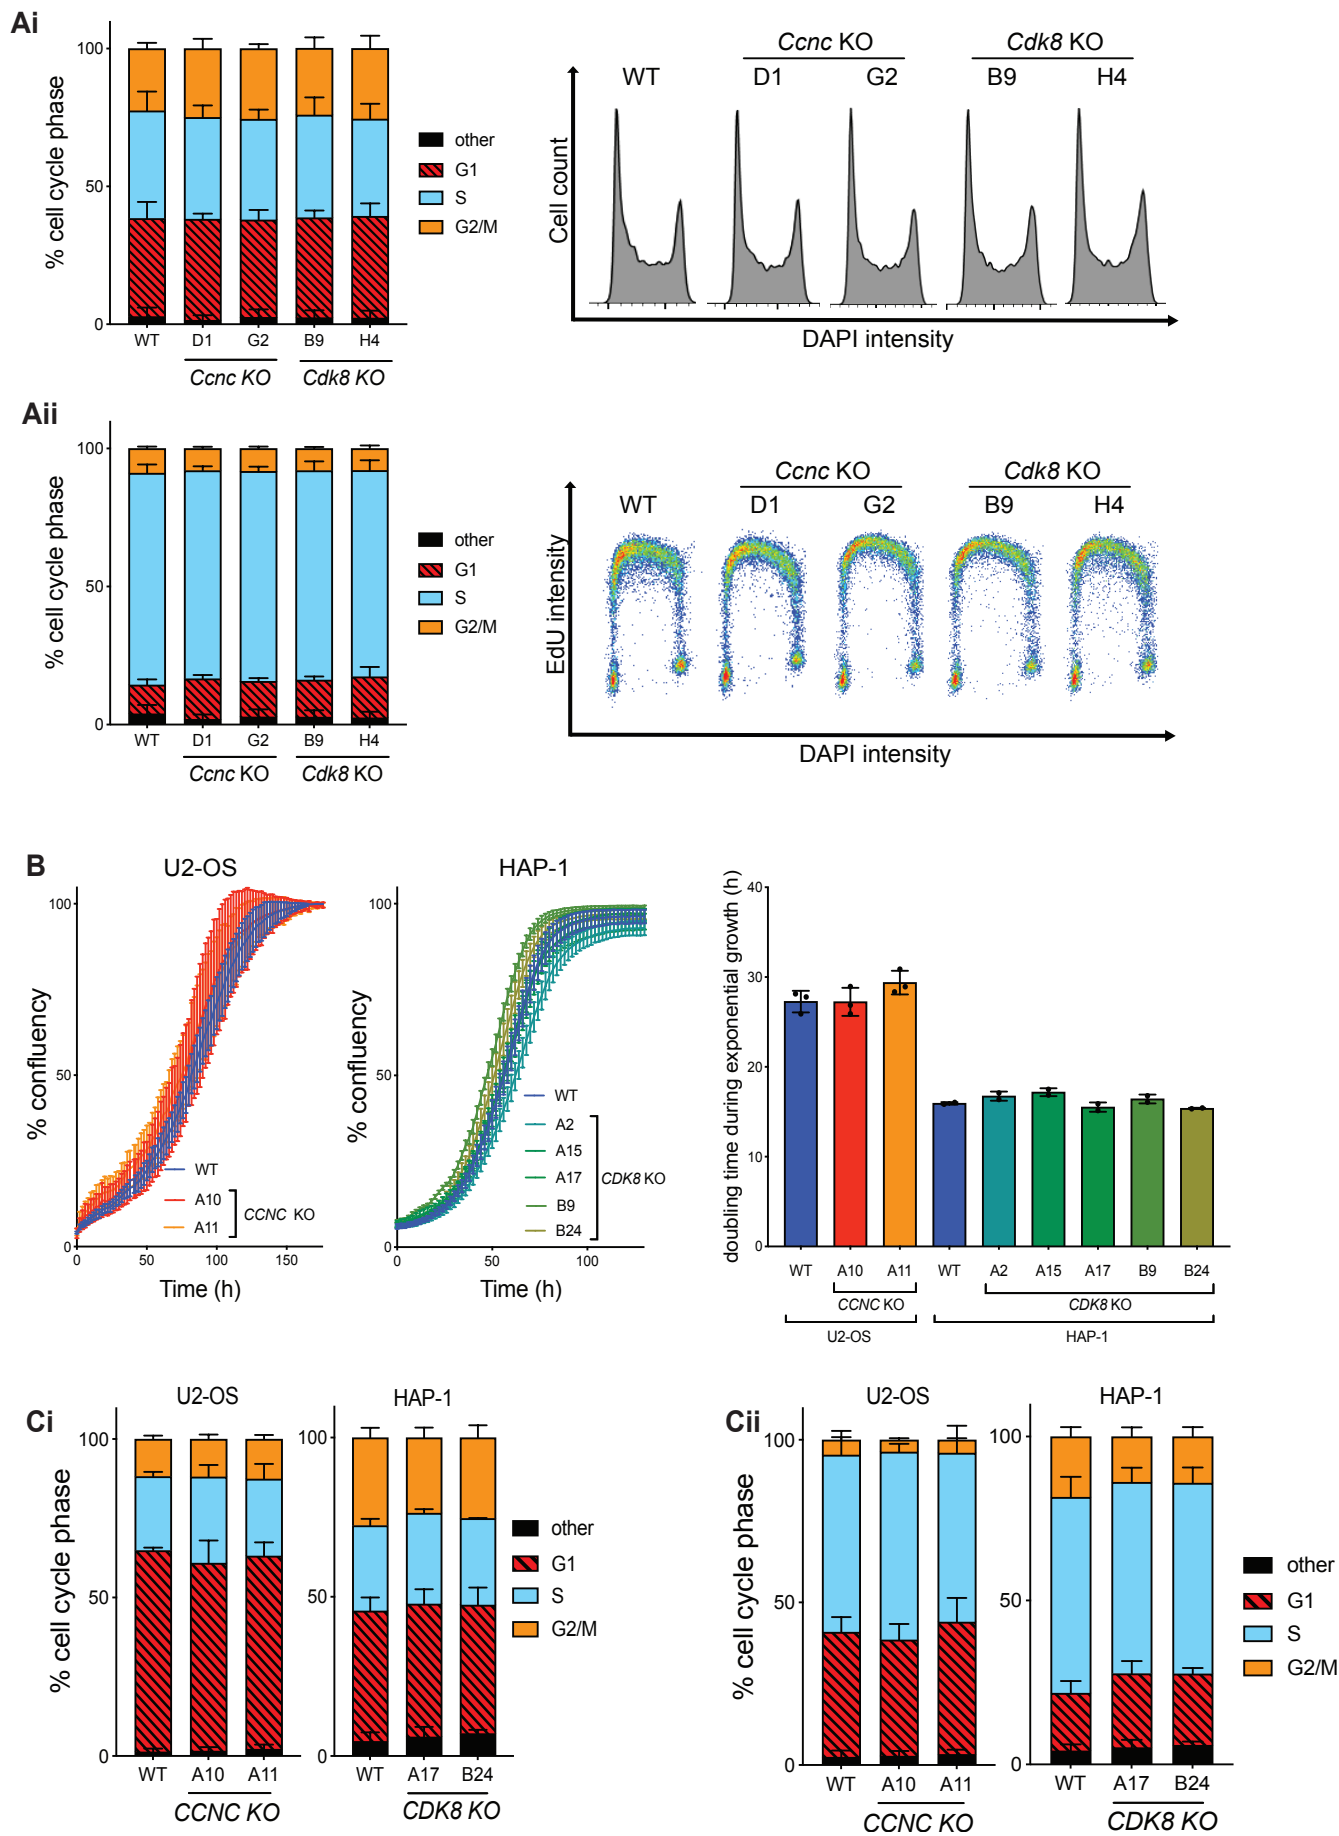

**Supplementary Figure 4: Loss of Cyclin C/CDK8 does not impact on cell cycle distributions or growth kinetics**

- A) Cell cycle distributions of *Ccnc/Cdk8* WT and KO mESCs assessed by i) DAPI histogram, and ii) EdU intensity versus DAPI. DNA content 2N = G1, 4N = G2/M. S phase cells are EdU positive following 30 min incubation with 10  $\mu$ M EdU. Error bars = mean  $\pm$  S.D (biological n=4).
- B) Representative % confluencies of *CCNC* or *CDK8* U2-OS or HAP-1 WT and KO cells respectively over time. Error bars = mean  $\pm$  S.D (technical n=5). % phase confluencies were calculated using Incucyte ZOOM 2018A software. Doubling times were calculated in GraphPad prism V.8 during the exponential phase of growth. Error bars = mean  $\pm$  S.D (biological n=3 U2-OS, n=2 HAP-1).
- C) Cell cycle distributions of *CCNC/CDK8* WT and KO U2-OS or HAP-1 cells respectively, assessed by i) DAPI histogram, and ii) EdU intensity versus DAPI. DNA content 2N = G1, 4N = G2/M. S phase cells are EdU positive following incubation with 10  $\mu$ M EdU prior to fixation (20 min HAP-1, 45 min-1 h U2-OS). Error bars = mean  $\pm$  S.D (biological n=3).

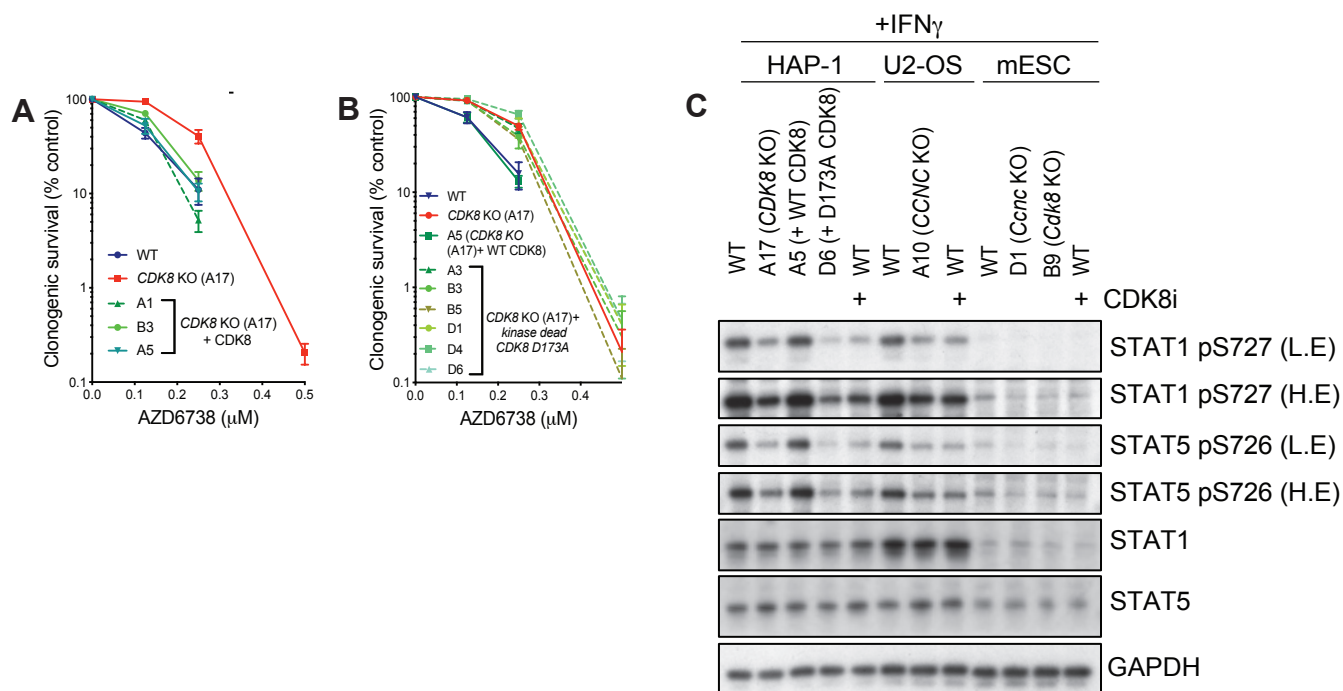

### Supplementary Figure 5: CDK8 kinase activity is required for ATRi-treatment response

- A) Related to Figure 3F. Clonogenic survivals of additional HAP-1 *CDK8* KO single-cell clones complemented with WT *CDK8*-GFP in response to AZD6738. Error bars = mean  $\pm$  S.D (biological n=3).
- B) Related to Figure 3F. Clonogenic survivals of additional HAP-1 *CDK8* KO single-cell clones complemented with kinase dead *CDK8*(D173A)-GFP in response to AZD6738. Error bars = mean  $\pm$  S.D (biological n=3).
- C) Immunoblots of *CDK8* kinase targets STAT1 pSer-727 and STAT5 pSer-726 in Cyclin C or *CDK8*-deficient cells, including those complemented with WT or D173A kinase dead *CDK8*-GFP. Cells were pre-incubated with IFN- $\gamma$  (2.5 ng/ml) for 4 h prior to sample collection. The *CDK8* inhibitor BRD-6989 (15  $\mu$ M, 24 h) was used as a positive control.

**Supplementary Figure 6: Assessing transcription in Cyclin C or CDK8 deficient cells.**

- A) Immunoblots of chromatinised RNAPII, and RNAPII CTD phosphorylation on Ser-2 and Ser-5 in WT and *Ccnc/Cdk8* KO mESCs.
- B) Immunoblots of chromatinised RNAPII, and RNAPII CTD phosphorylation on Ser-2 and Ser-5 in WT and *CCNC* KO U2-OS cells. As indicated, cells were treated with DMSO or 1.5  $\mu$ M AZD6738 for 24 h, or with 5  $\mu$ M actinomycin D for 4 h prior to sample collection.
- C) Representative images of U2-OS cells pre-treated with/without the RNAPI inhibitor CX5461 (3 h, 10  $\mu$ M) or actinomycin D (3 h, 5  $\mu$ M) prior to addition of 1 mM EU for 30 min. Brightest staining indicates nucleoli, as independently confirmed by co-localisation with fibrillarin. Scale bars = 12  $\mu$ m.
- D) Normalised mean EU intensities quantified by FACS in *Ccnc/Cdk8* WT and KO mESCs. Cells were incubated with 1 mM EU  $\pm$  the RNAPI inhibitor CX5461 (10  $\mu$ M) for 3 h prior to sample collection. EU intensities for each repeat were normalised to WT DMSO. Co-incubation of EU with 5  $\mu$ M 3 h actinomycin D (ActD) was used as a positive control for total transcription inhibition. Error bars = mean  $\pm$  S.D (biological n=5 non-treated and ActD, n=3 CX-5461).
- E) Normalised EU intensities quantified by microscopy in *CCNC* WT and KO U2-OS cells. Cells were incubated for 3 h  $\pm$  the RNAPI inhibitor CX5461 (10  $\mu$ M), and 1 mM EU added 30 min prior to fixation. EU intensities for each repeat were normalised to WT DMSO. Co-incubation of EU with 5  $\mu$ M 3 h actinomycin D (ActD) was used as a positive control for total transcription inhibition. Error bars = mean  $\pm$  S.D (biological n=3).
- F) Normalised mean EU intensities quantified by microscopy in *CDK8* WT and KO HAP-1 cells. Cells were incubated for 3 h  $\pm$  the RNAPI inhibitor CX5461 (10  $\mu$ M), and 1 mM EU added 30 min prior to fixation. EU intensities for each repeat were normalised to WT DMSO. Co-incubation of EU with 5  $\mu$ M 3 h actinomycin D (ActD) was used as a positive control for total transcription inhibition. Error bars = mean  $\pm$  S.D (biological n=4 non-treated, n=3 CX5461).
- G) Principal component analysis of gene counts obtained from RNA-seq, with each graph generated using gene counts from the relevant multiplex. These data indicate that the AZD6738-treated WT biological replicate 2 samples deviated substantially from their expected behaviour and were thus excluded from subsequent analyses.

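The AZD6738-treated library of WT biological replicate 2 was compared with the others in each multiplex, where it is a single library without a replicate of its own. Principal components were computed over the 500 most variable genes on log2 CPM, and the first and second held 38.4% and 20.8% of the variance in the *Ccnc* multiplex and 57.7% and 15.8% in the *Cdk8* multiplex. On these components its distance to the nearest library was 24.0 in the *Ccnc* multiplex, where the other libraries had 0.635 to 9.15, and 8.85 in the *Cdk8* multiplex, where they had 0.816 to 3.52. Between AZD6738 and DMSO, WT replicate 2 had 1398 genes changed beyond 2-fold in the *Ccnc* multiplex and 1529 in the *Cdk8* multiplex, while the other clones and WT replicate 1 had between 491 and 927. The correlation of its AZD6738 response with those of the other clones, across the same 500 genes, averaged 0.01 ± 0.16 (SD over 4 comparisons) in the *Ccnc* multiplex, where the others averaged 0.09 to 0.16. In the *Cdk8* multiplex it averaged 0.12 ± 0.08 (SD over 4 comparisons), within the 0.06 to 0.14 of the others, so that this measure did not set it apart there. With the authors' rlog values in place of log2 CPM, the averages were -0.08 and 0.38, the latter just below the 0.38 to 0.50 of the others.

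**Figure D2:**
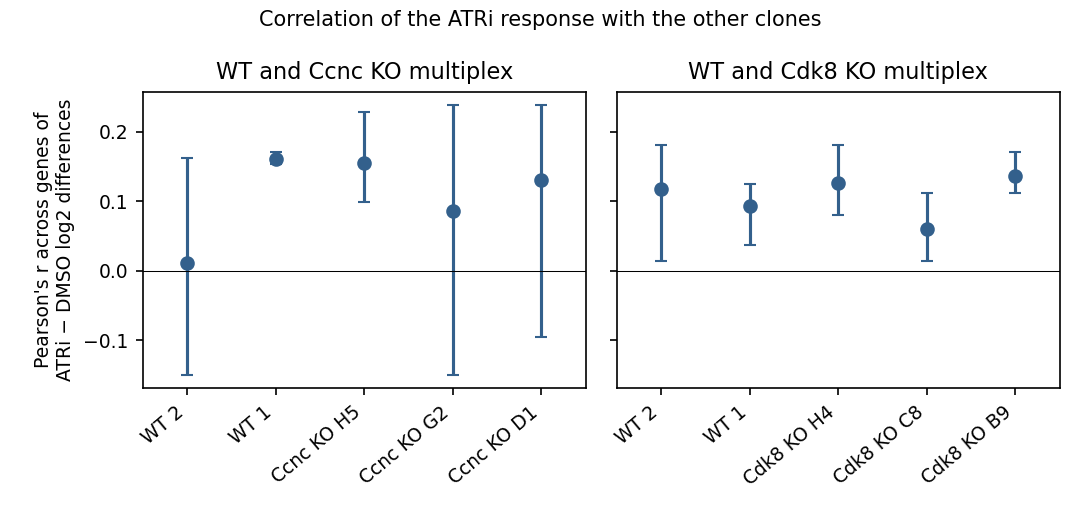
Correlation of the log2 difference between AZD6738 and DMSO of each clone or WT replicate with those of the other clones of its multiplex, across the 500 most variable genes. Dots show the mean and bars the lowest and highest correlation, in the *Ccnc* multiplex and in the *Cdk8* multiplex. WT replicate 2 has the lowest mean, 0.01, in the *Ccnc* multiplex, and lies among the others, at 0.12, in the *Cdk8* multiplex.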

- H) Expression levels of transcripts encoding Cyclin C or CDK8 in the respective WT and KO mESCs. 

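*Ccnc* (ENSMUSG00000028252), which encodes Cyclin C, lies on the plus strand of chromosome 4 of GRCm38 from 21727701 to 21759922. In *Ccnc* KO clones it had 6.17 ± 1.22 CPM (SD, n = 3) under DMSO and 5.33 ± 1.37 (SD, n = 3) under AZD6738, and the 6 libraries ranged from 4.24 to 7.41. WT cells had 43.6 ± 0.352 (SD, n = 2) under DMSO, and under AZD6738 45.5 in replicate 1 and 38.8 in replicate 2, which the paper left out. The treatment-independent log2 fold change was -2.93 (standard error 0.13, adjusted p = 1.14e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdk8* (ENSMUSG00000029635) lies on the plus strand of chromosome 5 from 146231230 to 146302874. In *Cdk8* KO clones it had 59.6 ± 4.06 CPM (SD, n = 3) under DMSO and 54.6 ± 2.06 (SD, n = 3) under AZD6738, and the 6 libraries ranged from 52.4 to 64.3. WT cells had 75.0 ± 5.44 (SD, n = 2) under DMSO, and under AZD6738 71.4 in replicate 1 and 57.2 in replicate 2. The log2 fold change of *Cdk8* was -0.35 (standard error 0.06, adjusted p = 0.0112 from edgeR), with a fold change of 0.783, which does not pass the threshold of 0.5 used for Supplementary Table S4. With replicate 2 included it was -0.29 (edgeR adjusted p = 0.0374), and under DMSO alone -0.33 (edgeR adjusted p = 0.235), and over the alternatives for Cdk8, genotype effect, Cdk8 KO vs WT, the adjusted p-value ranged from 1.00e-15 (DESeq2 with lanes as separate libraries, chosen after the data had been seen) to 0.235. A count over the whole gene does not separate intact transcripts from those with a frameshift or a lost exon. In the other knockout, *Ccnc* had a log2 fold change of 0.01 (edgeR adjusted p = 0.920) and *Cdk8* of -0.12 (edgeR adjusted p = 0.150). Of the stretches of 31 bases in their transcripts, 2.01% for *Ccnc* and 8.77% for *Cdk8* also occur in other genes, mostly in the pseudogene *Gm7107* for *Cdk8* (7.50%), and reads from these are uncertain.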

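*Egr1* (ENSMUSG00000038418), which encodes the transcription factor EGR1, lies on the plus strand of chromosome 18 of GRCm38 from 34859823 to 34864984, and none of its stretches of 31 bases occurs in another gene. Under DMSO it had 10.9 ± 2.54 CPM (SD, n = 3) in *Ccnc* KO clones and 28.4 ± 2.15 (SD, n = 2) in WT cells of the same multiplex, and 10.9 ± 1.80 (SD, n = 3) in *Cdk8* KO clones and 29.3 ± 1.96 (SD, n = 2) in WT cells there. Under AZD6738 the *Ccnc* KO clones had 13.0 ± 2.29 (SD, n = 3) and the *Cdk8* KO clones 14.0 ± 2.24 (SD, n = 3). The WT libraries under AZD6738 had 33.1 and 32.7 in replicate 1, and 38.4 and 41.7 in replicate 2, in the *Ccnc* and *Cdk8* multiplexes. Every knockout library lay below every WT library of its multiplex. The treatment-independent log2 fold change of *Egr1* was -1.37 (standard error 0.12, adjusted p = 7.57e-06) in *Ccnc* KO cells and -1.35 (standard error 0.12, adjusted p = 0.00122) in *Cdk8* KO cells by edgeR's quasi-likelihood test, and -1.43 in both (edgeR adjusted p = 4.01e-05 and 0.00022) with WT replicate 2 under AZD6738 included. Over the alternatives, the adjusted p-value of Egr1, genotype effect, Ccnc KO vs WT, ranged from 2.82e-48 to 0.00300 by edgeR, and that of Egr1, genotype effect, Cdk8 KO vs WT, from 6.03e-45 (DESeq2 with lanes, added after the data were seen) to 0.0541 (edgeR). With DMSO libraries alone, the value in *Cdk8* KO cells was -1.43 and no longer passed the threshold (edgeR adjusted p = 0.0541). On the authors' rlog values, which are shrunk towards the mean, the differences were -0.88 and -0.87, under 2-fold, with limma adjusted p = 1.11e-05 and 0.00133.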

Adjusted p-values were obtained by assessing treatment-independent changes in transcript levels between *Ccnc/Cdk8* WT and KO cells.
- I) Expression levels of transcripts encoding EGR1 in WT, *Cdk8* KO or *Ccnc* KO mESCs, confirming reduced expression in *Ccnc* or *Cdk8* KO cells, consistent with at least two independent reports (2, 3). 

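The difference between the 2 sequencing runs was measured on the 4 WT libraries that were read in both multiplexes, each compared with itself. Of 16512 genes, 830 were called between the runs, 575 higher and 255 lower in the *Cdk8* multiplex (edgeR's quasi-likelihood test, adjusted p under 0.05). The called genes differed by a median of 0.07 on the log2 scale, 20 of them differed beyond 2-fold, and the largest difference was 1.93. A full DESeq2 fit, with its own size factors, dispersions and test, gave 268 called genes.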

Expression levels were normalised between the two multiplexes. 

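The response to AZD6738 independent of genotype was tested in each multiplex as the treatment term beside genotype. The 67 genes of a list of G2/M and mitosis genes had a median log2 fold change of 0.08 with AZD6738 in the *Ccnc* multiplex, with 57 genes higher (camera adjusted p = 1.37e-07), and of 0.11 in the *Cdk8* multiplex, with 60 genes higher (camera adjusted p = 9.07e-14). Under fry, the list was called in the *Cdk8* multiplex (adjusted p = 0.0173) and not in the *Ccnc* multiplex (adjusted p = 0.0821), and with an estimated correlation in camera in neither (adjusted p = 0.441 and 0.291). With WT replicate 2 under AZD6738 included, it was called in both (camera adjusted p = 2.14e-08 and 9.62e-12), and without WT replicate 1 as well (camera adjusted p = 0.00106 and 2.98e-08), where the median in the *Ccnc* multiplex was 0.05. Over all genes tested, edgeR called 4 of the 67 genes in the *Ccnc* multiplex and none in the *Cdk8* multiplex, where 32 of them had an unadjusted p-value under 0.05, and adjusted over the list alone it called 16 and 24. The 4 genes, named after their values were seen, were *Aspm* (0.40), *Cdc20* (0.24), *Cenpf* (0.32) and *Mki67* (0.43). The median of the list rose in each clone and in both WT replicates, from 0.01 in *Ccnc* KO clone D1 to 0.16 in WT replicate 1 of the *Cdk8* multiplex. *Ccnb1* (ENSMUSG00000041431), the gene used to choose the time point, lies on the minus strand of chromosome 13 of GRCm38 from 100778650 to 100786570. It had log2 fold changes of 0.06 (standard error 0.05, edgeR adjusted p = 0.6248) and 0.09 (standard error 0.05, edgeR adjusted p = 0.499), neither of which was called. Between DMSO and AZD6738 it went from 228.6 to 252.7 CPM in WT replicate 1 of the *Ccnc* multiplex and from 214.2 to 216.5 in WT replicate 2. It fell in *Ccnc* KO clones D1 (226.1 to 217 CPM) and G2 (229.8 to 227.4) and rose in H5 (230.9 to 245.3). In the *Cdk8* multiplex it went from 235.5 to 259.2 CPM in WT replicate 1 and from 226.9 to 226.4 in WT replicate 2, and rose in clones B9 (233.4 to 243), C8 (243.7 to 260.1) and H4 (255.8 to 263.8). Of its stretches of 31 bases 27.7% also occur in other genes, mostly in its pseudogene *Ccnb1-ps*. With lanes entered as separate libraries it was called in the *Cdk8* multiplex (edgeR adjusted p = 0.0433), and over the alternatives for Ccnb1, ATRi effect, Cdk8 multiplex, the adjusted p-value ranged from 0.0250 (DESeq2 with lanes, added later) to 0.928 (edgeR without WT replicate 1, also added later).

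**Figure D3:**
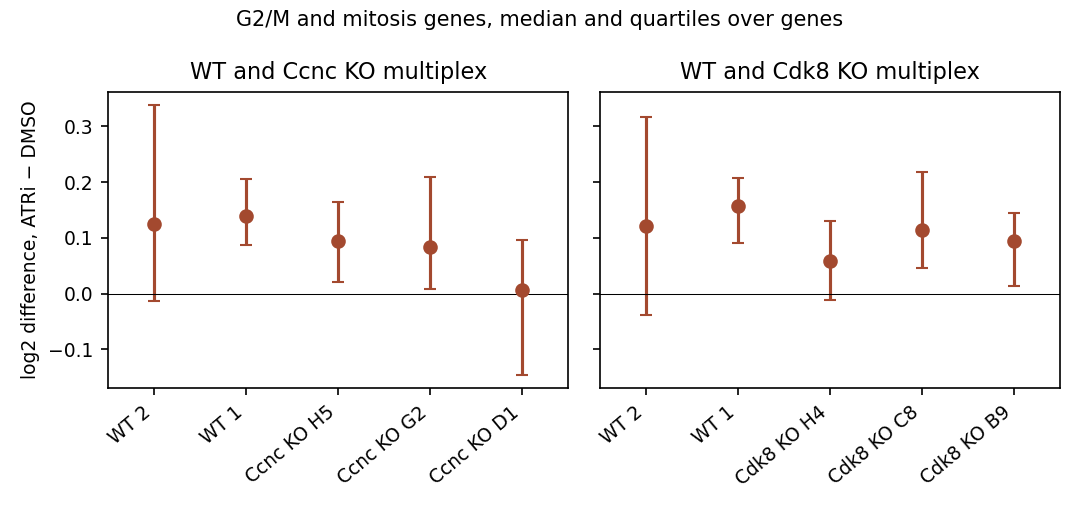
Log2 difference between AZD6738 and DMSO of the 67 G2/M and mitosis genes in each clone and WT replicate, by multiplex. Dots are medians over the genes and bars span the quartiles. Medians lie above 0 in all of them, between 0.01 in *Ccnc* KO clone D1 and 0.16 in WT replicate 1.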

Adjusted p-values were obtained by assessing treatment-independent changes between *Ccnc/Cdk8* WT and KO cells in the respective multiplex.
- J) Gene Ontology analyses of genes upregulated upon ATRi treatment in a genotype-independent manner, highlighting that, as expected, genes involved in mitotic cell division were upregulated upon ATRi treatment, consistent with a previous report (4). 

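In the *Ccnc* multiplex 206 genes changed with AZD6738, 68 raised and 138 lowered, and in the *Cdk8* multiplex 16, 7 raised and 9 lowered (edgeR's quasi-likelihood test, adjusted p under 0.05). All 16 were called in both. In 20 simulations of unchanged groups with shared WT libraries, at most 5 genes were called in either multiplex and none in both. In 20 further ones with unrelated responses of the knockout clones, added later, at most 47 and 31 were called, and at most 1 in both. Taking each clone as a block moved these counts to 451, 2107 and 302. Without clone C8, 1 gene was called in the *Cdk8* multiplex, without clone G2 25 genes were called in the *Ccnc* multiplex, and with WT replicate 2 under AZD6738 included the counts were 41, 13 and 12. In fits added after the data had been seen, leaving out WT replicate 2 gave 172, 7 and 6. Leaving out WT replicate 1, which keeps WT cells under DMSO only, gave 21, 0 and 0, beside 1063 genes with an unadjusted p-value under 0.05 in the *Cdk8* multiplex and 380 shared. The 7 genes raised in both were *Hist1h1c*, *BC051019*, *Hist3h2a*, *Rassf4*, *Ppp1r10*, *Ccnb1ip1* and *Mir17hg*, with log2 fold changes between 0.35 and 1.50. Of these, *Ppp1r10*, *Ccnb1ip1* and *Mir17hg* are named after their values were seen. *Hist1h1c*, a histone H1 gene on chromosome 13 from 23738808 to 23740367, rose from 9.45 ± 1.86 to 28.9 ± 1.25 CPM (SD, n = 3) in *Ccnc* KO clones and from 7.71 ± 2.11 to 25.2 ± 5.90 (SD, n = 3) in *Cdk8* KO clones, with log2 fold changes of 1.42 (edgeR adjusted p = 3.61e-05) and 1.46 (edgeR adjusted p = 0.0380). Its call in the *Cdk8* multiplex was lost without clone B9 (edgeR adjusted p = 0.0603) or clone C8 (edgeR adjusted p = 0.344), and without WT replicate 1 (0.3745, the highest) or WT replicate 2 (0.0910), and over the alternatives for Hist1h1c, ATRi effect, Cdk8 multiplex, the lowest adjusted p-value was 7.51e-21 (DESeq2 with lanes, added later). Histone genes resemble each other, and 11.4% of its stretches of 31 bases occur elsewhere, while *Hist3h2a* shares exons with *Trim17* on its strand. Genes were tested one by one and were not grouped by Gene Ontology term.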

Upregulated genes which had an adjusted p-value < 0.05 in both *Ccnc* WT/KO and *Cdk8* WT/KO analyses were classified by comparison to the *Mus musculus* reference, and the lead GO term for each cluster of processes is presented.

All Statistical analyses were performed using a one-way ANOVA test with multiple comparisons. P-values < 0.05 (\*), 0.01 (\*\*), 0.001 (\*\*\*) and 0.0001 (\*\*\*\*) were deemed statistically significant. In Supplementary Figure 6D, an independent ANOVA analysis was used to compare WT non-treated, CX-5461 and ActD-treated cells due to greater variance in the other samples.

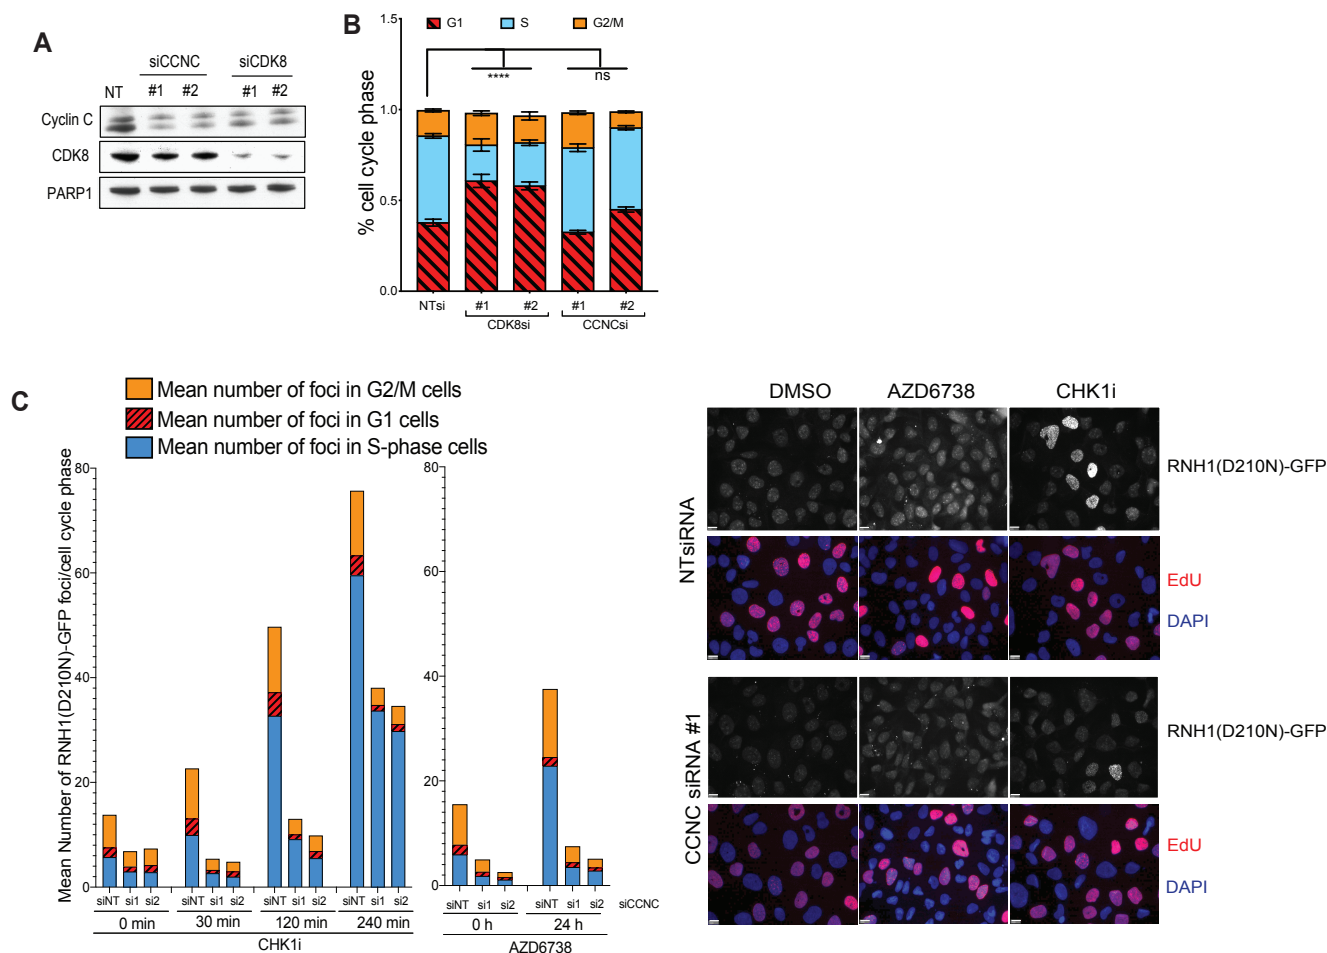

## Supplementary Figure 7: Cyclin C loss reduces S-phase DNA:RNA hybrid formation

- A) Immunoblots of Cyclin C and CDK8 levels 48 h after siRNA depletion in U2-OS cells.
- B) Cell cycle distributions of U2-OS cells following siRNA-depletion of Cyclin C or CDK8 (n=4). Cell cycle distributions were determined from EdU and DAPI intensities calculated using fluorescence microscopy. G1 = EdU negative, 2N DNA content; S = EdU positive; G2/M = EdU negative, 4N DNA content. Statistical analyses were performed on % S-phase cells using a one-way ANOVA test with multiple comparisons. P-values < 0.05 (\*), 0.01 (\*\*), 0.001 (\*\*\*) and 0.0001 (\*\*\*\*) were deemed statistically significant.
- C) Related to Figure 5A. Mean number of RNH1(D210N)-GFP foci/nuclei in G1, S and G2/M phases of the cell cycle in response to AZD6738 or CHK1i (LY2606368) treatment, following siRNA-depletion of Cyclin C. A representative repeat is provided, and the number of foci per cell cycle phase are plotted cumulatively. Cell cycle distributions were determined from EdU and DAPI intensities calculated using fluorescence microscopy. G1 = EdU negative, 2N DNA content; S = EdU positive; G2/M = EdU negative, 4N DNA content. Representative images are of RNH1(D210N)-GFP foci following treatment with DMSO, 24 h AZD6738 or 4 h CHK1i. Scale bar = 12  $\mu$ m.

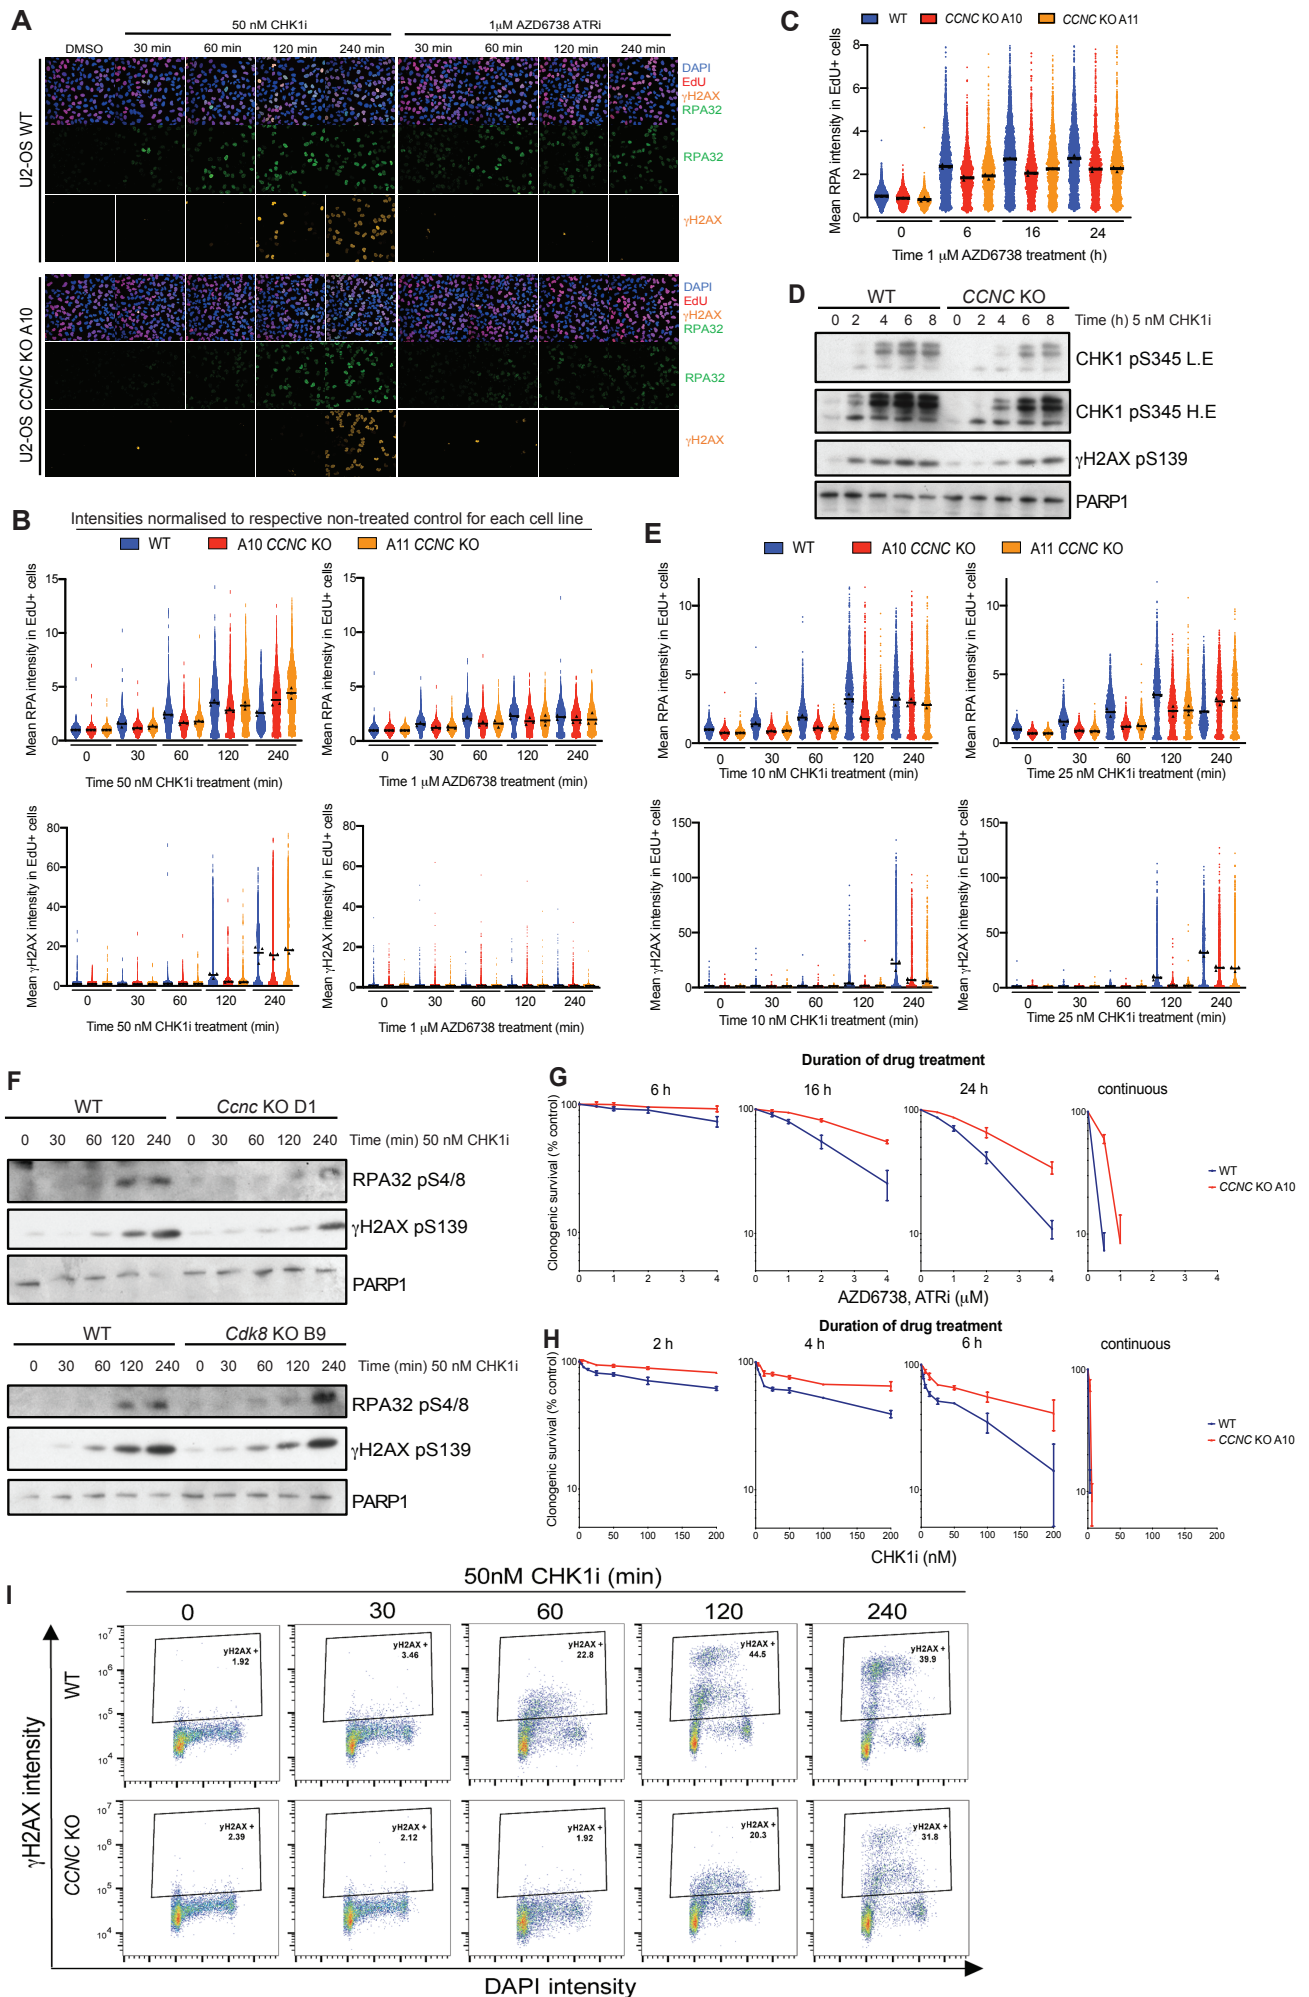

### Supplementary Figure 8: Loss of Cyclin C suppresses replication stress

- A) Related to Figure 6B. Representative images were acquired at 40X magnification (field of view = 0.32 mm x 0.32 mm).
- B) Related to Figure 6B. Mean chromatinised RPA32 and  $\gamma$ H2AX intensities in EdU positive nuclei, following 0-240 min treatment with 50 nM CHK1i (LY2603638) or 1  $\mu$ M AZD6738 (biological n=3). S-phase cells were labelled with 10  $\mu$ M EdU for 30 min prior to pre-extraction and fixation. For each cell line, intensities were normalised to the non-treated sample of that cell line to account for basal differences. Mean intensities for each replicate are displayed as black triangles and were used to calculate the overall sample mean. Normalised mean intensities for each individual cell were combined across all three replicates and overlaid in blue (*CCNC* WT), red (*CCNC* KO A10) or orange (*CCNC* KO A11) for visualisation purposes of single-cell data.
- C) Mean chromatinised RPA32 intensities in EdU positive nuclei normalised to non-treated WT cells, measured by immunofluorescence in *CCNC* WT and KO U2-OS cells, following 0, 6, 16 or 24 h treatment with 1  $\mu$ M AZD6738 (biological n=3). S-phase cells were labelled with 10  $\mu$ M EdU for 30 min prior to pre-extraction and fixation. Mean intensities for each replicate are displayed as black triangles and were used to calculate the overall sample mean. Mean intensities for each individual cell were normalised to the mean intensity of non-treated WT cells in each replicate, and all three replicates overlaid in blue (*CCNC* WT), red (*CCNC* KO A10) or orange (*CCNC* KO A11) for visualisation of single-cell data.
- D) Immunoblots for markers of DSB formation, indicative of replication catastrophe. *CCNC* WT and KO U2-OS cells were treated for 0-8 h with 5 nM CHK1i (LY2603638) prior to lysis.
- E) Mean chromatinised RPA32 and  $\gamma$ H2AX intensities in EdU positive nuclei normalised to non-treated WT cells, measured by immunofluorescence in *CCNC* WT and KO U2-OS cells, following 0-240 min treatment with 10 and 25 nM CHK1i (LY2603638) (biological n=3). S-phase cells were labelled with 10  $\mu$ M EdU for 30 min prior to pre-extraction and fixation. Mean intensities for each replicate are displayed as black triangles and were used to calculate the overall sample mean. Mean intensities for each individual cell were normalised to the mean intensity of non-treated WT cells in each replicate, and all three replicates overlaid in blue (*CCNC* WT), red (*CCNC* KO A10) or orange (*CCNC* KO A11) for visualisation of single-cell data.
- F) Immunoblots for markers of DSB formation, indicative of replication catastrophe. *Ccnc* and *Cdk8* WT and KO mESCs were treated for 0-240 min with 50 nM CHK1i (LY2603638) prior to lysis.

- G) Related to Figure 6D. Clonogenic survivals of *CCNC* KO U2-OS cells following short-term or continuous treatment with AZD6738. Error bars = mean  $\pm$  S.E.M (biological n=3).
- H) Related to Figure 6E. Clonogenic survivals of *CCNC* KO U2-OS cells following short-term or continuous treatment with CHK1i LY2603638. Error bars = mean  $\pm$  S.E.M (biological n=3).
- I) Related to Figure 6F. Representative FACS plots of  $\gamma$ H2AX versus DAPI intensity after 0-240 min treatment of *CCNC* WT and KO U2-OS cells with 50 nM CHK1i (LY2603638).  $\gamma$ H2AX positive cells were gated based on DMSO-treated WT cells.

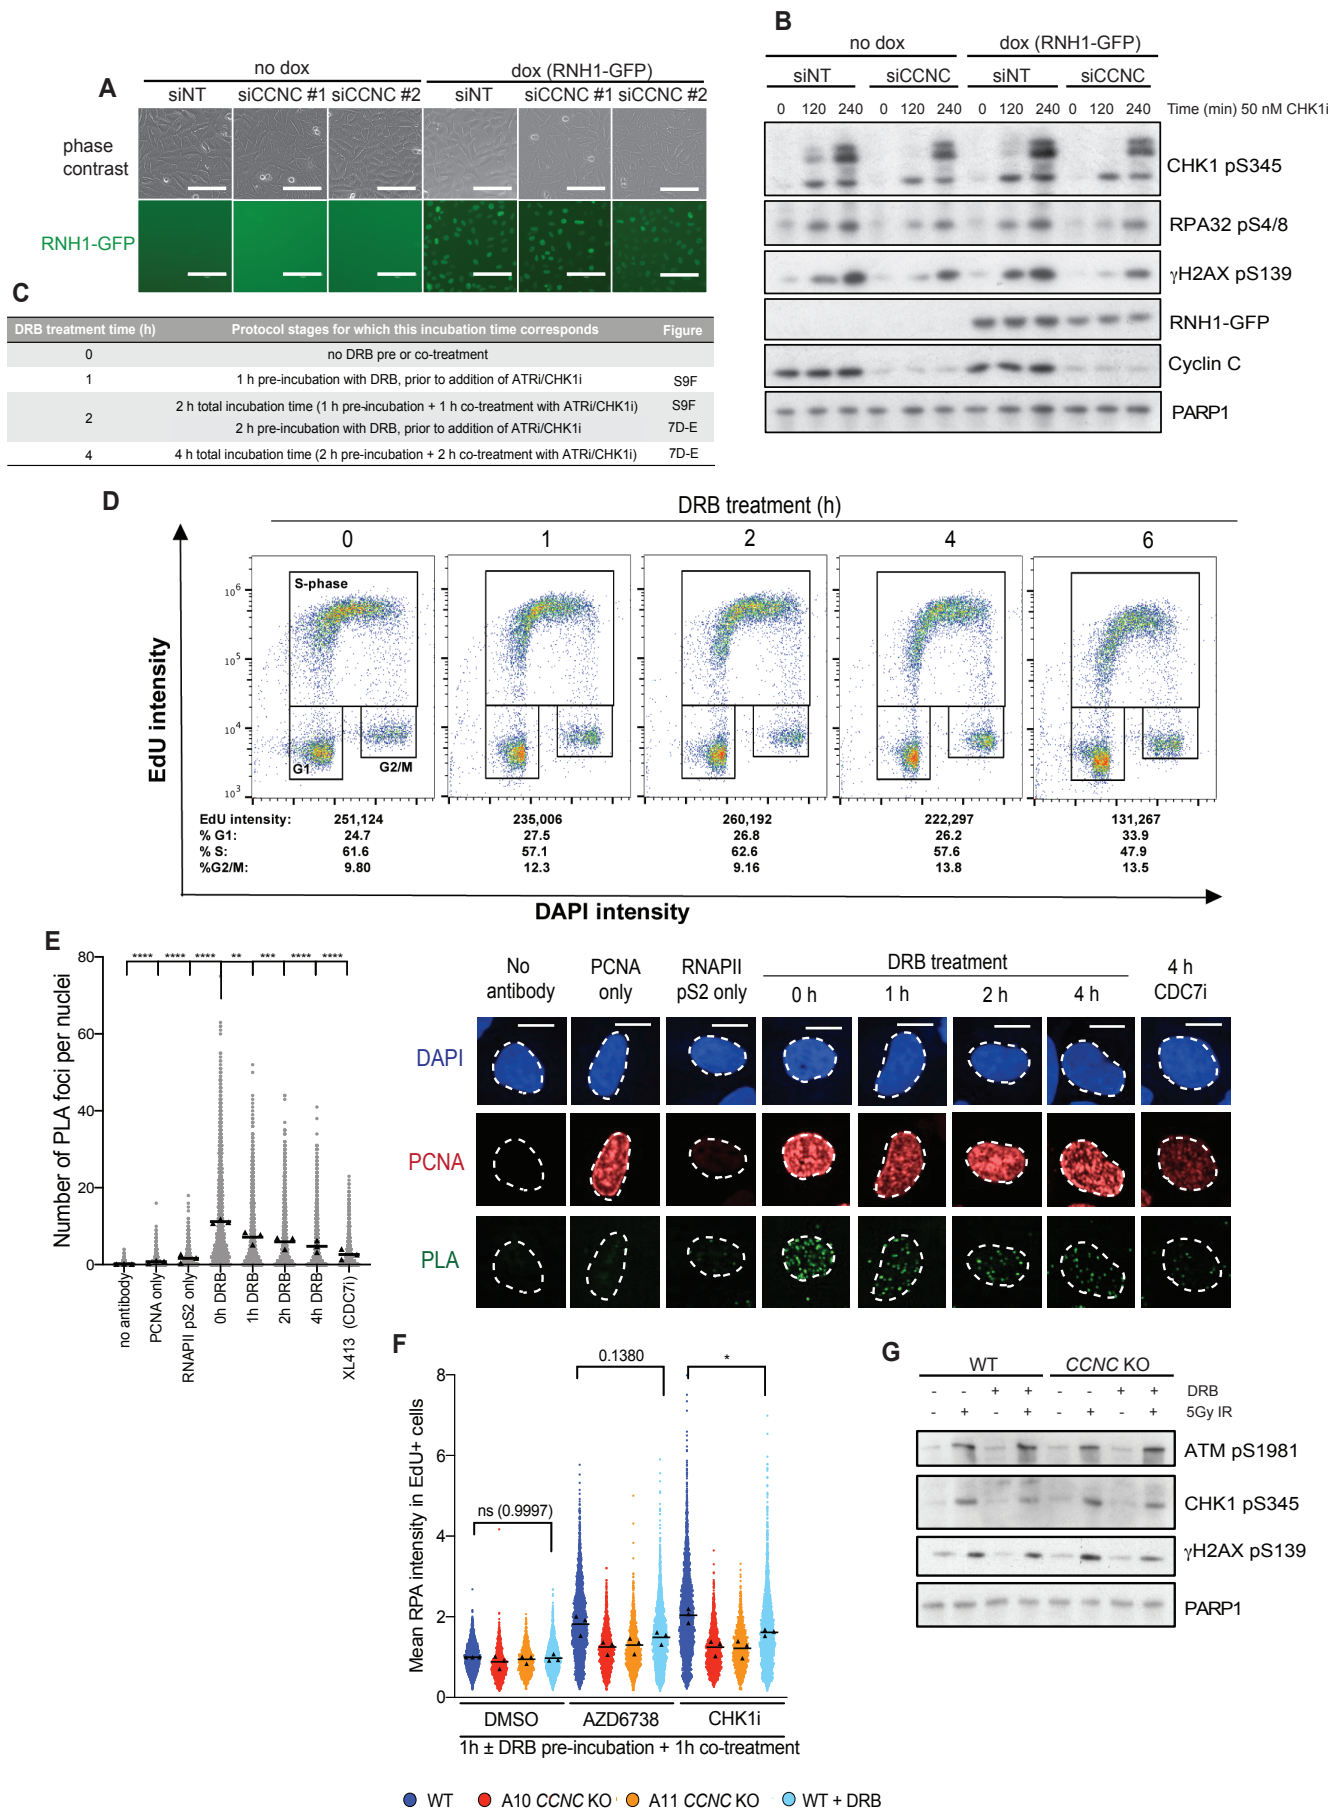

### Supplementary Figure 9: Rescue of replication stress by Cyclin C loss is transcription dependent

- A) Representative images of doxycycline-induced RNH1-GFP expression, indicating nuclear localisation, as confirmed for each biological replicate prior to performing the assays. Images were taken at 10X magnification using an EVOS M5000, 24 h after the addition of 1 ng/ml doxycycline. Scale bar = 150  $\mu$ m.
- B) Immunoblots for markers of DSB formation, indicative of replication catastrophe. U2-OS cells were siRNA-depleted of Cyclin C (siRNA #2), or transfected with the control NT siRNA, and RNH1-GFP expression induced by the addition of doxycycline 24 h prior to treatment with 50 nM CHK1i (LY2603638) for 0, 2 or 4 h.
- C) Outline of how DRB treatment times corresponded to various protocols used to study the impact of transcription on ATRi/CHK1i-induced replication stress. The impact of these treatment times on the cell cycle and transcription-replication conflicts are shown in Supplementary Figure 9D and 9E respectively.
- D) Cell cycle profiles of WT U2-OS cells treated with 100  $\mu$ M DRB for the indicated time points assessed by EdU versus DAPI intensities using flow cytometry. DNA content 2N = G1, 4N = G2/M. S-phase cells are EdU positive following 30 min treatment with 10  $\mu$ M EdU prior to fixation.
- E) Mean number of PLA foci per nucleus assessing the co-localisation of RNAPII pSer-2 and PCNA (biological n=3). No antibody and single-antibody stainings were used as negative controls. WT U2-OS cells were treated with 5  $\mu$ M CDC7i (XL413) for 4 h, or 100  $\mu$ M DRB for the indicated time points prior to pre-extraction and fixation. Mean intensities for each replicate are displayed as black triangles and were used for the overall mean calculations and statistical analyses. Mean intensities for each individual cell were combined across all three replicates and overlaid for the visualisation of single-cell data. Statistical analyses were performed using one-way ANOVA with multiple comparisons. P-values < 0.05 (\*), 0.01 (\*\*), 0.001 (\*\*\*) and 0.0001 (\*\*\*\*) were deemed statistically significant. Representative images were taken using an Opera Phenix at 40X magnification, scale bars = 12  $\mu$ m.
- F) Mean chromatinised RPA32 intensities in EdU positive nuclei measured by immunofluorescence in *CCNC* WT and KO U2-OS cells, normalised to non-treated WT cells (biological n=3). Cells were pre-incubated with DMSO or 100  $\mu$ M DRB for 1 h prior to 1 h co-treatment with DMSO, 1  $\mu$ M AZD6738 or 50 nM CHK1i (LY2603638). This time point resulted in partial suppression of transcription-replication conflicts (Supplementary Figure 9E) but did not impact on DNA replication (Supplementary Figure 9D). S-phase cells were labelled with 10  $\mu$ M EdU for 30 min prior to pre-extraction and fixation. Mean intensities for each replicate are displayed as black triangles and were used for the overall mean calculations and statistical analyses. Mean intensities for each individual cell were normalised to the mean intensity of non-treated

WT cells in each replicate, and all three replicates overlaid for visualisation of single-cell data. Statistical analyses were performed using one-way ANOVA analyses with multiple comparisons. P-values < 0.05 (\*), 0.01 (\*\*), 0.001 (\*\*\*) and 0.0001 (\*\*\*\*) were deemed statistically significant.

G) Immunoblots for markers of DSB formation. CCNC WT and KO U2-OS cells were pre-incubated with 100  $\mu$ M DRB for 2 h prior to irradiation with 0 or 5 Gy. Cells were lysed 30 min after IR treatment.

## Supplementary Table legends

### Supplementary Table 1: MAGeCK analyses from CRISPR-Cas9 screens treating *Atm* WT and KO mESCs with AZD6738 (ATRi).

Results were generated using the software package MAGeCK (0.5.5) following exclusion of sgRNAs with low read counts from the DMSO control samples (5). WT IC<sub>10</sub> technical replicate 1 was excluded from the analyses due to a close resemblance to the DMSO-treated samples (Supplementary Figure 1D). Given the data represent technical replicates (TR), data were analysed both by either summing the replicates (SUM <30ex), or by using the MAGeCK replicate function (REP <10ex) when comparing drug treatments. To identify drug drop-outs and enrichments, AZD6738 IC<sub>10</sub> and IC<sub>90</sub> treatments were independently compared to the relevant DMSO control. The analyses which provided the greatest number of significant hits (FDR <0.1) are visualised in Figure 1B-C, and all analyses visualised in Supplementary Figure 2A. To identify essential genes, samples were compared between Day 14 (pre-treatment) to 48 h.

### Supplementary Table 2: Genotypes of *de novo* CRISPR-mediated gene KO cell lines.

Genotypes were identified using TIDe software and/or TOPO cloning.

### Supplementary Table 3: Comprehensive list of drop-out and enrichment hits following AZD6738 treatment, identified in both *Atm* WT and *Atm* KO mESCs.

For each genotype, a comprehensive list of sensitisation and resistance hits was obtained by identifying genes which surpassed the significance threshold (p-value <0.001 or FDR <0.1, Supplementary Table 1) for at least one dose of AZD6738 (IC<sub>10</sub> or IC<sub>90</sub>), and when at least one analysis method was used. Hits which were identified in both *Atm* WT and KO mESCs are provided in this table.

#### **Supplementary Table 4: RNA-seq analyses in *Ccnc* and *Cdk8* KO versus WT mESCs $\pm$ 4 hours AZD6738 treatment.**

Lists of genes which were upregulated or downregulated in *Cdk8* and/or *Cdk8* KO mESC clones compared to WT control cells independent of treatment (ATRi independent), and genes which were up/downregulated upon AZD6738 treatment selectively in *Cdk8* and/or *Ccnc* KO mESCs, but not WT mESCs (ATRi + CCNC CDK8). 

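Independently of treatment, 360 genes were called in *Ccnc* KO cells, 301 raised and 59 lowered, and 197 in *Cdk8* KO cells, 170 raised and 27 lowered. The sheets of Supplementary Table S4 list, as the paper's values, 201 raised and 51 lowered genes for *Ccnc* KO cells and 227 raised and 26 lowered for *Cdk8* KO cells. Of the paper's genes, 179 raised and 34 lowered genes for *Ccnc* KO cells and 138 raised and 15 lowered genes for *Cdk8* KO cells were also called here in the same direction. With a full DESeq2 fit the counts were 319 and 321, and 176 raised and 35 lowered, and 196 raised and 17 lowered, of the paper's genes were called. With the clone as a random effect (limma voom), which allows for the pairing of a clone's libraries, the counts were 293 and 66. Of the paper's genes, 192 for *Ccnc* KO cells and 64 for *Cdk8* KO cells were then called. For *Cdk8* KO cells the count without clone B9 was 455, without clone C8 85 and without WT replicate 2, in a fit added after the data had been seen, 101, and with DMSO libraries alone it was 4. Of the paper's 11 genes lowered in both knockouts, *Ntn1* had log2 fold changes of -1.32 (edgeR adjusted p = 2.13e-07) and -1.02 (edgeR adjusted p = 8.21e-06) in *Ccnc* KO and *Cdk8* KO cells, and *Gad1* of -2.42 and -1.69. *Gm32885* (-1.80 and -2.47), *Pla2g1b* (-2.28 and -2.08), *Rpl39l* (-1.47 and -1.69) and *Hs3st3b1* (-1.13 and -1.05) were called in both as well, as was *Egr1*, although without WT replicate 2 *Rpl39l* was not called in *Cdk8* KO cells (edgeR adjusted p = 0.0637) and *Gm7252* was called in *Ccnc* KO cells (edgeR adjusted p = 0.0280). *Gm13889* (-1.63 and -1.28) and *Gna14* (-1.61 and -1.24) were called in *Ccnc* KO cells only, with edgeR adjusted p = 0.0628 and 0.0776 in *Cdk8* KO cells, and these 2 differences between the knockouts were not tested. *Zic2* fell by less than 2-fold in both (-0.93 and -0.90). *Gm7252* (-1.24 and -1.05) passed in neither (edgeR adjusted p = 0.0855 and 0.141), and 78.4% of the 31-base stretches of this pseudogene occur in other genes.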

Genes which were up/downregulated in both *Ccnc* and *Cdk8* KO mESCs are highlighted in green and classified by Gene Ontology analyses. 

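The fold-change threshold set the size of these lists. Without it, at an adjusted p-value under 0.05 alone, edgeR's quasi-likelihood test called 2284 genes in *Ccnc* KO cells (1303 raised and 981 lowered), 806 in *Cdk8* KO cells (426 raised and 380 lowered) and 615 in the same direction in both (329 raised and 286 lowered). With both thresholds, raised genes made up 83.6% of the calls in *Ccnc* KO cells and 86.3% in *Cdk8* KO cells, against 57.0% and 52.9% by adjusted p-value alone.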

For ATRi-independent genotype differences, significant hits had an adjusted p-value  $<0.05$  and a fold-change  $<0.5$  (downregulation) or  $>2$  (upregulation). 

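Supplementary Table S4 lists 9 genes for an AZD6738 response selective to *Ccnc* KO cells and 9 for *Cdk8* KO cells. None of the 18 was called here in its knockout with the lanes of each library summed. The *Ccnc* KO genes had unadjusted p-values between 0.00403 and 0.0224 and an adjusted p-value of 1 (edgeR's quasi-likelihood test), with log2 fold changes between 0.30 and 0.54 in size, and the *Cdk8* KO genes had unadjusted p-values between 0.00275 and 0.0755, again with an edgeR adjusted p-value of 1, and log2 fold changes between 0.18 and 0.82 in size. Each had the direction the paper gives. The largest changes in *Ccnc* KO cells were those of *Herc1* (0.54, standard error 0.18) and the pseudogene *Gm15484* (-0.51, standard error 0.15), and in *Cdk8* KO cells those of the pseudogene *Gm15421* (-0.82, standard error 0.22) and of *Gm7446* (-0.66, standard error 0.16). All 18 were called by DESeq2 with lanes entered as separate libraries, a setting chosen after the data had been seen. For several of these genes the counts are uncertain because their sequence recurs in the parent gene, with 57.1% of the 31-base stretches of *Gm15484*, 83.4% of *Gm15421*, 41.4% of *Gm5781*, 84.3% of *Gm7446*, 88.3% of *Gm8730* and 95.5% of *Gm9385* found in other genes.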

For ATRi-dependent genotype-specific differences, all hits with an adjusted p-value  $<0.05$  are shown, as no genes surpassed a fold-change threshold  $<0.5$  (downregulation) or  $>2$  (upregulation). AZD6738-treated WT biological replicate 2 samples were excluded from the analyses after it showed substantial deviation from its expected behaviour when doing a principal component analysis (Supplementary Figure 6G) and other exploratory analyses (data not shown).

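With WT replicate 2 under AZD6738 included, 322 genes were called in *Ccnc* KO cells independently of treatment (250 raised and 72 lowered) and 290 in *Cdk8* KO cells (245 raised and 45 lowered) by edgeR's quasi-likelihood test. Of the genes called without it, 273 of 360 and 176 of 197 were also called with it. Of the 206 genes that changed with AZD6738 in the *Ccnc* multiplex without it, 41 were called with it, and of the 16 in the *Cdk8* multiplex, 11. The number of genes that passed the expression filter fell to 17774 and 17863, because the filter depends on the smallest group, which then has 2 libraries.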

#### **Supplementary Methods Table legends**

1. Cell lines and their growth media
2. Antibodies
3. DsiRNA sequences
4. CrRNA sequences and associated primers for PCR amplification
5. RT-qPCR primers and amplicon information

#### **References for Supplementary Information**

1. Hart,T., Tong,A.H.Y., Chan,K., Van Leeuwen,J., Seetharaman,A., Aregger,M., Chandrashekhar,M., Hustedt,N., Seth,S., Noonan,A., *et al.* (2017) Evaluation and design of genome-wide CRISPR/SpCas9 knockout screens. *G3 Genes, Genomes, Genet.*, **7**, 2719–2727.
2. Chen,M., Liang,J., Ji,H., Yang,Z., Altiglia,S., Hu,B., Schronce,A., McDermott,M.S.J., Schools,G.P., Lim,C.-U., *et al.* (2017) CDK8/19 Mediator kinases potentiate induction of transcription by NF $\kappa$ B. *Proc. Natl. Acad. Sci. U. S. A.*, **114**, 10208–10213.
3. Poss,Z.C., Ebmeier,C.C., Odell,A.T., Tangpeerachaikul,A., Lee,T., Pelish,H.E., Shair,M.D., Dowell,R.D., Old,W.M.

- and Taatjes,D.J. (2016) Identification of Mediator kinase substrates in human cells using cortistatin A and quantitative phosphoproteomics. *Cell Rep.*, **15**, 436.
4. Saldivar,J.C., Hamperl,S., Bocek,M.J., Chung,M., Bass,T.E., Cisneros-Soberanis,F., Samejima,K., Xie,L., Paulson,J.R., Earnshaw,W.C., *et al.* (2018) An intrinsic S/G2 checkpoint enforced by ATR. *Science (80-. )*, **361**, 806–810.
5. Erard,N., Knott,S.R.V. and Hannon,G.J. (2017) A CRISPR Resource for Individual, Combinatorial, or Multiplexed Gene Knockout. *Mol. Cell*, **67**, 348-354.e4.

How the deposited data were processed for this re-analysis (not part of the article)

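RNA was sequenced from mESCs of 3 genotypes, WT (2 biological replicates), *Ccnc* KO (clones D1, G2 and H5) and *Cdk8* KO (clones B9, H4 and C8), after 4 h with DMSO or 900 nM AZD6738, the ATR inhibitor (ATRi). The 40 lane samples form 20 libraries, 10 in each of 2 multiplexes with 2 lanes each. The 4 WT libraries were sequenced in both multiplexes. All 80 columns of the tables were matched to a sample by their names.

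The authors trimmed the reads, aligned them with HISAT2 to GRCm38 and counted reads per gene and strand with featureCounts, and deposited these counts per lane without normalization. The counting was set to ignore reads marked as duplicates, and the paper's text does not name a step that marks them. The authors also deposited log2 values per multiplex, made with the rlog transformation of DESeq2, which shrinks the differences of genes with few counts. The paper used DESeq2, and its text does not give the model formula. Reads lost or shared between similar genes at the alignment or counting step cannot be restored from counts, so genes with near-identical copies are reported as uncertain. All 55536 gene identifiers were found in the GENCODE M21 annotation of GRCm38, which gave the coordinates. In the *Ccnc* multiplex 25766 genes and in the *Cdk8* multiplex 25567 genes had 0 counts in every column.

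From the counts, the lanes of each library were summed. Library totals lay between 30899823 and 67274049 with a median of 41972557. The counts of genes were then tested within each multiplex with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization and the default filterByExpr filter by genotype and treatment. The genotype effect was tested beside treatment, the ATRi effect beside genotype, and their interaction in a model with both. The ATRi effect was also tested within the knockout clones of each genotype. The run effect compared each WT library with itself between the multiplexes. Calls used a Benjamini-Hochberg adjusted p-value under 0.05, with a fold change above 2 or below 0.5 in addition for the genotype effect. WT replicate 2 under ATRi was left out, as in the paper, except where all WT libraries are named. With it left out, 1 WT library under ATRi remains, and its spread is taken from the other groups. CPM were normalized by TMM, and a prior count of 2 was used on the log2 scale.

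The tests were run on simulated data, with counts drawn from the means and library sizes of the *Ccnc* multiplex. In these, 200 of the better expressed genes were changed by at least 2-fold. Each library was drawn on its own, without differences between clones, so recovery where clones differ or counts are few was not measured. The quasi-likelihood test recovered 200 genes for the genotype effect (18170 genes tested), 200 for the ATRi effect (18172), 195 for the interaction (18137) and 200 within the knockout clones (16797). False calls made up 3.85%, 6.10%, 4.41% and 3.85% of the calls, and with DESeq2 9.91%, 13.8%, 8.88% and 8.26%. The expected overlap of tests that share WT libraries was obtained from 20 simulations of unchanged groups and, added after the results had been seen, 20 in which the estimated changes were permuted among genes of similar level, apart for each knockout. For the ATRi effect in the latter, the shared WT library had a permuted response of its own. In all of these simulations each WT library varied on its own, so a deviation common to both libraries of a replicate was not included.

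Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and with an estimated correlation as alternatives. There were 10 lists fixed before the data were examined: G2/M and mitosis, G1/S, p53 targets, primitive endoderm, neuroectoderm, naive pluripotency, interferon response, actin and SRF targets, immediate early genes and the CDK8 kinase module. The tests of these lists over 8 contrasts, 80 in all, were adjusted together. A further 3 lists, ATF4 targets, ER chaperones and sterol synthesis, were added later to examine genes lowered by ATRi, and their 24 tests were adjusted apart from the others. The primitive endoderm, neuroectoderm, interferon and actin lists were written with Supplementary Table S4 known, which lists genes that the study called in these libraries, and the immediate early list was chosen because the paper names EGR1. The other lists were written from general knowledge, the 3 added ones after the genes lowered by ATRi had been seen. The genotype sheets of Supplementary Table S4 hold 23 of the 33 primitive endoderm genes, 10 of 30 neuroectoderm, 13 of 42 interferon, 13 of 26 actin, 2 of 21 immediate early, 1 of 7 kinase module, 1 of 44 ATF4 target and 1 of 25 sterol synthesis genes, and 0 of the others.

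Genes are named by a rule fixed before the data were examined: the genes that the paper names for these data, the targeted genes and the kinase module, and for the genotype and ATRi effects the 10 genes with the largest changes among those called in both multiplexes and changed the same way in every clone. Other genes are marked as chosen after their values were seen.

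The libraries of one clone come from one cell line, which pairs them. The correlation across genes of the deviations of a clone's DMSO and ATRi libraries from their group means lay between 0.03 (clone G2) and 0.68 (clone H4), and was 0.23 and 0.20 for the WT replicates. Fits with the clone as a block were run as alternatives, except for the gene lists in the genotype effect, whose p-values were not checked against the pairing.

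The tests, their samples and the alternatives were set before the data were examined. Among the alternatives was a full DESeq2 1.42.0 fit, whose size factors, dispersions and test all replaced those of edgeR. A count changed by it cannot be assigned to the normalization alone. The others were a looser filter (at least 1 count in any library) and a stricter one (at least 10 counts in every library), all WT libraries, lanes as separate libraries, DMSO libraries only, the clone as a block, the authors' rlog values with limma, the adjusted p-value alone, each knockout clone left out in turn, and for the run effect each WT replicate. DESeq2 with lanes as separate libraries was added after the data had been seen, as was leaving out a WT replicate in the genotype effect (replicate 2) and the ATRi effect (either), where each arm keeps at least 2 libraries. GC content and gene length were checked by removing a spline trend with 5 degrees of freedom for each. Simulations, splits of the libraries, tables and figures were made with these tools and Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene Ontology terms and a genome sequence were not used here, and sequence shared between genes was measured on annotated transcripts.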

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

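Of the tests in this part, those of the sequencing run, of library size, of fragment positions and of the interaction of cell cycle and ER chaperone genes were chosen after the result had been seen, as were the 3 lists of ATF4 targets, ER chaperones and sterol synthesis genes, and the other tests before their results.

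The library of WT replicate 2 under ATRi stood apart from the other 9 libraries of each multiplex in several measures. Its distance to the nearest library on the first and second principal components was 24.0 in the *Ccnc* multiplex, against 0.635 to 9.15 for the others, and 8.85 in the *Cdk8* multiplex, against 0.816 to 3.52. Mitochondrial genes took 3.22% of its counts in the *Ccnc* multiplex, where the others had 1.10% to 2.16%, and 3.32% in the *Cdk8* multiplex, where the others had 1.14% to 1.66%. The 10 genes with most counts took 5.11% of its counts against 3.81% to 4.44%, and 5.16% against 3.67% to 4.15%. The ratio of the spread of pseudogenes to that of protein-coding genes was 2.08 in the *Cdk8* multiplex, against 0.806 to 1.29 for the others. This is the same library sequenced in both multiplexes, so that the 2 multiplexes are not independent here.

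The tables argue against several technical explanations of this distance. The sequencing run is not the source, because the differences between ATRi and DMSO of this replicate had a correlation of 0.950 across genes between the 2 runs (0.8288 for WT replicate 1). Library size is not either, since 2 of the other libraries of the *Cdk8* multiplex had fewer counts. After removal of a trend with GC content and gene length, the SD of its log2 differences was still at least 1.47 times the largest among the other clones. A larger response of the same kind to ATRi is argued against as well, because its correlation across genes with the mean response of the knockout clones was at most 0.115, while WT replicate 1 had 0.633 and 0.621.

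What stays open is a difference in which parts of transcripts were read, for which the spread of pseudogenes was taken as the measure. The ratio of this library to the largest value of the other libraries was 0.963 at its lowest over the multiplexes, because clone D1 under DMSO had a ratio of 2.29 in the *Ccnc* multiplex, above the 2.21 of WT replicate 2 under ATRi, whereas no other library exceeded 1.44. The multiplexes thus differ, and the explanation was left open after this value had been seen, where the rule set earlier would have excluded it. Clone D1 under DMSO had 1.59 times the largest ratio among the remaining libraries, which is consistent with a difference in library preparation that the 2 libraries may share. A biological difference of WT replicate 2 under ATRi was not tested.

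The other libraries far from their group were single values. *Ntn1* had 47.6 CPM in clone D1 under DMSO, against 57.2 to 62.4 in the other *Ccnc* KO libraries, and *Pla2g1b* had 5.98 CPM there against 3.11 to 3.76. *Med12*, whose exons overlap those of *Gm21986*, had 40.8 CPM in clone G2 under DMSO, against 50.6 to 55.0. *Med13* had 88.6 CPM in clone B9 under DMSO, against 70.3 to 75.8 in the other *Cdk8* KO libraries. Clone C8 under ATRi had the highest total of the *Cdk8* multiplex, 67274049 counts, against 30899823 to 48650315. A library far from its group was found in 12 of 156 groups of libraries, where 7.8 would be found by chance, and 7 of the 12 concern WT replicate 2 under ATRi. No biological explanation was tested for these single values.

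ATRi lowered 9 genes in both multiplexes, which were named after their values had been seen: *Chac1* (log2 fold changes of -1.99 and -1.88 in the *Ccnc* and *Cdk8* multiplexes), *Adm2* (-2.27 and -2.05), *Slc6a9* (-1.38 and -1.62), *Stc2* (-1.05 and -0.997), *Trib3* (-0.99 and -1.04), *Gdf15* (-0.87 and -0.89), *Slc1a4* (-0.88 and -0.79), *Herpud1* (-0.73 and -0.56) and *Gpt2* (-0.54 and -0.61). *Chac1* (ENSMUSG00000027313), on chromosome 2 of GRCm38 from 119351229 to 119354381, fell from 11.5 ± 2.18 to 3.07 ± 0.886 CPM (SD, n = 3) in *Ccnc* KO clones, from 11.1 ± 1.43 to 3.12 ± 0.577 (SD, n = 3) in *Cdk8* KO clones, and from 15.4 ± 1.95 (SD, n = 2) to 3.42 in replicate 1 and 3.94 in replicate 2 of WT cells in the *Ccnc* multiplex. Its edgeR adjusted p-values were 3.61e-05 and 0.000631, and it was called without clone C8 (edgeR adjusted p = 0.0210), where it was the 1 gene called in the *Cdk8* multiplex. In a fit added after the data were seen, without WT replicate 1, *Chac1* was called in the *Ccnc* multiplex. In the *Cdk8* multiplex that fit called 0 genes, with 1063 at an unadjusted p-value under 0.05. Within the *Cdk8* KO clones alone, which hold no WT library, 1193 genes were called with the clone as a block. *Chac1* was called within them at a filter of at least 1 count (edgeR adjusted p = 0.0098). The loss without WT replicate 1 thus does not show that the calls rest on that replicate. Over the alternatives for Chac1, ATRi effect, Cdk8 multiplex, the adjusted p-value ranged from 3.62e-77 (DESeq2 with lanes, a setting also chosen then) to 0.124 (edgeR without WT replicate 1).

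For *Chac1*, *Trib3*, *Slc1a4*, *Slc6a9*, *Gpt2* and *Stc2* among them, 3 hypotheses were tested. Lower activity of the transcription factor ATF4, which many of them are known targets of, predicts that a list of 42 ATF4 target genes falls. The list fell, with medians of -0.12 (5 of 42 genes higher) and -0.17 (8 of 42 genes higher), camera adjusted p = 1.29e-07 and 2.47e-09, and under fry adjusted p = 0.0109 and 0.0301, while with an estimated correlation it was not called (0.374). The list was written after the genes lowered most clearly had been seen and leaves out 8 of the 9 genes, but holds *Gdf15*, so that the test is not fully independent of them. After adjustment for GC content and gene length with the clone as a block, the list still fell (camera adjusted p at most 1.20e-05), as it did without WT replicate 1 (3.71e-05 and 4.67e-07). Lower endoplasmic reticulum stress was examined with 20 ER chaperones, which did not fall, with medians of 0.07 and 0.09 (camera adjusted p = 0.0175 and 0.000438, and under fry 0.487 and 0.253). This argues against a form of it that lowers these chaperones. Other forms stay open, because this list is only one of its outputs. The rise of the list in the *Ccnc* multiplex was not called without WT replicate 1 (median 0.03, camera adjusted p = 0.373) or WT replicate 2 (0.05, 0.120), and in the *Cdk8* multiplex it was (median 0.07, 0.0182, and 0.06, 0.00726). Lower mTORC1 output was examined with 25 sterol synthesis genes, which did not change (medians -0.02 and 0.01, camera adjusted p = 0.669 and 0.683), and stays open because this list is only one of its outputs. Lower ATF4 activity may explain *Chac1*, *Trib3*, *Slc1a4*, *Slc6a9*, *Gpt2* and *Stc2*, as a hypothesis found and tested on the same data. The hypotheses were not set for *Adm2*, *Gdf15* and *Herpud1*.

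Lists of cell cycle and ER chaperone genes had negative medians for the interaction of ATRi and genotype, which sets the 1 WT library under ATRi against both WT libraries under DMSO. For G2/M and mitosis genes, the medians of the interaction were -0.09 (15 of 67 genes higher, camera adjusted p = 0.00130) in *Ccnc* KO cells and -0.06 (16 of 67, 0.00311) in *Cdk8* KO cells. For G1/S genes they were -0.10 (8 of 40, 0.00234) and -0.07 (6 of 40, 0.0288), and for ER chaperones -0.14 (2 of 20, 0.000471) and -0.09 (4 of 20, 0.0305). Compared with the DMSO library of the same clone, G2/M genes rose less in every knockout clone (medians of 0.01 to 0.09 in *Ccnc* KO clones and 0.06 to 0.11 in *Cdk8* KO clones) than in both WT replicates (0.14 and 0.12, and 0.16 and 0.12). The other lists did not show this in *Cdk8* KO clones, where G1/S genes had medians of 0.05 (B9), 0.06 (C8) and 0.04 (H4) against 0.05 and -0.01 in the WT replicates, and ER chaperones 0.04, 0.06 and 0.10 against 0.09 and 0.04. In *Ccnc* KO clones the medians were 0.01 to 0.04 for G1/S genes, against 0.04 and -0.01, and 0.03 to 0.04 for ER chaperones, against 0.09 and 0.08. In these lists 0 genes were called by edgeR, and with an unadjusted p-value under 0.05 there were 1 G2/M gene, 0 G1/S genes and 1 ER chaperone in *Ccnc* KO cells and 0 of each in *Cdk8* KO cells. Under fry (adjusted p from 0.360 to 0.824) and with an estimated correlation (from 0.544 to 0.792) none was called. With all WT libraries, G2/M genes were called in both knockouts (camera adjusted p = 0.0151 and at most 0.0395), and after adjustment for GC content and gene length with the clone as a block they were called again (at most 0.0257), which argues against the single WT library and against such a trend as the whole cause. Without clone H4 the call of G2/M genes in *Cdk8* KO cells was lost (camera adjusted p = 0.0583). In the same cells the calls of G1/S genes and ER chaperones were lost without clone B9 (camera adjusted p = 0.0772 and 0.127) and without clone C8 (0.0665 and 0.0762). The G1/S and ER chaperone lists were not called with all WT libraries (camera adjusted p up to 0.954 and 0.917), so the single WT ATRi library may be their source. They were not called with the clone as a block either, before (0.478 and 0.547 at most) or after adjustment for GC content and gene length (0.821 and 0.296 at most), so that a trend with GC content cannot be told apart from the effect of the block. That reading of the GC content test was also set after its values had been seen. A weaker rise of G2/M genes in the knockouts remains a hypothesis.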

How the results depend on the processing

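DESeq2 with lanes as separate libraries, which treats lanes of one library as replicates, and leaving out a WT replicate in the genotype and ATRi effects were chosen after the data had been seen, and the other alternatives before. Across the settings and counts of genes or lists, 78 results stayed within 1.5 times their value, 39 rose beyond it, 35 fell below it and 1 value moved. For the changes of single genes and lists, 1692 results kept their direction and side of the threshold, 186 lost their call, 61 gained one and 19 reversed. Where a setting changed a count, the cause was not tested unless stated.

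For the genotype effect, 360 genes in *Ccnc* KO cells, 197 in *Cdk8* KO cells and 121 shared by both were called. The adjusted p-value alone called 2284, 806 and 615, since it drops the fold-change threshold. At least 10 counts in every library left fewer genes to test and called 224, 129 and 79. At least 1 count in any library called 345 in *Cdk8* KO cells and 203 shared. DMSO libraries only, with fewer samples, called 171, 4 and 4 (*Col4a1*, *Col4a2*, *P4ha2* and *Ntn1* in *Cdk8* KO cells, named after their values were seen). With the authors' rlog values in limma, whose differences are shrunk, 8, 8 and 6 passed both thresholds. With the clone as a random effect, 66 were called in *Cdk8* KO cells (75.8% of them raised, against 86.3%) and 54 shared. A full DESeq2 fit called 321 in *Cdk8* KO cells. Lanes as separate libraries called 509 in *Cdk8* KO cells and 233 shared, and DESeq2 with lanes 556 and 241. Across the fits that each left out one clone, the counts ranged from 309 to 362 in *Ccnc* KO cells, from 85 (without C8) to 455 (without B9) in *Cdk8* KO cells and from 73 to 181 shared. Without WT replicate 2 they were 336, 101 and 75, and 279 and 91 of the genes called with it were called again in *Ccnc* KO and *Cdk8* KO cells.

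For the ATRi effect, 206 genes in the *Ccnc* multiplex, 16 in the *Cdk8* multiplex and 16 shared were called. A full DESeq2 fit, which changes the test as well as the normalization, called 651, 378 and 189. At least 1 count in any library called 845, 41 and 38, lanes as separate libraries 2805, 1914 and 1017, and DESeq2 with lanes 3139, 2321 and 1256. The replicate block, with the clone as a fixed term, called 451, 2107 and 302. All WT libraries called 41 in the *Ccnc* multiplex. Of the calls in the *Ccnc* multiplex, 33.0% were raised, against 46.9% with at least 1 count, 46.5% with lanes and 48.5% with DESeq2 and lanes. Leaving out one clone gave 25 (without G2) to 250 (without D1), 1 (*Chac1*, without C8) to 29 (without H4) and 1 to 27 shared, with 4 without B9 (*Chac1*, *Trib3*, *Slc6a9* and *Gpt2*, named after their values were seen). Leaving out WT replicate 1 gave the lowest counts, 21 (52.4% raised), 0 and 0, with 1063 genes at an unadjusted p-value under 0.05 in the *Cdk8* multiplex and 380 shared. That fit has WT cells under DMSO only, so the effect rests on the knockout clones. Leaving out WT replicate 2 gave 172 (47.1% raised), 7 and 6.

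For the interaction, no gene was called in *Ccnc* KO cells (395 with an unadjusted p-value under 0.05) or in *Cdk8* KO cells (255). At least 1 count in any library called 20 in *Ccnc* KO cells. The clone as a block called 4 in *Cdk8* KO cells (*Gm13340*, *Gm8659*, *Gm5276* and *mt-Rnr2*), named after their values were seen. DESeq2 with lanes called 40, 10 and 2 shared (*Top2a* and *2410002F23Rik*, both listed by the paper for *Cdk8* KO cells). Leaving out one clone gave 0 in each fit. Within *Ccnc* KO clones 15 genes responded to ATRi, and 200 with a full DESeq2 fit, 462 with at least 1 count and 109 with the clone as a block, where 62.0%, 59.7% and 56.9% were raised against 40.0%. Leaving out one clone gave 3 (without D1: *Chac1*, *Trib3* and *Hist1h1c*), 5 (without G2: *Gm7266*, *Chac1*, *Gm15148*, *Hist1h1c* and *Gm26917*) and 6 (without H5). Of these, *Gm7266*, *Gm15148* and *Gm26917* are named after their values were seen. Within *Cdk8* KO clones no gene was called (1020 with an unadjusted p-value under 0.05), and 58, 4 and 1193 were called under the same settings and 0 with any clone left out. The 4 genes with at least 1 count, named after their values were seen, were *Chac1*, *Trib3*, *Gpt2* and *Hist1h1c*. With the clone as a fixed block, 56 results of single genes kept their direction and call and 2 reversed, while of the lists 49 kept theirs, 8 gained a call and 3 lost one. The block left the count of the interaction in *Ccnc* KO cells at 0 (414 with an unadjusted p-value under 0.05).

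The run effect, 830 genes, was 268 with a full DESeq2 fit and 244 to 486 with one WT replicate left out, where 50.4% were raised without WT replicate 1 against 69.3%. The genotype effect without WT replicate 1 would keep 1 WT library, and the interaction without either replicate at most 1 under each treatment, and these were not run. Of the 80 planned list tests, camera called 30, fry 10, and an estimated correlation 0, while leaving out one clone or WT replicate gave 26 to 31. The mean correlation of the ATRi response of WT replicate 2 with the other clones in the *Cdk8* multiplex moved from 0.118 to 0.380 on the authors' rlog values.

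The reversed values were small, and none had been called. In the genotype effect, Gapdh, genotype effect, Ccnc KO vs WT was -0.103 with all WT libraries. Gapdh, genotype effect, Cdk8 KO vs WT was 0.0082 with at least 10 counts, and with one clone or WT replicate left out it ranged from -0.0136 (without C8) to 0.0138 (without WT replicate 2). Ccnc, genotype effect, Cdk8 KO vs WT ranged from -0.0177 (without WT replicate 2) to 0.0303 (without H4). Med13, genotype effect, Ccnc KO vs WT ranged from -0.0611 (without H5) to 0.0239 (without WT replicate 2), and Med13, genotype effect, Cdk8 KO vs WT from -0.0360 (without B9) to 0.0815 (without WT replicate 2).

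In the interaction, Herc1, ATRi by genotype interaction, Cdk8 KO was -0.0592 with the clone as a replicate block. Tet1, ATRi by genotype interaction, Cdk8 KO was -0.0402 with that block and -0.0119 with all WT libraries, where Zranb2, ATRi by genotype interaction, Cdk8 KO was 0.0431. With all WT libraries, Gm5781, ATRi by genotype interaction, Ccnc KO was 0.0119, Gm7446, ATRi by genotype interaction, Ccnc KO was 0.1475 and Gm9385, ATRi by genotype interaction, Ccnc KO was 0.2564. With one clone left out, Gm5781 ranged from -0.1755 (without G2) to 0.0593 (without H5), Gm7446 from -0.1571 (without D1) to 0.0512 (without H5), and Gm15421, ATRi by genotype interaction, Ccnc KO from -0.0395 (without G2) to 0.2379 (without H5). The interaction rests on 1 WT library under ATRi. In counts simulated at this design, the test called 195 of 200 genes changed by at least 2-fold. Smaller changes, genes with few counts, differences between clones and the *Cdk8* multiplex were not simulated, so how many changes would be missed there is not known.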

Differences from the paper's values

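DESeq2 with lanes as separate libraries and leaving out WT replicate 2 were chosen after the values had been seen, and the other settings named here before.

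Among genes lowered in both knockouts independently of treatment, the paper's count in Supplementary Table S4 is 11, and 17 were called here by edgeR. The count was within 1.5 times the paper's with at least 10 counts in every library (11), with the clone as a random effect (12), without *Ccnc* KO clone H5 (14) and without *Cdk8* KO clone C8 (8). It was not with a full DESeq2 fit (21), at least 1 count in any library (25), all WT libraries (23), lanes as separate libraries (25), DMSO libraries only (1), the authors' rlog values (1), the adjusted p-value alone (286), without D1, G2 or B9 (18 each) or without H4 (27). Of the settings chosen after the values had been seen, it was within 1.5 times without WT replicate 2 (13) and not with DESeq2 and lanes (24).

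For an ATRi response selective to the knockout, the paper lists 5 raised and 4 lowered genes for *Ccnc* KO cells and 2 raised and 7 lowered genes for *Cdk8* KO cells, whereas 0 raised and 0 lowered genes were called here in either, with 395 and 255 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, 1 came within 1.5 times of 1 of these counts, at least 1 count in any library with 7 raised genes in *Ccnc* KO cells, beside 13 lowered, and these included 0 of the paper's 5 and 4 genes. With DESeq2 and lanes, chosen after the values had been seen, 3 raised and 7 lowered genes were called in *Cdk8* KO cells, and 19 and 21 in *Ccnc* KO cells. All 9 and 9 of the paper's genes were among them. That setting also called 2 genes in both knockouts, where the paper states that there were none.

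The paper's log2 fold change of the pseudogene *Gm7446* for this response in *Cdk8* KO cells is -0.62 (-0.6155), and it was -0.66 here. The alternatives gave values from -0.38 (all WT libraries) to -0.67, and DESeq2 with lanes gave -0.66. None fell within 0.0262 of the paper's value, the SD of the response over the 3 *Cdk8* KO clones, which leaves out the spread of WT libraries. The standard error of the value here, 0.16, is larger than its difference from the paper's. For *Gm9385*, the paper's value is -0.44 (-0.4426), and it was -0.51 here. The alternatives gave values from -0.10 (all WT libraries) to -0.60 (clone as a block), and DESeq2 with lanes gave -0.50. None fell within the same SD over the clones, 0.0422, while the standard error of the value here, 0.16, again exceeds the difference.

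Of the paper's genes lowered in both knockouts, *Zic2*, *Gm7252*, *Gna14* and *Gm13889* did not pass both thresholds in both knockouts here. *Zic2* changed by less than 2-fold in both, *Gm7252* had edgeR adjusted p = 0.0855 and 0.141, and *Gna14* (0.0776) and *Gm13889* (0.0628) were called in *Ccnc* KO cells and not in *Cdk8* KO cells. For Zic2, genotype effect, Ccnc KO vs WT, the gene was called with all WT libraries (-1.04) and with DMSO libraries only (-1.12), and for *Cdk8* KO cells under none of the alternatives. For Gm7252, genotype effect, Ccnc KO vs WT, it was called with a full DESeq2 fit (DESeq2 adjusted p = 0.0294), with at least 1 count in any library (edgeR adjusted p = 1.40e-05) with lanes as separate libraries (edgeR adjusted p = 0.0110) and, chosen after the values had been seen, without WT replicate 2 (edgeR adjusted p = 0.0280), and for Gm7252, genotype effect, Cdk8 KO vs WT, with lanes as separate libraries (edgeR adjusted p = 0.0104). For Gna14, genotype effect, Cdk8 KO vs WT, it was called with at least 1 count in any library (edgeR adjusted p = 0.00902), all WT libraries (0.0419), lanes as separate libraries (0.00106), the clone as a random effect (limma adjusted p = 0.0444) and without H4 (edgeR adjusted p = 0.00102). For Gm13889, genotype effect, Cdk8 KO vs WT, it was called with a full DESeq2 fit (DESeq2 adjusted p = 0.0155), at least 1 count in any library (edgeR adjusted p = 0.0197), all WT libraries (0.0483), lanes as separate libraries (0.00156) and without B9 (0.0158). DESeq2 with lanes, chosen after the values had been seen, called *Gm7252*, *Gna14* and *Gm13889* in both knockouts and not *Zic2*.

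Of all the paper's treatment-independent genes, 252 for *Ccnc* KO cells and 253 for *Cdk8* KO cells, edgeR called 179 raised and 34 lowered genes here in the first and 153 in all in the second. Among settings that keep every clone and WT replicate, more were called in both with at least 1 count in any library (231 and 224) and lanes as separate libraries (229 and 238), and in *Cdk8* KO cells alone with a full DESeq2 fit (211, and 196 raised with 17 lowered) and all WT libraries (189 and 193). Fewer were called with at least 10 counts in every library (147 and 97), DMSO libraries only (149 and 4), the clone as a random effect (192 and 64) and the authors' rlog values (8 and 8). DESeq2 with lanes, chosen after the values had been seen, called 229 and 242.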

Other observations

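The tests in this part were set before their results were seen, apart from the fits without a WT replicate and the comparison with the replicate left out, the simulations of unrelated changes with the comparison within knockout clones beside them, and the 3 lists at its end, which were written after the genes lowered by ATRi had been seen.

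How often other splits of the same libraries give as many called genes was counted for each comparison with at least 3 libraries per group. For the genotype effect in *Ccnc* KO cells, 1 of the 84 splits of the 9 libraries, the real one, gave as many, and the next gave 56. Among the 4 splits that keep the libraries of each clone together, 1 did, which is the smallest number 4 splits allow. For *Cdk8* KO cells, 3 of 84 splits gave as many as the real one, with up to 454, and 1 of the 4 splits of whole clones, the next of which gave 40. For the ATRi effect, 100 of the possible splits were drawn. In the *Ccnc* multiplex 2 of them gave as many as the real one, where the other split set clone D1 under DMSO and the WT libraries against the rest and gave 235. In the *Cdk8* multiplex 5 did, so that 16 genes are not beyond what splits of these libraries give. The largest, 2324 genes, set clones B9 and C8 against H4 and WT cells, a difference between clones. Among the 16 splits that exchange DMSO and ATRi within clones, which keep this difference out, only the real one gave as many in each multiplex (1 of 16, the smallest share possible), with at most 21 genes in the *Ccnc* multiplex and 0 in the *Cdk8* multiplex for the others. Within the *Ccnc* KO clones 2 of 10 splits gave as many as the real one, up to 46, and within the *Cdk8* KO clones all 10, since none called a gene. Splits of 6 libraries cannot give a share under 0.1. For the sequencing run, 1 of the 32 splits that could be fitted, the real one, gave as many genes, and the next gave 34.

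Adjustment for GC content and gene length moved the number of genes called for the ATRi effect from 206 to 866 in the *Ccnc* multiplex and from 16 to 15 in the *Cdk8* multiplex, and 196 of the 206 and 12 of the 16 were called again. With the clone as a block in the same fit the numbers moved from 451 to 1454 and from 2107 to 3076, and 97.8% and 80.2% of the genes called before were called again. This argues against such a trend as the whole cause of the calls, although their number depends on the adjustment. For the genotype effect the numbers moved from 360 to 357 and from 197 to 218. The rise of G2/M and mitosis genes with ATRi was called after this adjustment too (camera adjusted p at most 2.40e-07 over the multiplexes).

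Simulated unchanged groups called too few genes, at most 2 for the genotype effect and 5 for the ATRi effect, to show an overlap, so WT libraries shared between the tests were examined as a source with changes unrelated between the knockouts. For the genotype effect at most 76 genes were then called in both knockouts, with 650 to 721 and 802 to 868 genes called in each, against the 121 observed from 360 and 197. For the ATRi effect at most 1 was, where at most 47 and 31 genes were called, against the 16 observed from 206 and 16. In the *Ccnc* multiplex these simulations called fewer genes than observed, which left less room for an overlap. The ATRi effects within *Ccnc* KO clones and within *Cdk8* KO clones, which share no library, had a correlation of 0.389 over 16581 genes, which are not independent replicates, and the same sign for 64.8% of them. The 16 genes changed in the same direction in both with an unadjusted p-value under 0.05, although they had been picked on these libraries among others. For the ATRi effect, the comparison within knockout clones argues against shared WT libraries as the whole source of the overlap. For the genotype effect, each simulated WT library varied on its own. A deviation common to both libraries of WT replicate 1 was therefore not simulated, and neither were differences between clones. The simulated overlaps argue only against independent errors of the WT libraries as the whole source. A part of the shared genotype calls may come from shared WT libraries, as the 76 show.

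A difference between the WT replicates was tested as the source of the shared genotype calls. Without WT replicate 2, 75 genes were called in both knockouts, and these were compared with WT replicate 2 under DMSO, a library with no part in those calls. Of the 75, 74 had the same direction in both knockouts and 50 (66.7%) differed beyond 2-fold in it in both, against 1.81% of all genes beyond 2-fold in a common direction, which argues against a difference of WT replicate 1 as the source for most of them. The medians of the 75 were 1.31 in *Ccnc* KO cells and 1.65 in *Cdk8* KO cells, in the direction called. Of the 121 genes called with all libraries, 70 were called without WT replicate 2 and 51 were not. For the 51, a deviation of WT replicate 2 cannot be told apart from the loss of a library in the test. Clone H4 alone was tested as the source of the higher primitive endoderm genes in *Cdk8* KO cells, and without it the list was still higher (camera adjusted p = 1.77e-25). A difference in cell state that arose when single clones were derived cannot be separated from the effect of the knockout with 3 clones per genotype, and this was not tested further.

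*Gapdh* had 517 CPM in WT replicate 2 under ATRi in the *Ccnc* multiplex and 510 in the *Cdk8* multiplex, 434 in clone D1 under DMSO, and between 247 and 327 in the other libraries, and 27.2% of its 31-base stretches occur in other genes. Its genotype effect was not called (edgeR adjusted p = 0.225 and 0.984). *Cdc25a*, which the paper discusses for resistance to ATR inhibition, had log2 fold changes of 0.07 in both knockouts (standard error 0.06 and 0.05, edgeR adjusted p = 0.429 and 0.481). Of the kinase module, *Med13l* was lower in both, by -0.42 (edgeR adjusted p = 0.00569) and -0.29 (edgeR adjusted p = 0.0252, and 0.101 without WT replicate 2 for Med13l, genotype effect, Cdk8 KO vs WT), and *Med12l* had 0.23 and 0.80 (edgeR adjusted p = 0.469 and 0.0548). *Cdk19* (-0.09 and -0.16), *Med12* (-0.12 and -0.07) and *Med13* (-0.04 and 0.04) were not called.

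With ATRi, G1/S genes rose slightly (medians of 0.05 and 0.07, camera adjusted p = 0.00429 and 0.000494), although without WT replicate 1 not in the *Ccnc* multiplex (median 0.03, 0.1345). Immediate early genes rose in the *Cdk8* multiplex (0.14, camera adjusted p = 0.0177). In the *Ccnc* multiplex they were not called (0.11, 0.0562, without WT replicate 1 0.05, 0.0773, and without clone G2 0.07, 0.0809). They were called there without clone D1 (0.0473) or WT replicate 2 (0.0474). After adjustment for GC content and gene length with the clone as a block, they were called in both multiplexes (camera adjusted p = 0.00237 and 5.18e-05). Targets of p53 were called in the *Ccnc* multiplex without WT replicate 2 (camera adjusted p = 0.0422). They were also called there after the same adjustment (median 0.07, 23 of 30 genes higher, camera adjusted p = 0.00837). The differences between multiplexes were not tested. For the genotype effect, the added lists had medians of -0.12 and -0.17 for ATF4 targets (camera adjusted p = 0.000947 and 0.000180, and a median of -0.10 in *Cdk8* KO cells without H4), -0.01 and 0.07 for ER chaperones (0.669 and 0.290, with medians of -0.08 and 0.03 without WT replicate 2) and 0.06 and 0.16 for sterol synthesis (0.106 and 0.000198). Without clone H5 the sterol synthesis genes were called in *Ccnc* KO cells too (median 0.13, camera adjusted p = 0.00341), without D1 their median was -0.0046, and in *Cdk8* KO cells their median was 0.25 without B9 and 0.08 without C8. The ER chaperones had medians of -0.05 without G2 and 0.03 without C8.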
